# Impact of 3D genome organization, guided by cohesin and CTCF looping, on sex-biased chromatin interactions and gene expression in mouse liver

**DOI:** 10.1186/s13072-020-00350-y

**Published:** 2020-07-17

**Authors:** Bryan J. Matthews, David J. Waxman

**Keywords:** Liver sex differences, Nipbl, DNase hypersensitive sites

## Abstract

Several thousand sex-differential distal enhancers have been identified in mouse liver; however, their links to sex-biased genes and the impact of any sex-differences in nuclear organization and chromatin interactions are unknown. To address these issues, we first characterized 1847 mouse liver genomic regions showing significant sex differential occupancy by cohesin and CTCF, two key 3D nuclear organizing factors. These sex-differential binding sites were primarily distal to sex-biased genes but rarely generated sex-differential TAD (topologically associating domain) or intra-TAD loop anchors, and were sometimes found in TADs without sex-biased genes. A substantial subset of sex-biased cohesin-non-CTCF binding sites, but not sex-biased cohesin-and-CTCF binding sites, overlapped sex-biased enhancers. Cohesin depletion reduced the expression of male-biased genes with distal, but not proximal, sex-biased enhancers by >10-fold, implicating cohesin in long-range enhancer interactions regulating sex-biased genes. Using circularized chromosome conformation capture-based sequencing (4C-seq), we showed that sex differences in distal sex-biased enhancer–promoter interactions are common. Intra-TAD loops with sex-independent cohesin-and-CTCF anchors conferred sex specificity to chromatin interactions indirectly, by insulating sex-biased enhancer–promoter contacts and by bringing sex-biased genes into closer proximity to sex-biased enhancers. Furthermore, sex-differential chromatin interactions involving sex-biased gene promoters, enhancers, and lncRNAs were associated with sex-biased binding of cohesin and/or CTCF. These studies elucidate how 3D genome organization impacts sex-biased gene expression in a non-reproductive tissue through both direct and indirect effects of cohesin and CTCF looping on distal enhancer interactions with sex-differentially expressed genes.

## Introduction

Sex differences in gene expression are found in several non-reproductive tissues, including the brain [1], immune system [2], kidney [3] and liver [4]. Sex differences in the liver are associated with a higher incidence of aggressive liver cancer in males [5], increased susceptibility to autoimmune hepatitis in females [6], and sex differences in metabolism of diverse pharmaceuticals and environmental chemicals [7]. Transcriptomic and epigenetic sex differences in the transcriptome are best characterized in mouse liver, where more than 1000 genes [8], including many lncRNA genes [9, 10] and miRNAs [11], exhibit sex-biased expression regulated by the sex-differential temporal patterns of pituitary growth hormone secretion [12]. Sex differences in the epigenome are widespread, and frequently are associated with sex differences in gene distal, but not gene proximal, regulatory elements, which show characteristic sex-differential patterns of histone marks and chromatin accessibility (DNase hypersensitive sites, DHS) [13, 14]. Three-dimensional looping is one mechanism that could potentially link the few thousand mostly distal sex-biased enhancers identified to individual sex-biased genes.

CCCTC-binding factor (CTCF) and the multi-protein complex cohesin are two major transcription factors regulating 3D genomic architecture. CTCF has primarily been studied for its role in DNA looping and insulation [15, 16], while cohesin is a molecular motor powering DNA looping via a loop extrusion mechanism [17, 18]. Loss of CTCF or cohesin is lethal in developing mouse embryos [19, 20]. However, when degradation of the cohesin loading factor Nipbl is induced in adult mouse liver, a dose-dependent loss of both cohesin binding and virtually all focal DNA looping is seen without major hepatocyte toxicity [21]. Loss of DNA looping also occurs in other systems following depletion of either cohesin [22] or CTCF [23]. Thus, CTCF and cohesin are both required for DNA looping.

The functional role of cohesin at a given genomic site is largely dependent on its binding partners. Cohesin lacks sequence-specific DNA binding activity, but is loaded and unloaded from chromatin by specific protein complexes [24]. Cohesin can participate in shorter-range looping between enhancers and promoters (‘enhancer–promoter loops’) in association with Mediator and tissue-specific transcriptional regulators [25–27]. Genomic sites bound by cohesin but not CTCF, i.e., cohesin-non-CTCF sites (CNC), tend to be highly tissue specific, but frequently show weaker binding than sites where cohesin and CTCF are both bound, i.e., cohesin-and-CTCF (CAC) sites [25, 28, 29]. Cohesin forms insulating loops at CAC sites, which have been variously characterized as Topologically Associating Domains (TADs) [30] and intra-TAD loops [31], loop domains [32] and insulated neighborhoods [26]. A majority of CAC-mediated insulated loops are conserved across tissues and cell types [30–33] and many are even conserved across mammalian species at syntenic regions [34]. A distinct subset of CAC sites is important for enhancer–promoter interactions [35, 36], and may specifically help structure super-enhancers around key constituents enhancers, known as hubs [37]. The role of CTCF binding in the absence of cohesin, i.e., at Lone CTCF sites, is less clear. CTCF binds specific DNA motifs via its 11 zinc fingers [15], yet the function of Lone CTCF sites is likely also dependent on additional interacting proteins, such as the transcription factors YY1 [38] and STAT5 [39].

CAC-mediated insulating loops are typically anchored by a pair of tightly bound CTCF sites oriented toward each other by the non-palindromic CTCF motif [32]. Supporting this finding, inversion or deletion of CAC-bound anchors results in a loss of specific loops and subsequent rewiring to form alternative loops [17, 40]. This stereotypical pattern of convergently oriented CTCF binding enables the accurate prediction of CAC-mediated loops based on CTCF and cohesin binding activity and motif orientation alone [17, 31, 41]. Computational prediction of loops linking enhancers and promoters, i.e., gene loops, is a more elusive goal, although some recent progress has been made [42, 43]. Chromatin conformation capture technology using formaldehyde crosslinking and restriction enzyme digestion followed by proximity ligation can be employed to identify such loops experimentally, and thereby determine interaction frequencies between different genomic regions [44]. Circularized chromatin conformation capture with sequencing (4C-seq) is one such method that interrogates all potential interactions between a single site of interest and the rest of the genome [45].

Here we take a multi-pronged approach to elucidate the role of architectural proteins and 3D genome organization in regulating the widespread sex differences in gene expression seen in mouse liver. First, we identify sex-biased binding sites for cohesin and CTCF in mouse liver chromatin, a majority of which were found at intergenic sites distal to sex-biased genes. Further, we investigate the effects of a deficiency in cohesin loading in male mouse liver [21], and find that cohesin is specifically required for expression of male-biased genes with distal sex-biased regulatory elements. Finally, we use 4C-seq to directly evaluate sex differences in chromatin interactions involving sex-biased enhancers from five different genomic regions, and demonstrate the importance of loop domains for insulation of enhancer–promoter contacts at sex-biased genes. Overall, our findings highlight how 3-dimensional genome organization contributes to sex differences in liver gene expression in both direct and indirect ways.

## Materials and methods

### Mouse protocols, extraction of liver nuclei, and chromatin preparation

Male and female CD-1 mice were purchased from Charles River Laboratories [strain # Crl:CD1(ICR)] and housed separately in the Boston University Laboratory Animal Care Facility. All animal protocols were specifically reviewed for ethics and approved by the Boston University Institutional Animal Care and Use Committee. Mice were euthanized by cervical dislocation at 8 weeks of age, livers were excised, and nuclei were purified then crosslinked with 0.8% formaldehyde for 9 min at 30 °C [31]. The crosslinked chromatin was sonicated and stored at − 80 °C after a small aliquot was removed for crosslink reversal (6 h at 65 °C in a thermocycler with a heated lid) to quantify the chromatin by Quanti-iT PicoGreen assay (Invitrogen, cat. # Q33130) and determine the fragment size distribution, as described [31].

### Chromatin immunoprecipitation and sequencing (ChIP-seq)

Immunoprecipitation of sonicated mouse liver chromatin was performed as described [14]. Specifically, 5 µl of rabbit polyclonal antibody to either CTCF (Millipore, cat. # 07-729) or to the cohesin subunit Rad21 (Abcam, cat. # ab992) was mixed with 30 µl of Protein A Dynabeads (Invitrogen, cat. # 1002D) and incubated in blocking solution (0.5% bovine serum albumin in PBS) for 3 h at 4 °C. Beads were then washed with blocking solution, followed by incubation overnight with 70 µg of sonicated liver chromatin in 1X RIPA buffer (50 mM Tris–HCl, pH 8.0, 150 mM NaCl, 1% IPEGAL, 0.5% deoxycholic acid) containing 0.1% SDS. After washing with 1X RIPA (containing 0.1% SDS), formaldehyde crosslinks were reversed for 6 h at 65 °C, followed by RNase A digestion (Novagen, cat. # 70856) at 37 °C for 30 min and then proteinase K digestion (Bioline, cat. #37084) for 2 h at 56 °C. The resulting crude DNA extract was purified using a QIAquick Gel Extraction Kit (Qiagen, cat. # 28706) and quantified with a Qubit HS DNA kit (Invitrogen, cat. # Q32854). All samples were processed using the same protocol and conditions. Sequencing was performed for a total of eight CTCF ChIP-seq samples (*n* = 4 individual male and *n* = 4 individual female livers) and a total of six Rad21 ChIP-seq samples (*n* = 3 male, *n* = 3 female livers). The male liver ChIP-seq samples were those reported previously [31] and are available at GSE102997. Female liver ChIP samples are available at GSE130908.

### 4C-seq methods

Isolation of liver nuclei and crosslinking were performed as described [31] through the step where crosslinked nuclei were pelleted by centrifugation. Digestion, proximity ligation, and inverse PCR were then carried out as described [31]. Briefly, frozen nuclei were resuspended in Buffer A (15 mM Tris–HCl pH 8.0, 15 mM NaCl, 60 mM KCl, 1 mM EDTA pH 8.0, 0.5 mM EGTA pH 8.0, 0.5 mM spermidine, 0.3 mM spermine) and quantified using a Countess Automated Cell Counter (Invitrogen, cat. # C10227). An aliquot of 10 million nuclei was used for each individual 4C experiment. Nuclei were pelleted at 1000×*g* for 5 min at 4 °C then resuspended in 450 μl of 1X NEBuffer 3 (NEB, cat. # B7003S). Primary restriction enzyme digestion of intact nuclei was carried out overnight at 37 °C using 50,000 U of DpnII (NEB: #R0543) with agitation at 900 RPM. DpnII was inactivated by adding SDS to a final concentration of 2%. Samples were then diluted fivefold in 1X ligation buffer (Enzymatics, cat. # B6030). Proximity ligation was performed overnight at 16 °C with 200 U of T4 DNA ligase (Enzymatics, cat. # L6030). DNA was then reverse-crosslinked and purified using a standard phenol/chloroform cleanup method following the manufacturer’s protocol (VWR, cat. # VWRV0883). Secondary digestion of purified DNA was performed overnight at 37 °C with 50 U of Csp6I (Thermo Scientific, cat. # ER0211) in 500 µl of 1X Buffer B (Fermentas, cat. # BB5; 10 mM Tris–HCl (pH 7.5), 10 mM MgCl_2_, 0.1 mg/ml BSA), followed by heat inactivation at 65 °C for 30 min. Samples were diluted tenfold and secondary ligation was carried out overnight at 16 °C, as described above. The effectiveness of primary digestion, proximity ligation, secondary digestion, and secondary ligation was verified at each step by reverse crosslinking and gel electrophoresis analysis (see gel image in Additional file 1: Figure S5A). The final PCR template was purified by phenol/chloroform clean up, followed by QiaPrep 2.0 column cleanup (Qiagen, cat. # 27115) to yield a standard, circularized 4C inverse PCR template, which was amplified using specific viewpoint primers, as described below.

PCR reactions were performed using inversely oriented primer pair sequences for valid 4C-seq viewpoints, obtained from the 4CSeqpipe primer database [http://www.wisdom.weizmann.ac.il/~atanay/4cseq_pipe/], with the addition of 5′ dangling truncated Illumina adapters (Additional file 2: Table S3A). Candidate viewpoints were selected based on the following criteria. First, we only considered viewpoints that are in the same TAD as at least one protein-coding or lncRNA gene showing > 3-fold sex bias in its expression. Second, the viewpoint must be within 1 kb of the transcription start site (TSS) of a sex-biased gene, or it must overlap a sex-biased enhancer (minimum twofold sex-bias in normalized DHS opening or H3K27ac mark intensity). Third, the non-reading primer (Additional file 2: Table S3A) was required to map to the genome uniquely, while the reading primer was more stringently required to have > 89% unique sequence identity (i.e., no 18-mer within a 20 nt primer sequence that maps elsewhere in the genome). Inverse PCR amplification of 1 µg of each 4C template was performed using Platinum Taq DNA polymerase (Invitrogen, cat. #10966026), as follows: 94 °C for 2 min, 25 amplification cycles (94 °C for 30 s, 55 °C for 30 s, 72 °C for 3 min), then 4 °C hold. To minimize the impact of PCR artifacts, a total of 6 identical inverse PCR reactions were performed for each sample, except as noted. These replicate reactions were processed in parallel and pooled prior to library preparation. For 4C-seq analysis of the *Nox4* genomic region viewpoints, single independent inverse PCR reactions were carried out for each of four liver samples (males M1 and M2; females F1, and F2) and sequence libraries were then prepared independently. Sequencing data was pooled at the raw read level. Examples of pooled 4C libraries are shown in Additional file 1: Figure S5B.

4C-seq samples were amplified using barcoded primers, such that each biological replicate had a unique barcode (NEB, cat. # E7335). To minimize over-amplification, each sample was amplified with 5 additional cycles of PCR to fill in the full Illumina adapter sequence needed for sequencing. Due to the low sequence complexity in the first 20 bases of each sequence read, 4C-seq libraries were multiplexed by combining with high complexity sequencing libraries for unrelated samples (e.g., RNA-seq or ChIP-seq libraries), which were sequenced in the same Illumina sequencing lane. In practice, 4C-seq libraries constituted no more than 15% of the total library pool, by molarity. Samples were sequenced on an Illumina HiSeq2500 instrument for 50, 125, or 150 bp paired end reads.

### Computational analysis of ChIP-seq datasets

Sequence reads were split by barcode and mapped to mouse genome assembly mm9 using Bowtie2 (v2.2.9). All reads not uniquely mapped to the genome were excluded from downstream analyses. Peak calling was performed using MACS2 (v2.1.1) with default parameters, and peaks that overlapped blacklisted genomic regions (http://www.sites.google.com/site/anshulkundaje/projects/blacklists) were filtered out. Additionally, we removed spurious peaks that exclusively contained PCR duplicated reads, defined as 5 or more identical sequence reads that do not overlap any other reads. All BigWig tracks used to visualize sequencing data in a genome browser were normalized for both sequencing depth and sample quality, expressed as reads in peaks per million mapped reads (RIPM). In practice, the browser *y*-axis displays the read count from a given sample divided by the total number of reads in peaks (reads that overlap a peak identified in any sample, or the union peak list), per million. Normalization was performed separately for the CTCF and cohesin datasets. This approach is functionally similar to the quality control metric known as Fraction of Reads in Peaks (FRiP) used by the ENCODE consortium [46]. All samples used in this study were judged to be of good quality, with a mean FRiP value of 0.217 and ranging from 0.103 to 0.344. A full listing of samples sequenced and sequencing statistics is provided in Additional file 2: Table S3B.

To identify sex-differential ChIP-seq peaks, diffReps (v1.55.4) [47] was used with default parameters and a window size of 200 bp to identify in-peak differential sites, i.e., diffReps sites that overlap a MACS2 peak, defined below. The diffReps output list of sites was filtered to remove diffReps-identified sites that did not meet the following conditions: overlap with at least one of the peaks from the union peak list for the relevant factor (Additional file 3: Table S1F, G for CTCF; Additional file 3: Table S1H, I for cohesin), contains at least 10 sequence reads, shows > 2-fold sex difference, and has an FDR < 0.05. The resultant sets of ChIP-seq peaks were defined as standard stringency sex-biased peaks, and were used for all analysis, except as noted. A set of lenient stringency sex-biased CTCF and cohesin peaks was defined, as follows. Sequence reads for biological ChIP-seq replicates were combined (merged) to give a single merged sample for each sex and each factor (Male CTCF, Male cohesin, Female CTCF, and Female cohesin). For each transcription factor, the male and female merged samples were then compared, and the merged sample with the higher FRiP was down-sampled, so that the mapped read files for each sex contained the same, normalized number of reads in peaks. In practice, the combined mapped reads for the merged female cohesin samples, and for the merged male CTCF samples, were down-sampled by a factor of 0.979869 and 0.745955, respectively. MAnorm [48] was then used to compare the FRiP-normalized male and female samples to identify a set of sex-differential binding sites for each factor (minimum twofold sex bias; *p*-adj < 0.01; read count > 15 for the upregulated peak). Binding sites identified by MAnorm that were not on the standard sex-biased peak list were designated lenient stringency sex-biased peak lists. Bedtools (v2.26.0) was used for overlap analysis to determine the distance of ChIP-seq peaks to other genomic features. Genomic coordinates (mm9) for TAD and intra-TAD boundaries were downloaded from [31], where TAD definitions are based on experimental Hi-C analysis for male mouse liver [34]. Given the low resolution of this dataset (20–40 kb bin size), the TAD definitions used in this study are most similar to early Hi-C studies, and may underestimate the total number of domains in liver.

Sex-differential ChIP-seq peaks were analyzed separately for the sets of male and female biological replicates and then divided into four groups, CAC(∆Coh), CAC(∆CTCF), CNC(∆Coh), and Lone CTCF(∆CTCF), based on the following criteria. Sex-differential cohesin peaks (∆Coh) were designated CAC(∆Coh) peaks if they overlapped a CTCF peak identified in at least 3 of the 4 CTCF ChIP-seq biological replicates in the sex showing higher cohesin binding (e.g., male-biased cohesin peaks were compared to male liver CTCF ChIP-seq replicates). Alternatively, they were designated CNC(∆Coh) peaks if they overlapped a CTCF peak found in either 0 or 1 of the four CTCF-seq biological replicates. Those ∆Coh peaks that overlapped 2 of the 4 CTCF replicates were excluded from downstream analyses. Similarly, sex-differential CTCF peaks (∆CTCF) were designated CAC(∆CTCF) peaks if they overlapped a cohesin peak found in 2 or 3 of the three available cohesin ChIP-seq biological replicates. Sex-differential CTCF peaks were designated Lone CTCF(∆CTCF) peaks if they overlapped peaks in either 0 or 1 of the three cohesin ChIP-seq biological replicates. 137 sex-differential CTCF peaks overlapped sex-differential cohesin peaks, and were thus CAC(∆Coh/∆CTCF); 50 of these 137 CAC peaks were autosomal (Additional file 3: Table S1C). Sex-independent cohesin peaks, and sex-independent CTCF peaks, were, respectively, defined by ranking each peak based on the following ratio: (RIPM-normalized ChIP signal for the merged male sample)/(RIPM-normalized ChIP signal for the merged female sample), performed separately for CTCF and for cohesin. The 1000 peaks whose ratios were closest to 1 were defined as the set of sex-independent CTCF, and cohesin, peaks.

### Discovery of intra-TAD loops

CTCF motif discovery was performed using the FIMO option from MEME Suite (v4.10.0), and presence of a motif was defined as a motif score > 10. 

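In female liver, peaks of the CTCF list that overlapped a Rad21 peak by at least 1 bp were classed as CAC (cohesin-and-CTCF) and the others as Lone CTCF, while Rad21 peaks without a CTCF peak were classed as CNC (cohesin-non-CTCF). FIMO was not used here. A CTCF motif was instead learned from the sequence around the summits of the 1000 CTCF peaks with the highest fold enrichment (at least 23.9) on odd-numbered autosomes of mm9, and it was then applied to even-numbered autosomes. Its consensus was TGGCCACCAGGGGGCGCCGG. A motif was called where a match within 100 bp of the summit scored at least 13.7 bits, a score reached in 1% of 55849 flanking windows that overlapped no peak. Among CAC peaks of the CTCF list, 10604 of 22624 carried a motif (46.9%, 95% Wilson interval 46.2 to 47.5%). The share was 40.3% among 7872 Lone CTCF peaks (39.2 to 41.4%). In the Rad21 list, 45.7% of 22567 CAC peaks (45.1 to 46.4%) but only 2.83% of 8480 CNC peaks (2.50 to 3.21%) carried one. With the threshold set at a 5% background rate, these shares rose to 64.5%, 57.9%, 62.1% and 9.43%, in the same order. Motif content increased with peak strength in both classes of the CTCF list and in CNC peaks. Between the weakest and the strongest of 4 equal groups by fold enrichment, it rose from 10.1% to 82.4% of the CAC peaks of the CTCF list, from 18.3% to 61.0% of Lone CTCF peaks, and from 1.42% to 4.10% of CNC peaks. The groups were cut within each class, and the strongest had a median fold enrichment of 20.0 for CAC and 6.46 for Lone CTCF peaks. At similar strength the order of these 2 classes was reversed. The second weakest CAC group, with a median of 5.95, had a motif in 31.0%, below the 61.0% of the strongest Lone CTCF group.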

Intra-TAD loops for female mouse liver were identified using the computational method described previously for male liver [31]. The analysis pipeline was run for all CAC sites and with an initial loop count of 20,000, using the set of default parameters reported for male liver [31]. This analysis yielded 9724 intra-TAD loops with 10,273 loop anchors in female liver; this compares to 9543 intra-TAD loops and 9052 loop anchors identified in male liver [31]. 

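Of all CTCF peaks in the female list, 50613 were CAC (73.7%, 95% Wilson interval 73.4 to 74.0%) and 18054 were Lone CTCF peaks. In the Rad21 list, 50523 peaks were CAC (73.6%, 73.3 to 73.9%) and 18133 were CNC peaks. Fold enrichment is the authors' value for each peak, from MACS2 on the pooled libraries, and is compared only within a list. In the CTCF list its median was 8.47 for CAC peaks and 3.85 for Lone CTCF peaks (95% bootstrap interval of the ratio 2.18 to 2.23). In the Rad21 list the median was 6.15 for CAC peaks and 3.48 for CNC peaks, a ratio of 1.77 (1.76 to 1.79). The requirement that the summits lie within 100 bp of each other moved these shares most, to 60.8% in either list. When each list was divided into 10 equal groups by fold enrichment, the strongest group of CTCF peaks, with values of at least 19.5, was 99.6% CAC, compared with 50.3% of the weakest group. For Rad21 the corresponding shares were 99.97% and 36.8%.

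**Figure D1:**
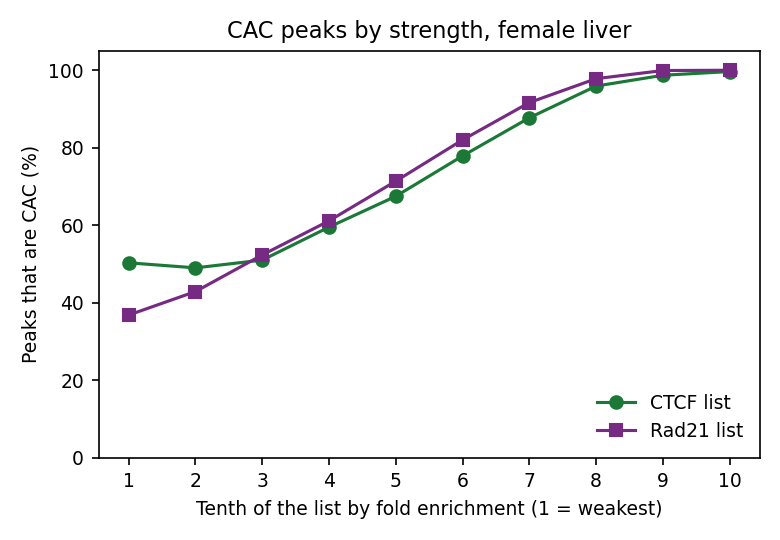
Share of female liver peaks that are CAC (vertical axis, percent) in each of 10 equal groups by fold enrichment (horizontal axis, 1 is the weakest), for the CTCF list (circles) and the Rad21 list (squares). The share is 50.3% in the weakest and 99.6% in the strongest group of CTCF peaks.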

The redundancy in loop anchors is a reflection of nested CAC-mediated loop structures, as was described in other studies using experimentally measured loop identification compared to the computational approach used here; these studies include ChIA-PET analysis of the cohesin subunit SMC1A in mouse embryonic stem cells [26] and Hi-C analysis in human GM12878 cells, where 9448 loops were associated with 12,903 loop anchors [17, 32]. Reciprocal overlap between loops was analyzed using bedtools (bedtools intersect −wa −u −r −f 0.8), as described [31]. A total of 2527 intra-TAD loops were unique to either male or female liver; however, very few had anchors that overlapped a sex-differential CAC site, suggesting that most are not biologically relevant. Supporting this, the loops that were unique to either male or female liver were weaker than the loops shared between male and female livers, and in many cases the loops narrowly met the significance cutoff in one sex but not the other. This finding is similar to our earlier finding that tissue-specific loops are often weaker than those predicted in multiple tissue types [31]. Intra-TAD loops for male and female mouse liver are listed in Additional file 3: Table S1J, and female intra-TAD loop anchors are listed in Additional file 3: Table S1K; a comparable listing for male liver is available in [31].

### Computational analysis of 4C-seq datasets

Biological replicates were demultiplexed by index read barcode. As the fastq files for each biological replicate contained sequence reads from multiple viewpoints, the reads in each file were further split based on matches to the reading primer for each viewpoint (Additional file 2: Table S3A). Then, prior to mapping, we used FASTX-Toolkit (v0.0.14) to remove the first 20 nt of sequence from the 5′ end of each read, as this represents the reading primer. For read length consistency, we trimmed 25 nt from the 3′ end of 150 nt read libraries, making them identical in length to the 125 nt libraries (i.e., both were 105 bases long after 5′ and 3′ trimming). Bowtie2 (v2.2.2) was then used to iteratively map the reads to a reduced mouse genome, which comprised all genomic sequences 105 bp upstream and 105 bp downstream from each DpnII cut site in the genome (recognition sequence: GATC), as in [45, 49]). To implement this step, we scanned the genome for all occurrences of the DpnII cut site GATC using the UCSCutils tool oligoMatch (–exactmatch; default parameters). The resulting set of coordinates was then expanded to include sequence 105 bp upstream and 105 bp downstream of each DpnII site (bedtools flank − l 105 − r 105), which was extracted from the mm9 genome using bedtools getfasta. This reduced mouse genome sequence was indexed using bowtie2 prior to mapping. An iterative mapping strategy was implemented because some reads contained multiple ligation junctions, rendering the full-length read unmappable, as described in some Hi-C pipelines [50]. First, non-uniquely mapped reads were trimmed by ~ 10% of their total length (starting from the 3′ end of the read), and mapping was reattempted as above. This process was repeated until a minimum read length of 20 nt was reached, with a step size of 2 nt (for 50-nt-long reads) or a step size of 10 bp (for 125 or 150-nt-long reads) per iteration. These iterative trimming and remapping steps increased the overall percentage of uniquely mapping reads by 2–6% for shorter read lengths libraries, and by 8–22% for longer read length libraries.

After mapping, bedGraph files were smoothed using ucscutils (v. 20130327) with a sliding window of 11 restriction fragments, taking the median value in the window. Smoothed BigWig tracks were normalized by total reads per million to account for differences in sequencing depth. Merged replicates shown in the main figure panels were generated by taking the median signal at a given restriction fragment per viewpoint and sex. The genomic region overlapping the viewpoint fragment was removed prior to BigWig generation for merged replicates. Tracks were visualized in the WashU genome browser with replicates overlaid using the Matplot feature. Additional file 2: Table S3C shows the sequences used for demultiplexing 4C libraries as well as basic statistics for read mapping and quality control. 4C-seq data were also analyzed by using the FourCSeq Bioconductor package [51] to identify interacting regions for each viewpoint. Interacting regions were identified using the ‘addpeak’ command and are reported in Additional file 4: Table S4 (FDR < 0.05 and *Z* score > 3). Significance of annotated interacting regions shown in individual figures was calculated using the “subjecthits” command (4C-seq signal peak ± 2.5 kb).

### Impact of cohesin depletion sex-biased gene expression

RNA-seq data for wild-type and cohesin-depleted (Nipbl-deficient) mouse liver (GSE93431) [21] was analyzed for *n* = 4 wild-type (control) and *n* = 4 Nipbl-depleted male mouse liver replicates. Data was RPKM-normalized, and reads were expressed relative to the mean of the wild-type group, which was set = 1 on a per gene basis by dividing the expression value for each individual replicate by the mean of the wild-type group plus a small pseudo count (1e−6) to avoid dividing by zero. Data is presented as mean relative expression ± SD for all plots. To determine the global effects of cohesin depletion on male-biased genes, the set of all expressed, strongly male-biased genes (FPKM > 1, and male/female (M/F) expression ratio > 3) was divided into two groups based on distance from their TSS to the nearest male-biased DHS or male-biased H3K27ac-marked region. Male-biased genes with proximal sex-biased enhancers (*n* = 29) were defined as having their TSS < 20 kb from the nearest male-biased DHS *and* from the nearest male-biased H3K27ac peak; and male-biased genes with distal sex-biased enhancers (*n* = 32) were those with TSS > 20 kb from both such regions. The underlying expression values for all genes are provided in Additional file 5: Table S2A, B.

### Analysis of other datasets

Pan-cancer human expression data for *Nox4* was obtained for tissues with matched Normal and Tumor expression values and analyzed using the web interface TIMER using default parameters (https://cistrome.shinyapps.io/timer/) [52]. *Nox4* expression for male C3H mouse liver and neoplasms was obtained from [53] as processed, normalized RNA-seq counts (Accession # E-MTAB-6972). The following male and female mouse liver datasets were used to generate browser screenshots: DNase-seq [13], male liver CTCF and cohesin ChIP-seq data [31], sex-biased lncRNAs [9], M/F expression ratios [54], and H3K27ac ChIP-seq data [55]. Unless otherwise noted, FPKM and M/F expression ratios for protein coding genes are based on ribosomal RNA-depleted total liver RNA, while lncRNA expression ratios are based on ribosomal RNA-depleted liver nuclear RNA. Bigwig files were RIPM-normalized separately for each experiment type as described above. Genomic regions with significant sex bias are marked by short horizontal bars below each DHS and H3K27ac BigWig signal track. The bars were colored blue to indicate male-biased DHS or H3K27ac regions, and pink to indicate female-biased DHS or H3K27ac regions. A darker shade of color was used to indicate the stringency for the feature: DHS were shaded from dark to light to indicate high, standard, and low stringency for male-biased (blue) and female-biased (pink) DHS, as defined previously [13]. The high and low stringency designations used in that earlier study approximate the stringent and lenient definitions used here. For the sex-biased H3K27ac tracks, a total of four non-overlapping groups were defined based on the magnitude of the fold-change difference in H3K27ac peaks between male and female liver samples (M/F or F/M > 2.5 was defined as strict; and M/F or F/M > 1.5 but < 2.5 were defined as lenient). Both strict and lenient sex-biased H3K27ac peaks were defined using MAnorm with cutoffs of *p*-adj < 0.05 and read count > 15 for the upregulated peak [48]. These cutoffs resulted in 1583 female-biased H3K27ac peaks (380 strict, 1203 lenient) and 2241 male-biased H3K27ac peaks (604 strict, 1637 lenient).

### Statistical analysis

Boxplots, cumulative distribution plots, and statistical analyses were implemented using GraphPad Prism 7. All boxplots are displayed using the Tukey convention, where interquartile range (IQR) was calculated as the difference between the 25th and 75th percentile. Outliers were considered as values falling above the 75th percentile value + 1.5*IQR, or below the 25th percentile value − 1.5*IQR. Whiskers indicate the maximum and minimum values in a set (if no outliers) or from the 75th percentile value + 1.5*IQR to the 25th percentile value − 1.5*IQR (if outliers exist). Boxes indicate the IQR with a horizontal line indicating the median value. Bar graphs show the mean and standard deviation. Unless otherwise indicated, all pairwise comparisons used two-tailed, nonparametric t tests. Comparisons of distributions were performed using a Kolmogorov–Smirnov (KS) test, while comparisons of values used a Mann–Whitney (M-W) test. The results are annotated in individual figures as follows: **** indicates *p* ≤ 0.0001; *** *p* ≤ 0.001; ** *p* ≤ 0.01; * *p* ≤ 0.05; and not significant (ns) for *p* > 0.05.

### Data availability

CTCF and cohesin (Rad21) ChIP-seq data are available under accession numbers GSE130908 for female liver (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE130908) and GSE102997 for male liver (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE102997). 4C-seq data are available under accession number GSE130911 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE130911).

## Results

### Sex differences in CTCF and cohesin binding in mouse liver

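For female liver, chromatin from 8-week-old CD-1 mice, an outbred stock, was immunoprecipitated with an antibody to CTCF (4 libraries) or to Rad21 (3 libraries) and sequenced. According to the paper's Table S3B, uniquely mapped reads ranged from 13249560 to 15876537 per CTCF library (median 15225445.5) and from 14153693 to 17989511 per Rad21 library (median 16080340). The authors mapped reads to mm9 with Bowtie2, kept unique alignments, pooled the libraries of each antibody and called peaks on each pool with MACS2. Peaks in blacklisted regions were removed, as were peaks made only of identical reads. The pools held 59576988 CTCF reads and 48223544 Rad21 reads. As the deposited lists were called on pools, there are no replicates, and no SD can be given. The paper's counts for single libraries ranged from 42640 to 62730 CTCF peaks and from 39975 to 53526 Rad21 peaks. Male lists were not analysed here. The female CTCF list holds 68667 peaks with a median width of 402 bp and a median fold enrichment at the summit of 6.05 (interquartile range 3.76 to 13.0). The Rad21 list holds 68656 peaks with a median width of 417 bp and a median fold enrichment of 4.93 (3.56 to 8.79). With −log10 q of at least 10 required, 50029 CTCF and 44099 Rad21 peaks remained, and with a fold enrichment of at least 5, 40133 and 33510. The autosomal CTCF peak of highest fold enrichment, 45.1, lies on chromosome 4 from 88286864 to 88287253. It is intergenic, 3303 bp from the nearest TSS (Ifna13), and holds the motif TCACCACTAGGTGTCGCCCA. For Rad21 the highest value was 33.6, at an intergenic peak on chromosome 14 from 65768815 to 65769266 with the motif CGCCCGCCAGGGGTCAGCAC. Both were CAC. Genes and their parts were taken from the GENCODE annotation of the same build.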

We used ChIP-seq to identify binding sites for CTCF and the cohesin complex protein Rad21 in both male and female mouse liver. We observed significant sex-difference in factor binding (> 2-fold at FDR < 0.05) at 975 CTCF binding sites and at 1011 cohesin binding sites (Fig. 1a; sites are listed in Additional file 3: Table S1A and B). We applied three criteria to insure the robustness of each sex-differential site: fold-change > 2 and consistency across biological replicates (Additional file 1: Figure S1A–D) at FDR < 0.05 using a negative binomial model implemented in diffReps [47]; differential regions must overlap a genomic region called as a peak in at least one sample; and a minimum of 10 sequence reads in each peak region. Regions showing significant sex differential binding for both CTCF and cohesin represent 137 of all sex-differential sites (Fig. 1b; also see Additional file 1: Figure S1E for alternative filters to define sex-differential binding). 

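Table S1C was read in full, and each of its 137 sites was compared with the female peak lists. The sites comprised 50 on autosomes (19 female-biased and 31 male-biased), 41 on the X chromosome (35 female-biased and 6 male-biased), 43 on the Y chromosome, all male-biased, and 3 female-biased sites on mitochondrial DNA. Across all of them, 76 overlapped both a female CTCF peak and a female Rad21 peak, 79 a CTCF peak, 80 a Rad21 peak, and 54 neither. All 19 female-biased autosomal sites carried both peaks (100%, 95% Wilson interval 83.2 to 100%). This follows largely from how the sites were chosen, because a site had to overlap a peak of at least one sample and the coordinates of female-biased sites are those of female peaks. Of the male-biased autosomal sites, 19 of 31 carried both (61.3%, 43.8 to 76.3%). The 2 shares are not compared by a test, since that of the female-biased sites was fixed by their choice. A CTCF peak was present at 22 of the 31, a Rad21 peak at 23, and neither at 5, so most male-biased autosomal sites were also bound in female liver. With −log10 q of at least 10 required in both lists, 12 of the 31 male-biased and 18 of the 19 female-biased sites kept both peaks. None of the 6 male-biased X sites carried a female peak of either factor, which allows a share of up to 50%. At autosomal sites with a peak, which leaves out the male-biased sites without one, the median CTCF fold enrichment was 9.13 at 19 female-biased and 8.83 at 22 male-biased sites, a difference of 0.300 that a permutation test did not separate from chance (two-sided, p = 0.663, Benjamini-Hochberg adjusted p = 0.663 over the 2 factors). With overlap of at least 50% of the site required, the sign of this difference changed, to −0.112. For Rad21 the medians were 7.51 at 19 female-biased and 5.81 at 23 male-biased sites (difference 1.70, permutation test, two-sided, p = 0.0673, adjusted p = 0.135).

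**Figure D2:**
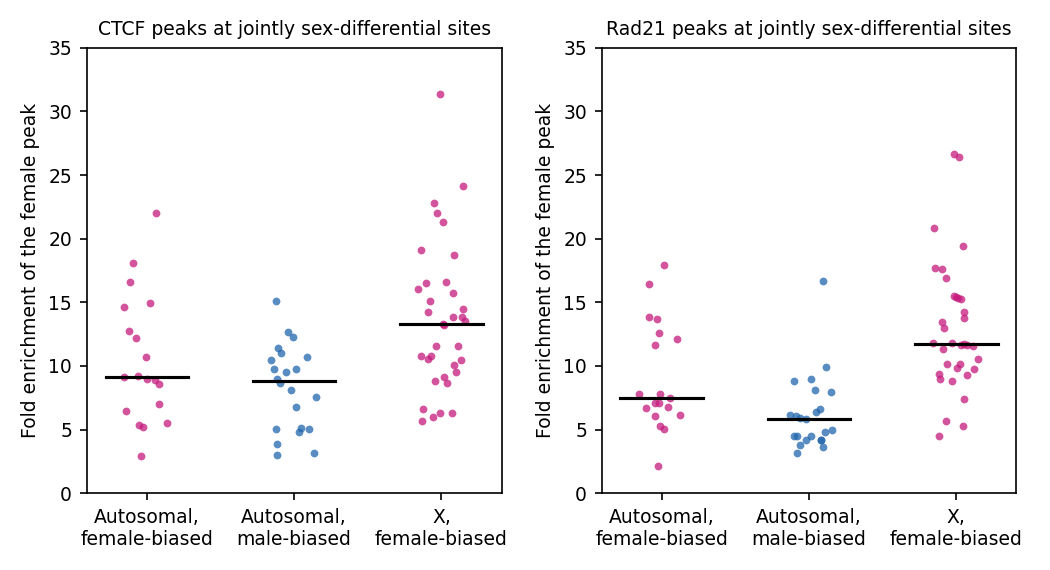
Fold enrichment of the female CTCF peak (left) and the female Rad21 peak (right) at sites of Table S1C that overlap one. Each point is a site, the horizontal line is the median of the group, and sites without a female peak are not drawn. The medians of the autosomal CTCF groups are 9.13 and 8.83.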

An overall trend of sex-biased binding by both factors was seen for an even larger fraction of the sex-differential ChIP-seq peaks, as indicated by aggregate plots and heat maps (Fig. 1c).

**Fig. 1:**
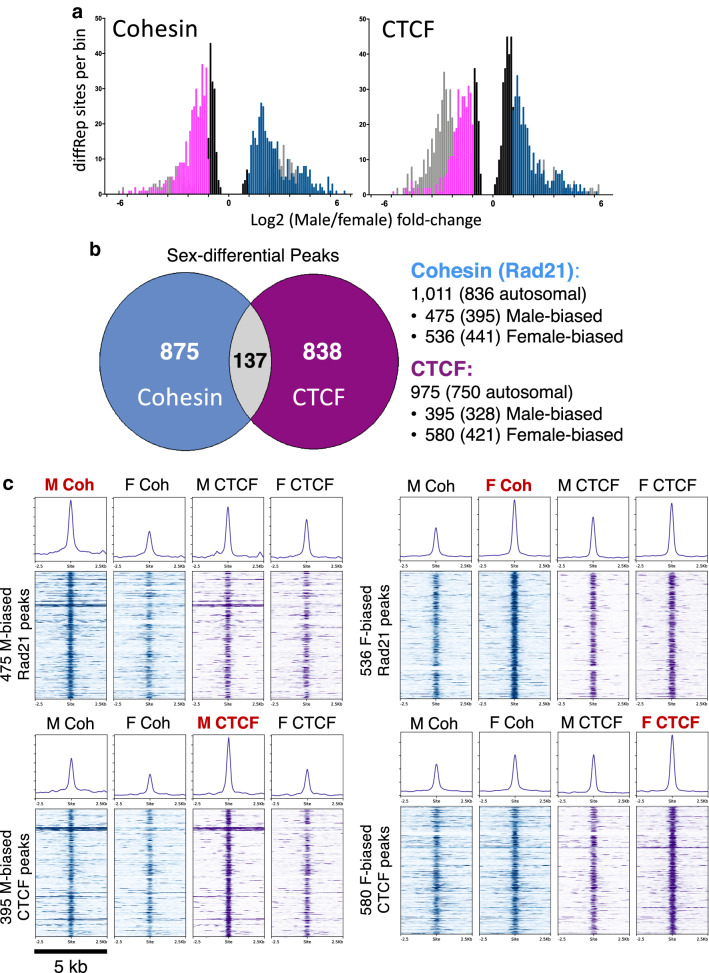
Sex differences in cohesin and CTCF binding to mouse liver chromatin. **a** Distribution of male/female ratios for all diffReps-identified sex-differential sites that overlap a MACS2 peak for binding of cohesin (left) and CTCF (right). The *y*-axis shows the number of binding sites per bin, and the *x*-axis shows the sex difference in binding, expressed as log2(Male/Female) fold-change. Gray bars represent binding sites below the 10 read minimum count threshold, which were filtered out, and black bars represent sites that were statistically significant, but showed a |fold change| < 2 (values between -1 and 1 on the graph). Pink and blue bars, respectively, represent female-biased and male-biased sites above these thresholds. **b** Venn diagram indicating 137 sex-differential peaks are common between cohesin and CTCF. Overlap is based on all sex-biased peaks, including male-biased and female-biased peaks on sex chromosomes (autosomal sex-biased peak numbers are shown in parenthesis, at the *right*). This pattern of limited overlap was also seen when the full set of unfiltered diffReps regions was examined (Additional file 1: Figure S1E). In total, 1847 unique peaks exhibited significant sex bias in liver chromatin binding of CTCF and/or cohesin. **c** Heat maps and aggregate plots for four sets of sex-biased cohesin (‘Coh’) or CTCF peaks. The peak set showing significant sex bias is highlighted in red at the top of each subpanel. For the heat map, read-in-peak normalized ChIP signals are shown for male and female cohesin binding (in blue) followed by male and female CTCF binding (in purple) within a 5 kb window centered around the differential peak summit. The aggregate profiles (*top*) represent the average signal of the heat map below for the same 5 kb window. Within each heat map, peaks are ranked based on the magnitude of sex bias from the most sex-biased (*top*) to the least sex-biased (*bottom*)

Next, we classified the sex-differential CTCF and cohesin-binding sites, as follows: sites where both factors are bound (CAC sites) and show sex-differential binding of either cohesin (∆Coh) or CTCF (∆CTCF), or both factors; cohesin-only binding sites (CNC sites) with sex-differential cohesin binding; and CTCF-only sites (Lone CTCF sites) with sex-differential CTCF binding. CAC sites comprised 45–66% of all sex-differential sites (Additional file 1: Figure S1F) and generally showed stronger factor binding than the sex-differential CNC and Lone CTCF sites (Fig. 2a, Additional file 1: Figure S2A). The strength of factor binding (Fig. 2a), the CTCF motif score (Additional file 1: Figure S2B), and the percentage of sites with a CTCF motif (Additional file 1: Figure S2C) were generally higher for the female-biased sites than the male-biased sites. In contrast, a higher fraction of male-biased than female-biased Lone CTCF sites contained a CTCF motif (66% vs 48%, Additional file 1: Figure S2C), but there was no significant sex difference in normalized ChIP signal or motif score (Fig. 2a, Additional file 1: Figure S2C). The latter sex differences may be driven by additional factors, such as the inhibitory effect of DNA methylation on CTCF binding [56, 57], where the same sequence motif in male and female liver could be preferentially bound in males due to the hypermethylation of DNA seen in female compared to male mouse liver [58]. A majority (51.7%) of sex-biased CTCF peaks with CTCF motifs contain at least one CpG within the core CTCF motif, and therefore could be subject to regulation via sex differences in DNA methylation (Additional file 1: Figure S2D).

**Fig. 2:**
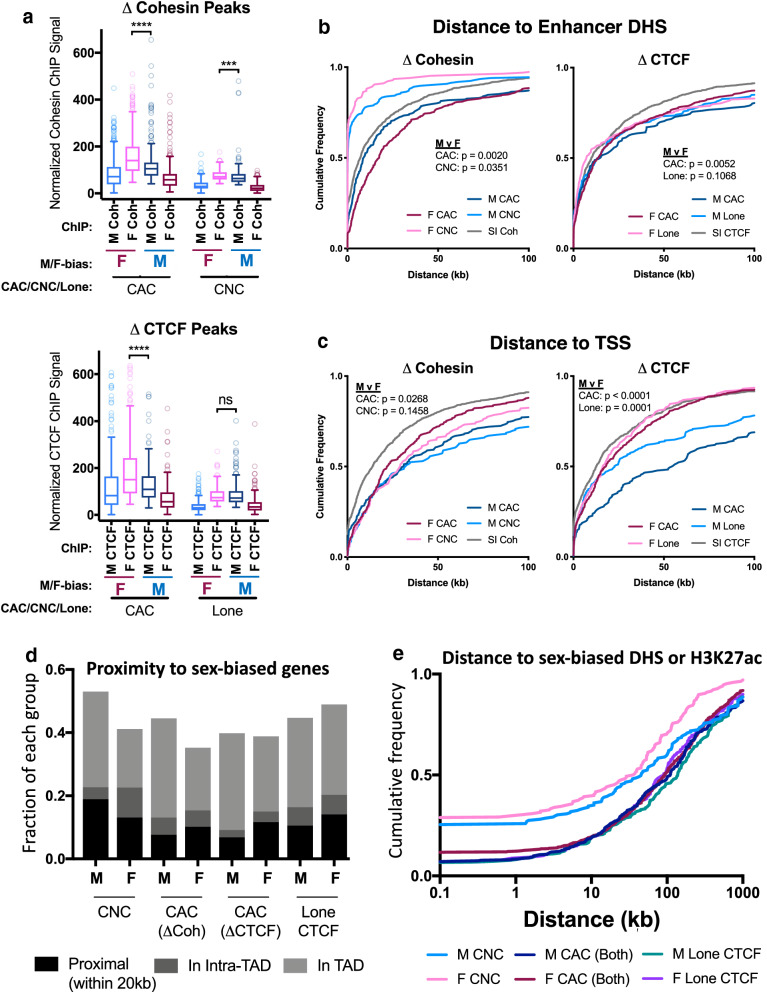
Cohesin and CTCF ChIP-seq binding strength and proximity to genes. **a** Box plots of normalized ChIP-seq signal for the peak sets indicated on the *x*-axis. Peaks with sex differential binding for cohesin (*top graph*) and CTCF (b*ottom graph*) are shown. Each pair of boxplots represents the male and female ChIP-seq signal for the same set of peaks, defined by their sex bias and peak type (CAC or CNC, for ΔCohesin peaks; and CAC or Lone CTCF, for ΔCTCF peaks), as indicated below the *x*-axis. Peak scores were calculated by average intra-peak ChIP signal, normalized by total sequence reads per million in peak (RIPM; see “Materials and methods”). Female-biased peaks were, on average, stronger than male-biased peaks by M–W test: *p* ≤ 0.001 for female vs male CAC(ΔCoh), CAC(ΔCTCF), and for CNC, but not for Lone CTCF peaks. **b** Distance from each indicated set of cohesin and CTCF peaks to the nearest enhancer DHS. Cumulative frequency curves indicate the fraction of each group on the *y*-axis, within the distance in kb to the nearest enhancer DHS indicated on the *x*-axis. Enhancer DHS were defined based on their high ratio of the enhancer histone mark H3K4me1 over the promoter mark H3K4me3 at DHS [31]. Sex-biased CNC peaks are closer to enhancer DHS (median distance to eDHS of 0.22 kb for male-biased CNCs and 0.12 kb for female-biased CNCs; KS pval < 0.0001 for all comparisons) than the other CTCF and cohesin peak classes (M CAC(ΔCTCF): 14.98 kb; F CAC(ΔCTCF) 13.76 kb; M Lone ΔCTCF: 13.88 kb; F Lone ΔCTCF: 7.17 kb). Female-biased CNC peaks are significantly closer to enhancer DHS than are male-biased CNC peaks (*p* = 0.0351; KS *t*-test). Male-biased CAC(ΔCohesin) peaks were closer to enhancers than female-biased CAC(ΔCohesin) peaks (*p* = 0.002; KS *t*-test), however, the reverse was found for CAC(ΔCTCF) peaks (*p* = 0.0052; KS *t*-test). Distance to nearest enhancer was not significantly different between male-biased and female-biased Lone CTCF peaks (*p* = 0.1068; KS *t*-test). P values for comparisons between male-biased and female-biased peaks of the same class are shown for each plot (KS *t*-test). **c** Distance from each indicated set of cohesin and CTCF peaks to the nearest TSS. Cumulative frequency curves indicate the fraction of each group on the *y*-axis within the distance in kb to the nearest TSS indicated on the *x*-axis. TSS for protein coding (RefSeq) and liver lncRNA genes were considered [80]. Female-biased cohesin and CTCF peaks are closer to TSS than male-biased CTCF and cohesin peaks of the same class (significance by KS t-test is indicated at top left of each plot). Distance to the TSS was not significantly different for male-biased versus female-biased CNC peaks (*p* = 0.1458; KS *t*-test). **d** Proximity of sex-biased cohesin and CTCF binding sites to sex-biased genes. Peak designations were as follows: Proximal, peaks < 20 kb from a sex-biased gene TSS; Intra-TAD, peaks within the same intra-TAD loop as a sex-biased gene; or TAD, peaks in the same TAD as a sex-biased gene. Each of these groups is mutually exclusive. TAD loop [34] and intra-TAD loop [31] coordinates were from the indicated references. A set of 983 sex-biased biased protein-coding genes was used in this analysis (see Additional file 3: Table S1 of [54]). **e** Cumulative frequency curves show the fraction of each group (*y*-axis) within the distance in kb to the nearest sex-biased DHS or H3K27ac genomic region (*x*-axis), based on a merged list of published sex-biased DHS [13] and sex-biased H3K27ac ChIP-seq peaks [55] for male and female mouse liver. For this analysis, CAC peaks with sex-biased binding of CTCF and cohesin were combined and presented as a single group [CAC (Both)]. Male-biased and female-biased CNC peaks are significantly closer to sex-biased DHS/H3K27ac than the four other peak classes (*p* < 0.001; KS *t*-test). Female-biased CNC peaks were significantly closer to sex-biased DHS/H3K27ac than male-biased CNC peaks (*p* = 0.0094; KS)

### Sex-biased binding sites mapping to TAD and intra-TAD boundaries, genes and regulatory elements

We investigated whether the sex-differential binding of CTCF and cohesin is associated with sex-differential segmentation of the genome at the level of TAD and intra-TAD loops (DNA loop domains). TAD positions were derived from low resolution Hi-C experiments performed in mouse liver [34], while intra-TAD loops were based on a validated computational approach that identifies loop positions within TADs [31] of the 137 CAC peaks with significant sex differences in both CTCF and cohesin binding (Fig. 1b), 53 are on autosomes (Additional file 3: Table S1C). 17 of the 137 sex-differential CAC peaks overlap a TAD or intra-TAD loop anchor [31] in either male or female liver, of which 9 are on autosomes (Additional file 3: Table S1C). 

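In female liver, 16 of these 17 sites carried both a CTCF peak and a Rad21 peak. The exception is a male-biased site on chromosome 17 from 48340710 to 48341069, at an anchor predicted in male liver only, where neither list has a peak. By the columns of Table S1C, 3 sites lie at TAD anchors, 4 at intra-TAD anchors predicted in both sexes, 4 at anchors predicted in male liver only and 6 at anchors predicted in female liver only. All 6 female-only anchors carried both peaks, and 5 of them are on the X chromosome. This follows largely from how they were chosen. The authors predicted female anchors from female CAC sites, and these 6 sites are female-biased, with the coordinates of female CTCF peaks. The other female-biased sites among the 17 also have such coordinates, so the count of 16 was in large part fixed in advance. The strongest of the 6 is on the X chromosome from 65566653 to 65567156, with a CTCF fold enrichment of 31.4 and a Rad21 fold enrichment of 26.6. It is intergenic and carries the motif TTTGCACTAGATGGCGCTAG on the minus strand. Another, from 6100040 to 6100453 in an intron of Shroom4, had a CTCF fold enrichment of 13.3 and a Rad21 fold enrichment of 8.96. The 3 remaining X sites, which start at 102201807, 149269527 and 151579265, are intergenic and had CTCF fold enrichments of 19.1, 16.1 and 13.2, and each carries a motif. Counts of sites with both peaks did not change with −log10 q of at least 10, or with overlap of at least 50% of the site.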

Ten of the 17 sites are associated with an intra-TAD loop predicted to be present in one sex only, of which 5 contained one of more sex-biased genes. One of these sex-based intra-TAD loop domains contained 6 sex-biased genes from the *Cyp2c* gene family and 2 sex-biased lncRNA genes (Additional file 1: Figure S2E). 

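The female-biased site of Table S1C at this loop domain lies on chromosome 19 from 40048669 to 40048977, in intergenic sequence 18087 bp upstream of the TSS of Cyp2c37, the nearest TSS. The female CTCF peak has exactly these coordinates, with a fold enrichment of 9.21 and −log10 q of 41.3. The Rad21 peak spans 40048664 to 40048999, with a fold enrichment of 12.6 and −log10 q of 57.2. In the paper's table the log2 male/female ratio of the site is −1.32. The best motif match near the CTCF summit scored 10.5 bits, below the threshold used for female peaks. From the overlap between loops and anchors predicted in male and in female liver, beside which it sets the low frequency of sex-biased CAC sites at anchors, the paper concludes that CAC-mediated intra-TAD loops are largely conserved between the sexes in mouse liver.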

Consistent with the low frequency of sex-biased CAC sites at TAD or intra-TAD loop anchors, 88–93% of intra-TAD loops and anchors predicted in male liver were also predicted in female liver (Additional file 1: Figure S2F, Additional file 3: Table S1J). We conclude that CAC-mediated intra-TAD loops are largely conserved between the sexes in mouse liver, and thus do not play a major role in regulating sex-biased gene expression. Rather, TAD and intra-TAD loop domains are likely to indirectly guide enhancer–promoter looping in a sex-biased manner, as described below.

Next, we considered whether the sex-biased binding sites for CTCF and cohesin might help link sex-biased regulatory elements to sex-biased gene promoters. We examined the locations of these sites relative to enhancer DHS, defined as open chromatin regions (i.e., DHS) with a high ratio of H3K4me1 to H3K4me3 ChIP-seq signal [31]. We found that sex-biased CNC sites are much closer to enhancer DHS [median distance of 202 bp (in males) or 119 bp (in females)] than were sex-biased CAC sites (median distance = 8.8 kb (male-biased CAC) and 17.5 kb (female-biased CAC) (Fig. 2b, left). Thus, although sex-biased CNC sites are weaker binding than CAC sites (Fig. 2a), a majority are found at enhancers and may be functional. Of note, female-biased CTCF and cohesin binding sites tended to be closer to TSS than male-biased sites (Fig. 2c), despite equivalent sample quality between the sexes (17% reads in peaks for both male and female samples; Additional file 2: Table S3B). The factors underlying this apparent difference in TSS proximity are unclear.

All classes of sex-biased CTCF and cohesin sites tend to be distal from sex-biased genes: < 20% are within 20 kb of a sex-biased gene, and only 35 to 53% are within the same TAD and could therefore be considered potential *cis* regulators of sex-biased genes (Fig. 2d). Consistent with the association of cohesin with enhancers [25, 59], 25–29% of sex-biased CNC sites overlap a sex-biased enhancer (either sex-biased DHS or sex-biased H3K27ac peaks), as compared to only 7–11% of sex-biased CACs and Lone CTCF sites (Fig. 2e). Overall, however, a majority of all classes of sex-biased CTCF and cohesin sites are quite distant from sex-biased regulatory elements (Fig. 2e), consistent with their being distal regulators of sex-biased gene expression.

Sex-biased liver CNC sites and Lone CTCF sites showed much more tissue-specific binding of CTCF across mouse tissues [60, 61] than did sex-biased liver CAC sites (Additional file 1: Figure S3A, lower vs upper panels). Significant differences in the tissue-specificities of CTCF binding were also seen at male-biased compared to female-biased CAC sites and Lone CTCF sites (Additional file 1: Figure S3A, SB). In addition, liver-expressed genes that mapped to sex-biased CNC sites showed a more liver-specific expression pattern than genes mapping to sex-biased CAC sites, or liver-expressed genes overall (Additional file 1: Figure S3C). This suggests that sex-biased CNCs participate in tissue-specific transcriptional regulation, as was described for CNC peaks generally [25, 28, 29].

### Impact of cohesin depletion on distally regulated male-biased genes

A substantial fraction (35–53%) of sex-biased CTCF and cohesin binding sites are found within the same TAD as at least one sex-biased gene (Fig. 2d) and could play a role in DNA looping between sex-biased enhancers and sex-biased gene promoters. Examples of sex-biased CTCF and/or cohesin binding sites that were either proximal (< 20 kb) or distal to sex-biased genes are shown in Fig. 3a–c. Figure 3a shows a female-biased enhancer (F-biased DHS and F-biased H3K27ac mark) with an overlapping female-biased CAC site (green arrows) located 33 kb upstream of the female-biased gene *Slc22a29* (F/M ratio = 8.7), the closest TSS. 

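The copies of Tables S1A and S1B used here hold 1998 of the paper's 2242 sites and 1998 of its 2230 sites, so only single sites were looked up in them. In the female list the CTCF peak at this enhancer spans 8326439 to 8327271 on chromosome 19 and has a fold enrichment of 22.0, higher than 94.6% of CTCF peaks. The Rad21 peak spans 8326158 to 8327478, with a fold enrichment of 13.7, higher than 86.4% of Rad21 peaks. Both intervals are those of the female-biased sites in the tables, for which the paper gives log2 male/female ratios of −1.04 for CTCF and −1.81 for cohesin. The best motif match within the CTCF peak's summit region scored 2.42 bits, far below the threshold. The peak lies in an intron of the longest annotated Slc22a29 transcripts, 10.4 kb downstream of their TSS at 8337108. Its summit is 33.3 kb upstream of the TSS at 8293390 from which shorter Slc22a29 transcripts start.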

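In Table S1B, a male-biased cohesin site near Cml5 spans 85773846 to 85774219 on chromosome 6, with a log2 male/female ratio of 2.23 as given by the paper. Its centre is 3.07 kb upstream of the TSS of Cml5 at 85770966. Neither female list has a peak that overlaps it. The nearest female Rad21 peak, from 85773480 to 85773742, ends 103 bp short of the site, with a fold enrichment of 3.48 and −log10 q of 4.91. That peak overlaps a weak female CTCF peak from 85773584 to 85773840, with a fold enrichment of 3.99 and −log10 q of 8.23, so it was classed as CAC, a call that is lost when −log10 q of at least 10 is required. A region without a listed peak was below the peak caller's threshold in the pooled reads, which is not the same as an absence of binding.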

Figure 3b shows *Cml5*, a male-specific gene (M/F expression ratio = 20.2) with a male-biased CNC site that overlaps a male-biased DHS ~ 3 kb upstream of its TSS (Fig. 3b, red arrow). The adjacent gene, *Nat8* (M/F = 4.2), has a male-biased CAC site that overlaps a male-biased DHS positioned ~ 12 kb upstream of the TSS (Fig. 3b, green arrow). 

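At this site the female CTCF list has a peak from 85793638 to 85793889, with a fold enrichment of 5.77, close to the list's median, and −log10 q of 17.9. The male-biased sites of the tables span 85793570 to 85793992 for CTCF and 85793585 to 85793883 for cohesin. The paper gives log2 male/female ratios of 1.64 and 2.01 for them, and the cohesin site is male-biased under lenient criteria only. The nearest female Rad21 peak is 4973 bp from the CTCF site, so the peak is a Lone CTCF peak in female liver. It contains a high-scoring CTCF motif (21.9 bits) on the minus strand from 85793775 to 85793794, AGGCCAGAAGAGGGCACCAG. The summit is in intergenic sequence 11.6 kb upstream of the TSS of Nat8 at 85782076 and 268 bp upstream of the TSS of Gm9769. A CAC peak without a sex-differential site lies between it and Nat8, from 85787392 to 85787674, with a CTCF fold enrichment of 4.67 and a Rad21 fold enrichment of 5.84. It carries the motif CTAGCAGCAGGGGGCGGAGT on the plus strand.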

Conceivably, the sex-biased binding of cohesin and CTCF at these sites could contribute to looping of the associated sex-biased enhancers to their correspondingly sex-biased gene targets. Finally, Fig. 3c shows two male-biased complement C8 genes [*C8a* (M/F = 3.3) and *C8b* (M/F = 2.8)] that are linearly quite distant (~ 1.5 Mb) from a cluster of strongly male-biased enhancers near the 5′ end of the same TAD. 

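In the left window of Fig. 3c (chromosome 4, 103027454 to 103167067), Table S1A lists 6 male-biased CTCF sites and Table S1B lists 6 male-biased cohesin sites. Of these, 1 CTCF site and 4 cohesin sites meet the paper's standard criteria, and the rest only its lenient criteria. Only 1 of the CTCF sites, a lenient one, overlapped a female CTCF peak, and 2 of the cohesin sites overlapped a female Rad21 peak. The single female CTCF peak, from 103068431 to 103068824, had a fold enrichment of 3.57 and overlapped a Rad21 peak from 103068476 to 103068837 with a fold enrichment of 6.47. It was CAC by overlap, but not when the summits had to lie within 100 bp or when −log10 q of at least 10 was required. The other Rad21 peak, a CNC peak from 103122758 to 103123183, had a fold enrichment of 4.15. All of these peaks lie in an intron of Gm12718 and none carries a CTCF motif. In the right window (104433514 to 104583344), which covers C8b and C8a, the female lists hold 10 CTCF and 13 Rad21 peaks, of which 8 in each list are CAC. The strongest is intergenic, 17818 bp upstream of the TSS of C8a, with a CTCF peak from 104566587 to 104567019 (fold enrichment 22.2) and a Rad21 peak from 104566595 to 104567219 (fold enrichment 17.2). Its motif, TGACCACCAGGGGGAGCGCT, is on the minus strand. The other CAC peaks there start at 104438978, 104451957, 104489362, 104490178, 104505348, 104533877 and 104548447. Their CTCF fold enrichments were 4.70, 2.96, 3.04, 7.08, 7.81, 3.99 and 6.77, and none has a motif above the threshold.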

The known TAD structure of this genomic region suggests these enhancers are spatially more proximal to the *C8* genes than they are to than the linearly much closer *Oma1* gene, located just inside the adjacent TAD (also see Additional file 1: Figure S4A).

**Fig. 3:**
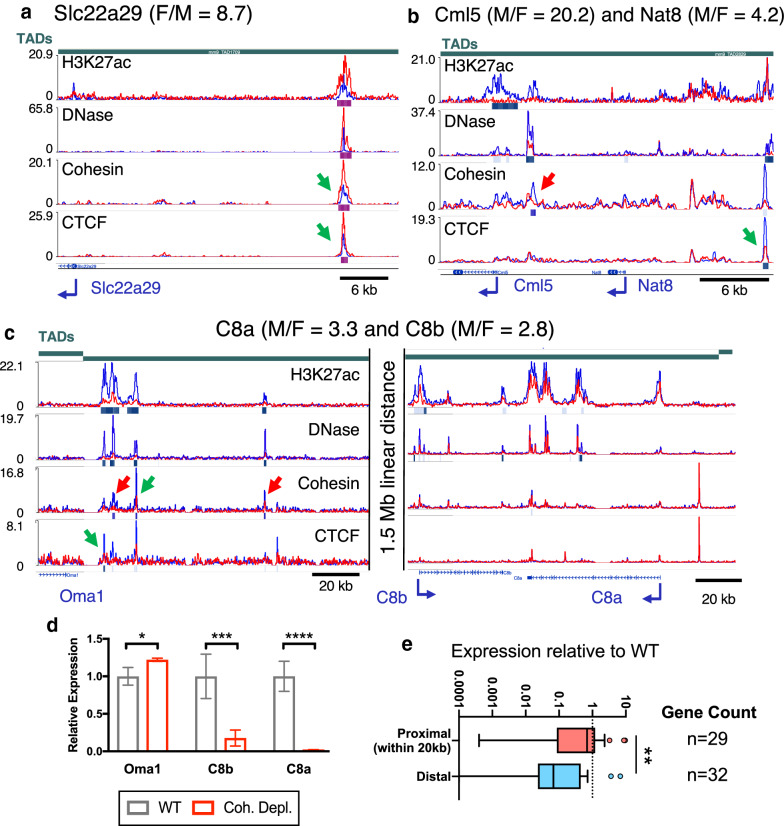
Proximal and distal sex-biased regulatory elements and impact of cohesin depletion. Shown are WashU Epigenome Browser screenshots of sex-biased cohesin and CTCF binding events proximal (≤ 20 kb from a sex-biased gene TSS) and distal (> 20 kb) to sex-biased genes in mouse liver. Tracks shown are (from *top* to *bottom*): TAD and TAD boundary location [indicated by a vertical shift in the TAD track, as on the *left* and on the *right* sides of panel C], H3K27ac ChIP-seq, DNase-seq, cohesin (Rad21) ChIP-seq, CTCF ChIP-seq, and Ref-seq genes. ChIP-seq and DNase-seq data in each track is shown superimposed for male (blue) and female (red) liver after normalization to total reads per million in the union of peaks for that factor (see “Materials and methods”). Below each ChIP-seq track, a horizontal bar identifies genomic regions that show significant male-bias (blue bar) or female-bias (pink bar), with darker and lighter shades indicating strict and lenient cutoffs for sex-bias, respectively (see “Materials and methods”). Green arrows indicate CTCF sex-differential CAC, and red arrows indicate CTCF sex-differential CNC and Lone peaks. Male/Female stranded polyA + RNA-seq gene expression ratios [9] are indicated above each panel. **a***Slc22a29* is a female-biased gene with a distal female-biased non-anchor CAC peak overlapping a robust female-biased DHS with female-biased H3K27ac histone mark accumulation ~ 34 kb upstream (green arrow). The region shown spans chr19:8290981–8333632. **b** Two male-biased genes, *Cml5* and *Nat8*, with proximal male-biased cohesin and CTCF peaks overlapping male-biased DHS (red, green arrows). *Cml5* has a ~ 3 kb upstream male-biased CNC peak overlapping a strongly male-biased DHS. The *Cml5* promoter shows strong male-biased H3K27ac marks and a weaker male-biased DHS. *Nat8* has a weakly male-biased DHS at its promoter and a stronger male-biased DHS ~ 12 kb upstream that overlaps a male-biased CAC peak. The region shown spans chr6:85766132–85794443. **c** Male-biased genes *C8a* and *C8b* have distal male-biased CAC and CNC peaks overlapping male-biased DHS and H3K27ac marks (green and red arrows, respectively). The linear distance between the upstream male-biased CAC peaks and downstream male-biased genes is > 1.5 Mb. *C8a* and *C8b* reside on opposite ends of the same TAD. *Oma1* is close in linear distance to these sex-biased regulatory elements, but shows no sex differences in expression; based on TAD structure it is not be predicted to interact with the highlighted male-biased enhancers. See Additional file 1: Figure S4A for the full length of the TAD and a model of spatial positions. The left portion of this figure spans chr4:103027454–103167067, and the right portion spans chr4:104433514–104583344. **d** Loss of cohesin binding decreases expression of *C8a* and *C8b* significantly (*p* ≤ 0.0001 and *p* = 0.0020; M–W *t*-test), while expression of *Oma1* increases (*p* = 0.0102; M–W *t*-test). Bars represent the mean expression of the group for a given gene relative to the mean of the WT group (equal to 1), and error bars show the standard deviation based on *n* = 4 per group. **e** Loss of cohesin binding has a tenfold greater suppressive effect on male-biased genes with distal sex-biased enhancers than those with proximal sex-biased enhancers. Shown is the mean expression for cohesin-depleted versus wild-type liver, such that a value of 0.1 represents a tenfold reduction in expression after cohesin loss. The median relative expression for DHS/H3K27ac-proximal genes is 0.69 (representing a modest suppressive effect of cohesin loss) and the corresponding median for DHS/H3K27ac-distal genes is 0.07, indicating a > 10-fold greater reduction in gene expression (*p* = 0.0087; M–W). Similar results were obtained when the definition of proximally regulated genes was relaxed to include genes with a TSS < 20 kb from *either* a male-biased DHS or a male-biased H3K27ac peak (median relative expression of 0.45 versus 0.042 for distal genes). Also see Additional file 5: Table S2

Loss of cohesin binding in male mouse liver, achieved by depletion of the cohesin loading factor, Nipbl, leads to a loss of distal enhancer–promoter contacts and an increase in local ectopic contacts, which can activate proximal genes [21]. Using this public RNA-seq data for cohesin-depleted male mouse liver, we compared the effects of cohesin loss on the expression of male-biased genes with proximal sex-biased enhancers versus those that have only distal (> 20 kb) sex-biased enhancers. Figure 3d shows the relative changes in expression in cohesin-depleted compared to wild-type male mouse liver for the three genes shown in Fig. 3c. Expression of *C8a* and *C8b* decreased, by 98% and 82%, respectively, upon loss of chromatin-bound cohesin in male liver, while expression of *Oma1* increased modestly (+ 22%), perhaps by an enhancer hijacking mechanism [62]. Further work in this mouse model is needed to characterize the effects of cohesin depletion in female mouse liver, and specifically to determine if *Oma1* expression becomes sex biased due to de novo enhancer–promoter interactions. In contrast, the male-biased genes with proximal sex-biased enhancers, *Cml5* and *Nat8* (Fig. 3a), showed no significant change in expression following cohesin loss (Additional file 1: Figure S4B). We verified this requirement of cohesin for expression of distally regulated but not proximally regulated male-biased genes. Thus, male-biased genes with distal (> 20 kb) sex-biased regulatory elements were significantly more sensitive to loss of cohesin than male-biased genes with proximal sex-biased enhancers (median decrease in expression upon cohesin loss: 14.3- vs. 1.4-fold; Fig. 3e). This finding likely results from a requirement for cohesin for distal interactions, via either a direct or an indirect looping mechanism. Conceivably, for sex-biased genes with nearby sex-biased regulatory elements, enhancer–promoter loops required for gene expression can be maintained over short genomic distances by transcription factors such as Mediator [25] or YY1 [63], and without a need for cohesin.

### 4C-seq analysis of sex-biased chromatin interactions in mouse liver

We performed 4C-seq analysis centered on six viewpoints at sex-biased enhancers in five distinct genomic regions to determine whether a sex-bias in enhancer–promoter loops is associated with sex-biased gene expression in mouse liver. Our findings (Fig. 4) are based on *n* = 3 individual biological replicates per sex, whose 4C-seq interaction profiles are displayed in Additional file 1: Figure S6. We also indicate locations of computationally predicted CAC-mediated intra-TAD loops (purple arcs) in mouse liver [31], which are similar in size (median 151 kb) and abundance (9543 loops total) to loop domains [32] and Insulated Neighborhoods [26, 64].

**Fig. 4:**
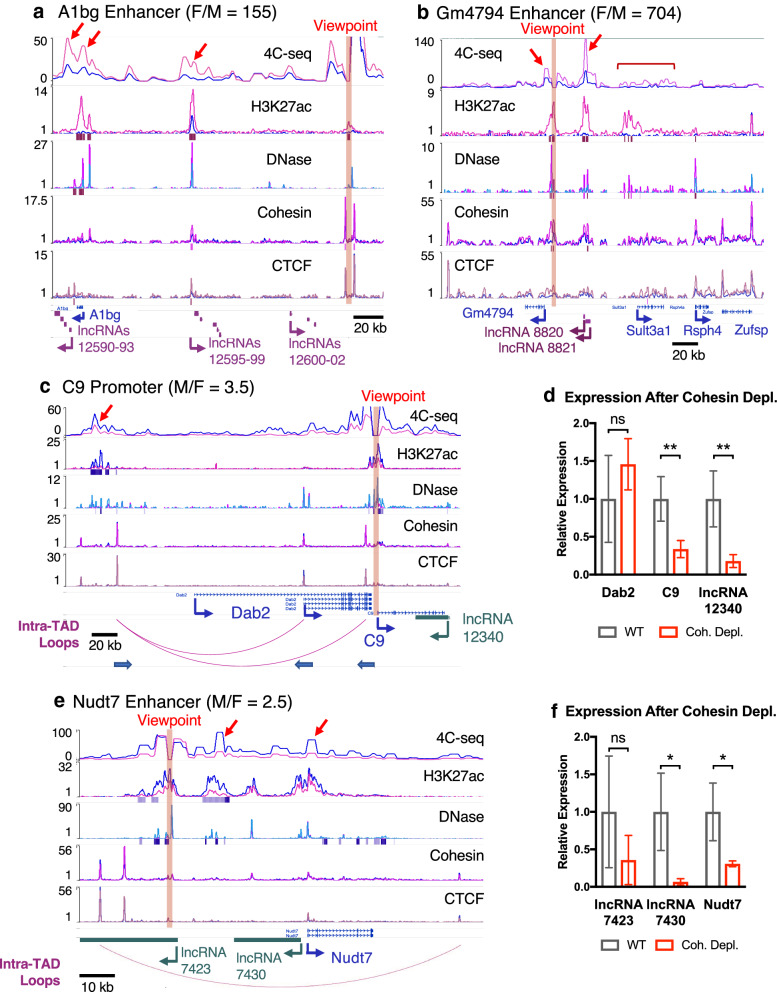
4C-seq analysis of two female-biased and two male-biased genes. **a**–**c**, **e** Shown are WashU Epigenome Browser screenshots for four genomic regions investigated by 4C-seq. The *upper track* presents 4C-seq data for four viewpoints, marked by a vertical highlight in each panel. The 4C-seq track is based on merged data from three biological replicates for each sex, calculated from the median value for a sliding window of 11 restriction fragments, in reads per million normalized 4C-seq signal per sex. These values are overlaid for visualization using the Matplot functionality built into the WashU genome browser with default parameters. The next four tracks show normalized DNase-seq or ChIP-seq signal for the indicated factors, and correspond to those described in Fig. 3. Sex-biased lncRNAs are shown below the Refseq gene track in pink (female-specific lncRNAs) or blue (male-specific lncRNAs). **c**, **e** also show locations of intra-TAD loops (pink arcs) below the Refseq gene track. 4C-seq data for individual biological replicates is presented in Additional file 1: Figure S6. **a** Distal enhancer viewpoint near *A1bg* and female-biased lncRNAs. The region shown includes 12 female-biased and nuclear-enriched mono-exonic lncRNAs, which fall into three clusters. The lncRNAs in each cluster are all transcribed from the same strand, as indicated by the arrow marking the TSS and direction of transcription of the most upstream lncRNA in each cluster. LncRNAs 12590–12593 show the strongest 4C-seq interactions with the viewpoint and also the most consistent female bias (Additional file 1: Figure S5C). Interactions marked by red arrows were significantly sex-biased by FourCSeq analysis at FDR < 0.1; from left to right, FDR = 0.0015, FDR = 0.0058, and FDR = 0.067. The region shown spans chr15:60733512–60954051. **b** Enhancer viewpoint 8 kb upstream of *Gm4794* interacts primarily with the proximal promoter (*left* red arrow) and a strong female-biased enhancer (*right* red arrow). Viewpoint enhancer and the interacting enhancer both contain female-biased CNC peaks (marked below cohesin track in dark pink). *Sult3a1* shows a weak and broad pattern of interaction with this viewpoint (red bracket). Interactions marked by red arrows were significantly sex-biased by FourCSeq: left region FDR = 0.038, right region FDR = 0.036. The region shown spans chr10:33418446–33680888. **c** Viewpoint at the promoter of *C9* interacts with a distal male-biased enhancer, bypassing the gene *Dab2*. This viewpoint shows a strong male-biased interaction with distal male-biased enhancer indicated by a red arrow. The nested intra-TAD loop structure (loops at bottom) may facilitate the high and male-biased expression of *C9* by looping out the intervening gene *Dab2*. There is a weaker, but apparent male-biased interaction with the TSS of the short isoform of *Dab2*. Based on CAGE data and Refseq annotation, the shorter isoform of *Dab2* is predominantly expressed in liver (data not shown). Interaction marked by red arrows was significantly sex-biased by FourCSeq, FDR = 0.0009. The region shown spans chr15:6147917–6461799. Thick blue arrows at bottom, CTCF anchor orientation. **d** Cohesin depletion significantly reduces expression of *C9* and its antisense lncRNA (*lnc12340*): 66% reduction, *p* = 0.0056; and 82% reduction, *p* = 0.0049, respectively. Bars represent mean expression compared to wild-type liver (WT, set equal to 1), with error bars showing standard deviation for *n* = 4 per group. **e***Nudt7* lacks male-biased DHS or H3K27ac at its promoter, but interacts with a distal male-biased enhancer within the same intra-TAD loop. This viewpoint is anchored at a male-biased DHS (red highlighting). Prominent interactions with this viewpoint (red arrows) are with a neighboring male-biased enhancer and the promoter of *Nudt7*. While the TSS of *lnc7430* and *Nudt7* are close, the viewpoint enhancer interacts specifically with the TSS of *Nudt7*. Interactions marked by red arrows were significantly sex-biased by FourCSeq: left region, FDR = 0.0187; right region, FDR = 0.0041. The region shown spans chr8:116592444–116707613.** f** Upon loss of chromatin-bound cohesin, expression of both *Nudt7* and its bi-directionally transcribed lncRNA (*lnc7430*) are significantly reduced (69% decrease, *p* = 0.0116; and 93% decrease, *p* = 0.0113, respectively). Expression of *lnc7423* was not significantly impacted. Data presentation is as described in **d**

#### A1bg region

We anchored a 4C-seq viewpoint at a female-biased enhancer near the strongly female-biased gene *A1bg* (F/M = 155) (Fig. 4a, vertical pink bar; Additional file 1: Figure S6A). Nearby are 12 female-biased, mono-exonic nuclear-enriched lncRNAs [10] in three clusters across the genomic region displayed. Robust interactions were observed in female but not male livers between the viewpoint enhancer and three genomic regions (red arrows): a strong female-biased enhancer (*right* arrow), the promoter of *A1bg* (*middle* arrow), and a region downstream of *A1bg* that contains a cluster of four female-specific lncRNAs (lncRNAs 12590-93; *left* arrow), where we observed the strongest interactions. The lncRNAs in this cluster are more highly expressed (Additional file 1: Figure S5C) and are more consistently female-biased across various RNA-seq datasets than the other two lncRNA clusters (Additional file 1: Figure S5D). The maximum expression of these 12 lncRNAs ranged from 0.31 to 2.71 FPKM in female liver compared to 0 to 0.02 FPKM in male liver (Additional file 1: Figure S5C).

The precise relationship between the female-biased expression of these lncRNAs and the female-bias in 3D interactions with the distal enhancer is not known. The interaction may be regulatory in nature (e.g., an enhancer–promoter interaction, as with any gene) or it could be facilitated by one or more of the 12 nuclear-enriched, female-biased lncRNAs, as was described for the lncRNAs *Xist* [65], *Firre* [66], and *Haunt* [67]. Alternatively, the female-specific interactions shown may be primarily those of regulatory enhancers driving expression of several female-specific genes—including *A1bg* and multiple lncRNAs. The female-biased CTCF binding seen at both interacting regions (*right* and *left* arrows) lends mechanistic support for the latter proposal, with CTCF mediating enhancer–promoter and enhancer–enhancer interactions. 

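In the female lists, the CTCF peak downstream of A1bg spans 60747150 to 60747486 on chromosome 15, with a fold enrichment of 6.70. It is intergenic, 5498 bp from the TSS of A1bg at 60752825, and the nearest Rad21 peak is 4946 bp away, so it is a Lone CTCF peak. The CTCF peak at the distal enhancer spans 60825094 to 60825519, in intergenic sequence 72497 bp upstream of the same TSS, with a fold enrichment of 8.55. A Rad21 peak from 60825044 to 60826411 (fold enrichment 5.17) overlaps it, which makes it CAC, although not when the summits had to lie within 100 bp. For these sites the paper's Table S1A gives log2 male/female ratios of −1.72 and −1.70. The best motif matches scored 2.88 and 0.595 bits, both below the threshold. A weak CNC peak from 60752433 to 60752814, with a Rad21 fold enrichment of 3.07, lies in A1bg, 89 bp from its TSS, and the paper's table lists it as female-biased under lenient criteria (log2 ratio −1.18). Farther to the right are CAC peaks with motifs from 60927963 to 60928519 and from 60933703 to 60934372, which had CTCF fold enrichments of 16.3 and 14.6. Neither overlaps a sex-differential site of the tables.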

As CTCF is known to interact with lncRNAs in a functional manner, and with high affinity [68], these two mechanisms are not mutually exclusive; one or more of these highly female-specific lncRNAs (Additional file 1: Figure S5D) could function in a *cis*-acting manner to selectively guide CTCF binding and interactions unique to female liver.

#### Gm4794 and Sult3a1 region

We used 4C-seq to interrogate an enhancer viewpoint proximal to the highly female-biased gene *Gm4794* (F/M = 704; also known as *Sult3a2*) and also two female-biased mono-exonic lncRNAs, *lnc8820* and *lnc8821* (F/M = 34 and 90) (Fig. 4b, Additional file 1: Figure S6B). The enhancer viewpoint is distal to two other female-biased protein coding genes, *Sult3a1* (F/M = 288) and *Rsph4a* (F/M = 34). We observed female-biased 4C-seq interactions with the proximal promoter of *Gm4794* (*left* red arrow) and with strong female-biased enhancers overlapping *lnc8820* and *lnc8821*. Unlike the enhancer neighboring *A1bg*, these interactions are associated with female-biased CNC peaks present at both the viewpoint enhancer and the downstream interacting enhancer. 

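Each female-biased cohesin site of Table S1B in this window coincides with a female Rad21 peak on chromosome 10. The first spans 33507328 to 33507660, 5.58 kb upstream of the TSS of Gm4794 at 33501921, with a fold enrichment of 5.00. The second spans 33509146 to 33509473, 7.36 kb upstream, with a fold enrichment of 5.54. The third, at the downstream enhancer, spans 33536782 to 33537379, 35.1 kb upstream, with a fold enrichment of 4.49. The paper's log2 male/female ratios for them are −2.78, −2.35 and −2.31. All 3 are intergenic, have −log10 q above 10 and are CNC, and the smallest gap from any of them to a female CTCF peak is 48597 bp. Their best CTCF motif matches scored 3.65, 2.95 and 1.63 bits. A further CNC peak, without a sex-differential site, starts at 33534143 and has a fold enrichment of 3.74.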

Despite the absence of CAC insulator elements across this genomic region (and consequently, the absence of intra-TAD loops), all focal interactions are local, within ~ 35 kb of the viewpoint. However, the viewpoint enhancer also made weak interactions to a broad, ~ 45 kb region extending from ~ 15 kb upstream of the female-biased promoter of *Sult3a1* to ~ 10 kb beyond the gene body (Fig. 4b, red bracket). This 45-kb region contains several robust female-biased DHS and H3K27ac peaks, but lacks cohesin binding, which may account for the lack of strong, focal interactions with the viewpoint enhancer. 

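Across the window shown (33418446 to 33680888), 5 of the 9 female CTCF peaks and 5 of the 10 Rad21 peaks were CAC by overlap, and 4 in each list were CAC with −log10 q of at least 10. None of them lies between 33423619 and 33624873, the stretch that holds Gm4794, the CNC peaks and Sult3a1. The CAC peak to the left of this stretch, from 33423179 to 33423601, had a CTCF fold enrichment of 15.0 and a Rad21 fold enrichment of 6.97, and it is intergenic, 78.6 kb from the TSS of Gm4794. Its motif, TGTCCAGCAGAGGGCACTCT, is on the minus strand and scored 22.2 bits. To the right, 1 CAC peak lies in the UTR of Rsph4a (CTCF fold enrichment 5.09) and 3 lie in Zufsp (CTCF fold enrichments 7.42, 6.18 and 7.26). No motif was called at these 4 peaks.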

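The stretch was taken from 33568741 to 33609322, which extends the annotated Sult3a1 gene (33583741 to 33599322) by the distances given for the bracket and measures 40582 bp. The female Rad21 list has 1 peak there, a CNC peak from 33570633 to 33570936 with a fold enrichment of 3.65 and −log10 q of 5.53, higher than 26.5% of Rad21 peaks. It is intergenic, 12957 bp upstream of the TSS of Sult3a1. The CTCF list has 2 Lone CTCF peaks. That from 33585977 to 33586234, in an intron of Sult3a1, had a fold enrichment of 2.75 and overlaps a lenient female-biased CTCF site of Table S1A (log2 male/female ratio −1.77 as given by the paper). The other, from 33600095 to 33600310, had a fold enrichment of 3.02. With −log10 q of at least 10 required, 0 Rad21 and 0 CTCF peaks remained in the stretch.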

*Gm4794* and *Sult3a1* may both interact with the enhancer that overlaps *lnc8820* and *lnc8821*, but this weak (and perhaps indirect) association cannot be captured by proximity ligation under standard 4C-seq conditions. Reciprocal 4C-seq experiments anchored at these ncRNA TSS or alternative 4C methods with increased sensitivity [69] may be needed to validate these weaker interactions.

#### C9 region

We examined a 4C-seq promoter viewpoint placed at the complement factor *C9* gene (M/F = 3.5) to investigate whether intra-TAD loops can indirectly coordinate enhancer–promoter contacts preferential to one sex in a genomic region without sex-biased CTCF or cohesin binding. *C9* overlaps an antisense lncRNA that shows a sevenfold greater male-bias in expression (*lnc12340*; M/F = 26) (Fig. 4c, Additional file 1: Figure S6C). A strongly male-biased enhancer region lies ~ 230 kb upstream of the TSS of *C9*, and is characterized by male-biased DHS and H3K27ac peaks, whereas the TSS of *C9* has only a male-biased DHS. The far upstream enhancer and the TSS of *C9* both fall just outside of (< 10 kb from) a nested pair of intra-TAD loops that encompass both TSS of *Dab2* (Fig. 4c, bottom track) and at least partially insulate *Dab2*, whose expression in male liver is 87-fold lower than *C9* (FPKM = 0.7 vs 61). 

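In female liver, 5 CAC peaks lie in the window of Fig. 4c (chromosome 15, 6147917 to 6461799). The strongest, from 6188077 to 6188616, is intergenic and 207 kb upstream of the TSS of C9 at 6395327, with a CTCF fold enrichment of 23.6, a Rad21 fold enrichment of 18.5 and the motif GAACCAGCAGGGGGCGCTGT on the plus strand. Downstream of it are CAC peaks with a motif on the minus strand. That from 6336370 to 6336860 lies in a UTR of Dab2, 30 bp from an annotated TSS of this gene, with a CTCF fold enrichment of 14.0 and the motif CGGCCAGCTGGGGGCGATCG. That from 6385787 to 6386239 lies in an intron of Dab2, 9.33 kb upstream of the TSS of C9, with a CTCF fold enrichment of 18.0 and the motif CAGTCACTAGAGGGCAGCAT. The plus-strand motif therefore faces these minus-strand motifs across 148 kb and 198 kb, and both intervals contain Dab2 sequence. A CAC peak farther upstream, from 6159291 to 6159761 (236 kb from the TSS of C9), had a CTCF fold enrichment of 14.1 and a minus-strand motif, and a weak intergenic one, from 6451032 to 6451385, had a CTCF fold enrichment of 3.85. None of the CAC peaks overlaps a sex-differential site of Table S1A or S1B.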

The promoter region of *C9* interacts with the cluster of far upstream enhancers (Fig. 4c, red arrow), with stronger interactions seen in male liver. Weaker, mostly non-focal interactions were seen between the *C9* promoter and several sites within the nested intra-TAD loops. This insulation-by-looping mechanism allows the strong male-biased enhancer to bypass a more proximal gene, *Dab2*, to drive expression of *C9*; it also helps explain the 87-fold higher expression of *C9* compared to *Dab2* in male liver. The shorter isoform of *Dab2* shows weak, male-specific interaction, despite a lack of sex-bias in its expression. Given the interactions with the strong, far upstream enhancer region, we hypothesized that the expression of *C9* and the antisense *lnc12340* would be sensitive to the loss cohesin of binding. Indeed, both genes showed a three to fivefold decrease in expression in cohesin-depleted mouse liver (*p* < 0.01 for both), while the insulated gene *Dab2* showed no significant change in expression (Fig. 4d). While there was an apparent increase in *Dab2* expression, that increase did not reach statistical significance (Fig. 4d). Of note, the loss of CAC loop insulation upon cohesin depletion would be expected to result in such an increase, which would allow the upstream enhancer to more freely interact with the promoters of both *Dab2* isoforms. Together, these findings support a model whereby an active, male-biased enhancer preferentially interacts with the highly expressed male-biased gene *C9*, while bypassing the lowly expressed intervening gene *Dab2* (also see Discussion and model in Fig. 6).

*Nudt7* is a highly expressed, male-biased gene with distal male-biased enhancers within the same intra-TAD loop (M/F = 2.5; FPKM = 132 in male liver). 

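Around Nudt7, the window of Fig. 4e (chromosome 8, 116592444 to 116707613) holds 6 CAC peaks in female liver, and none of them overlaps a site found in Table S1A or S1B. On the left, peaks from 116597882 to 116598434 and from 116604864 to 116605328 had CTCF fold enrichments of 24.2 and 19.5, and their motifs, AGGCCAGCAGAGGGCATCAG and CAACCAGCAGAGGGCAGGAT, are on the plus strand. They are intergenic, 59.3 kb and 52.4 kb upstream of the TSS of Nudt7 at 116657457. On the right, a peak from 116700658 to 116700985 had a CTCF fold enrichment of 7.56 and a minus-strand motif, AACCCAGAAGAGGGCGCCAG, 43.4 kb downstream of the TSS. The motifs on the left thus face that on the right across 103 kb and 95.7 kb, with the gene between them. A CAC peak at the promoter, from 116657400 to 116657828 in the UTR, had a CTCF fold enrichment of 7.95 but no motif. Another, from 116641462 to 116641698 and 15.9 kb upstream of the TSS, was weak for CTCF (fold enrichment 2.63) while its Rad21 peak, from 116641183 to 116641806, had a fold enrichment of 7.34. The last, from 116617398 to 116617753, had a CTCF fold enrichment of 5.15 and no motif.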

Although there are some weak male-biased DHS within the gene body of *Nudt7* (Fig. 4e), there is no apparent sex bias at its shared promoter with the sex-biased lncRNA gene *lnc7430* (M/F = 4.0; FPKM = 2.9 in male liver). Approximately 22 kb and 39 kb upstream of the TSS of *Nudt7* are two male-biased enhancers with male-biased DHS and H3K27ac marks; the latter also is proximal (~ 2.5 kb upstream) to the TSS of the male-biased *lnc7423* (M/F = 7.0; FPKM = 2.8 in male liver). This enhancer cluster is one of 503 super-enhancers found in both male and female liver [31]. We observed male-biased 4C-seq interactions between the enhancer viewpoint and a neighboring male-biased enhancer, and also with the *Nudt7* and *lnc7430* promoter(s) (Fig. 4e, red arrows; Additional file 1: Figure S6D). In contrast, we did not observe focal interactions in either sex between the enhancer viewpoint and a sex-independent enhancer 15.7 kb upstream of *Nudt7*. Both *Nudt7* and *lnc7430* were strongly down regulated in male liver upon cohesin depletion (Fig. 4f), suggesting their expression is dependent on interactions facilitated by the intra-TAD loop encompassing this genomic region. Expression of *lnc7423* was not significantly reduced, perhaps due to its closer proximity to strong male-biased enhancers.

### Sex-independent, nested intra-TAD loops restrict *Nox4* to proximal enhancer–promoter interactions

NADPH oxidase 4 (*Nox4*) exhibits male-biased expression in mouse liver (M/F = 7.7) and may contribute to a number of liver pathologies whose incidence or severity is male-biased [70, 71]. *Nox4* is highly upregulated in tumor compared to healthy liver tissue of mice that spontaneously develop liver tumors (Additional file 1: Figure S7A), and in humans, *Nox4* is upregulated in hepatocellular carcinoma and other cancers (Additional file 1: Figure S7B). Mouse *Nox4* is located within a pair of nested intra-TAD loops (Fig. 5a, bottom), and has a strong male-biased enhancer 11.5 kb upstream of the TSS and a strong male-biased DHS 125 kb downstream of the TSS. However, only the upstream region has H3K27ac (active enhancer) marks (Fig. 5a). 

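All 6 CTCF peaks and all 6 Rad21 peaks of female liver in the window of Fig. 5a (chromosome 7, 94248242 to 94726358) are CAC, also with −log10 q of at least 10. Upstream of Nox4 (94394606 to 94547220) are intergenic peaks from 94259131 to 94259484 and from 94262134 to 94262553, 135853 bp and 132804 bp from its annotated TSS at 94395159. They carry the plus-strand motifs TAGGCACTAGATGGCACTGT and TGACCACTTGGTGGCGCCAA, with CTCF fold enrichments of 10.1 and 15.1. A peak in an intron of Nox4, from 94425701 to 94426136, had a CTCF fold enrichment of 21.6 and the minus-strand motif TTGTCACTAGAGGGCAGTGT. Beyond the gene, an intergenic peak from 94559867 to 94560536 had a CTCF fold enrichment of 19.4 and the minus-strand motif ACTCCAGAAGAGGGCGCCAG. The last, from 94714986 to 94715503, had a CTCF fold enrichment of 17.7 and a minus-strand motif, CAACCAGAAGAGGGTAGCAG, and it overlaps a male-biased cohesin site of Table S1B (log2 male/female ratio 1.61 as given by the paper). Between the plus-strand and minus-strand motifs there are 6 convergent pairs, which span from 164 kb to 456 kb. The remaining CAC peak is at the promoter, from 94394994 to 94395463, with a CTCF fold enrichment of 9.58. It carries no motif above the threshold (best score 12.8 bits), and the tables list it as male-biased for both factors under lenient criteria (log2 ratios 1.47 for CTCF and 1.72 for cohesin).

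**Figure D3:**
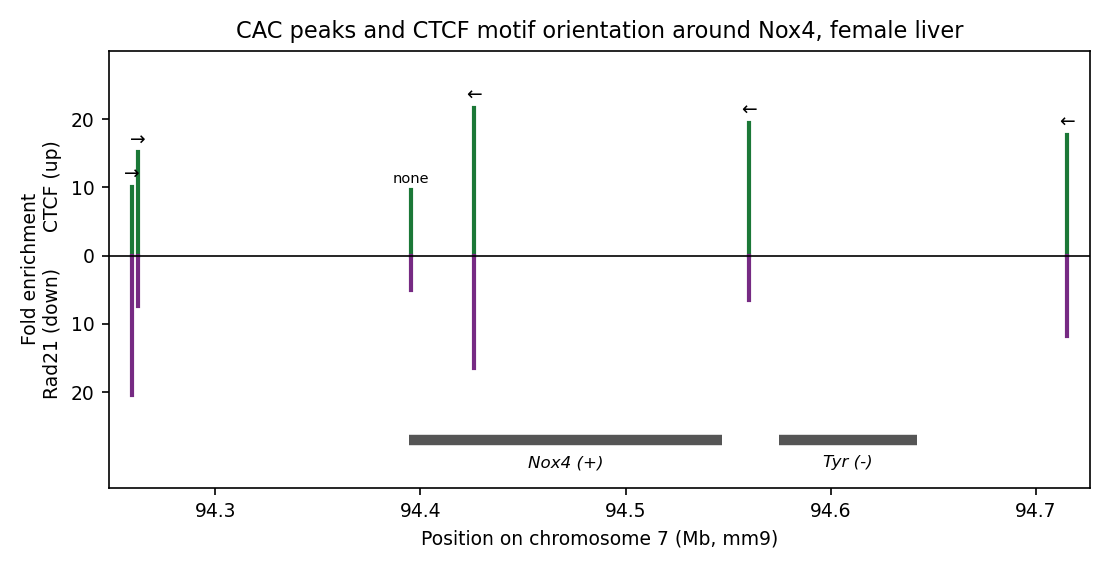
CAC peaks of female liver around Nox4, by position on chromosome 7 in Mb. Bars show the fold enrichment of the CTCF peak (upward) and the Rad21 peak (downward), each on its own list's scale, arrows show the strand of the CTCF motif (right, plus; left, minus), none marks the peak without a motif, and grey bars are the genes Nox4 and Tyr. The tallest CTCF bar, 21.6, is in an intron of Nox4.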

We placed 4C-seq viewpoints at both the upstream region (viewpoint VP1, at − 11.5 kb; red vertical highlight in Fig. 5a) and the downstream region (viewpoint VP2, at + 125 kb; green vertical highlight) to investigate chromatin interactions with each putative regulatory region. Interactions with the downstream DHS at VP2 were limited to the domain defined by the pair of 3′ anchors of the nested intra-TAD loops, consistent with these loops insulating from distal interactions (Fig. 5a, green bracket at bottom). As a result, VP2 did not interact with the promoter of *Nox4* or with the -11.5 kb enhancer in either male or female liver. Furthermore, VP2 did not show any consistent male-biased interactions, despite its location at a strong male-biased DHS.

**Fig. 5:**
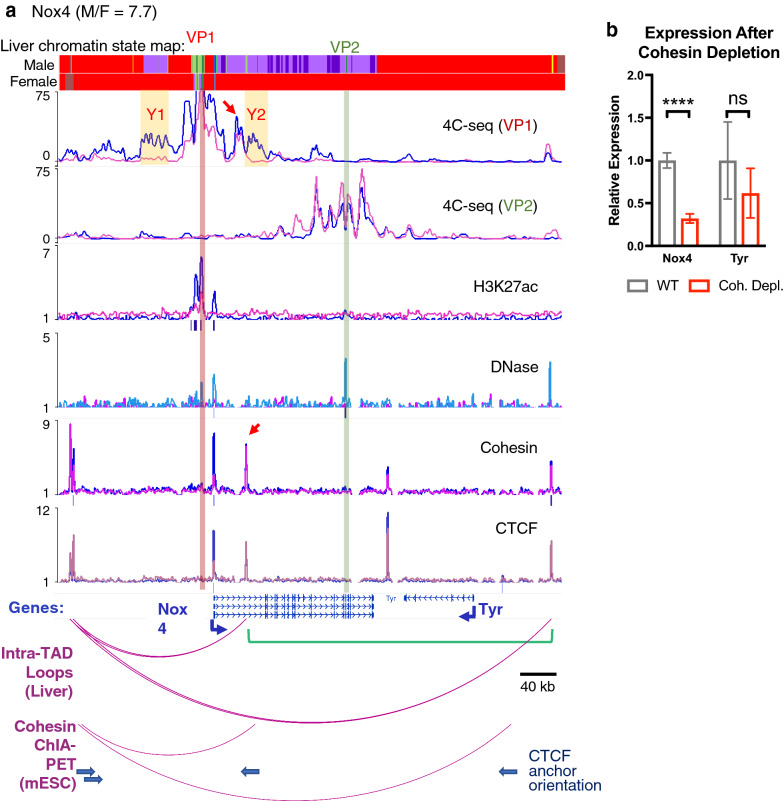
Nox4 results with 4C-seq for two viewpoints and confirming nested intra-TAD loop structure. **a** Two viewpoints for *Nox4* gene region: VP1 is anchored ~ 11 kb upstream of the *Nox4* TSS (light red highlight), and VP2 is anchored ~ 125 kb downstream of the TSS (green highlight). VP1 has the strongest male-biased H3K27ac mark. This region shown spans chr7:94248242–94726358. In addition to the ChIP-seq (H3K27ac, Cohesin, and CTCF) and DNase-seq tracks shown, the tracks at the top show the chromatin state of this genomic region in male liver (top) and female liver (bottom). Chromatin states are colored: green indicates an enhancer-like state, blue indicates a promoter-like state, and purple a transcribed-like state. Red indicates an inactive chromatin state (see Additional file 1: Figure S7C for further details). Regions Y1 and Y2 are in chromatin state E13 in male liver but in inactive state E2 in female liver. Y1 and Y2 both include a short enhancer state region in male liver (E11 within region Y1; E10 in region Y2). The absence of focal interactions between VP1 and VP2 supports the model of two nested and insulated intra-TAD loops shown at the bottom. All tracks were normalized and are presented as described in Fig. 4. Interactions between VP1 and the Y1 region were significantly sex-biased by FourCSeq (FDR = 0.020), but interactions between VP1 and the Y2 region were not significant in the same analysis (FDR = 0.137). Within the shown window, no interactions originating from enh2 were found to be significantly sex-biased. Thick blue arrows, CTCF anchor orientation. **b** Expression of *Nox4*, but not the neighboring gene *Tyr*, is cohesin-dependent. Although *Nox4* is primarily regulated by proximal enhancers within the shorter intra-TAD loop, its full expression is nevertheless dependent on cohesin. This may be due to the need for the intra-TAD loop structure; however, loss of this insulation did not increase expression of *Tyr*. Expression of *Nox4* was reduced by 62% (*p* < 0.0001). Data presentation are as described in Fig. 4d

In contrast, the − 11.5 kb enhancer at VP1 showed male-biased interactions with several genomic regions, including the *Nox4* promoter and two genomic regions that are in a transcribed-like chromatin state [14] in male liver, but are in an inactive state in female liver (Fig. 5a, regions Y1 and Y2; purple and red in chromatin state maps at top, respectively). Further, both VP1-interacting regions include a short sequence in an enhancer state (Fig. 5a, green band within purple region; see Additional file 1: Figure S7C). We also observed 4C-seq interactions between VP1 and a region just upstream of the shorter intra-TAD loop 3′ anchor 31 kb downstream of the *Nox4* TSS in both male and female liver (Fig. 5a, red arrow; Additional file 1: Figure S7D). The high intra-domain interactions that we observed for VP1 and the shorter nested intra-TAD loop, and the low frequency of inter-domain interactions, are indicative of the insulation activity of these loops [31]. Immediately downstream of the 3′ loop anchor, in region Y2, we observed 4C-seq interactions specific to male liver, which may be due to increased movement of cohesin beyond this loop anchor as a result of the increased transcription of *Nox4* in male liver. Movement of cohesin has been directly linked to transcription both in vitro and in vivo [18, 72, 73], and may result in a more dynamic loop structure and weaker local insulation at the 3′ loop anchor of the shorter nested loop. The VP1-interacting regions Y1 and Y2 are both in a transcribed chromatin state only in male liver, consistent with the male-biased 4C-seq interactions of VP1 with both regions.

These findings support the predicted model of two nested intra-TAD loops, with the smaller enclosed loop insulated from the larger enclosing loop. Domain predictions for other mouse tissues, based on computational methods and experimentally observed looping in mouse embryonic stem cells [26, 60], support the conclusion that the genomic regions defined by VP1 and VP2 are in separate domains (Fig. 5a, bottom). Accordingly, only the -11.5 kb enhancer at VP1 would be predicted to interact with the *Nox4* promoter. Generally, the *cis* regulatory elements relevant for the regulation of *Nox4* appear to be contained within the smaller intra-TAD loop. It is less clear what regulatory function the male-biased DHS at VP2 plays, as it does not interact with *Nox4* or with the downstream gene, *Tyr*, which is not expressed in liver (FPKM < 0.01 in both sexes).

## Discussion

We investigated sex differences in autosomal 3D genome organization in the mouse liver model, focusing on sex-based differences in chromatin binding and interactions involving cohesin and CTCF, which mediate long-range DNA looping interactions that segment mammalian genomes into megabase-scale TAD domains and their shorter intra-TAD domains. We identified 1847 binding sites for cohesin and/or CTCF that show significant differential occupancy between male and female mouse liver; however, very few of these sites were associated with sex differences in TAD or intra-TAD loop anchors. Given the low resolution of Hi-C datasets available for mouse liver [34], it is possible that we are underestimating the number of TADs present, which limits our interpretation of TAD loop anchors to only a subset of the true total. Furthermore, high resolution Hi-C would also increase our confidence in determining which specific CTCF sites anchor long-range loops. A majority of the sex-biased binding sites classified as cohesin-non-CTCF (CNC) sites (but only a minority of cohesin-and-CTCF (CAC) and Lone CTCF sites) mapped to distal enhancers, and a major subset of these overlapped sex-biased enhancers. This finding indicates a role for cohesin in sex-biased enhancer activity, and is consistent with the extensive sex bias in chromatin state seen at sex-biased enhancers but not promoters [14]. We also found that 77% (72 of 96) of sex-biased CNCs that overlap sex-biased enhancers are > 20 kb from a TSS of sex-biased gene (median distance 238 kb), consistent with the well-characterized role of cohesin in mediating distal enhancer–promoter interactions [25, 27]. Furthermore, male-biased genes with distal but not proximal sex-biased enhancers were much more sensitive to cohesin depletion than genes with proximal sex-biased enhancers, implicating cohesin in long-range enhancer interactions regulating these sex-biased genes. Finally, by applying circularized chromosome conformation capture with sequencing (4C-seq) to sex-biased enhancer viewpoints in five genomic regions, we established that sex differences in chromatin interactions are a common feature of sex-biased gene expression in the liver, and we elucidated how chromatin interactions link sex-biased genes to distal sex-biased enhancers, guided both directly and indirectly by cohesin and/or CTCF looping.

Although TADs and intra-TADs are largely conserved across tissues, 20-30% of all such CAC-mediated loops are cell type-specific [31]. Nevertheless, when comparing male and female mouse liver, which show extensive hormone-determined differences in epigenetic state [14, 54, 74], we did not find evidence for widespread formation of sex-specific intra-TAD loops. Rather, we found that intra-TAD loops in mouse liver are largely sex-independent and devoid of sex-biased CTCF or cohesin binding at their CAC anchors. These loops do have the ability, however, to indirectly facilitate sex-dependent chromatin interactions. Thus, a sex-independent intra-TAD loop was shown to insulate the super-enhancer-associated male-biased gene *Nudt7*, and nested intra-TAD loops insulating *Nox4* restricted the promoter of this male-biased gene from an intronic enhancer while enabling interactions with a cluster of upstream enhancers. Although the currently available Hi-C data for mouse liver is low resolution, our pair of 4C-seq viewpoints in the *Nox4* region support a nested loop model that is supported by computational predictions for liver and by SMC1 ChIA-PET experimental data in embryonic stem cells. Furthermore, our analysis of female-biased gene regions revealed female-biased proximal enhancer–promoter interactions in the *Sult3a* gene region associated with female-biased cohesin binding, as well as female-biased interactions between the *A1bg* promoter, a far distal (> 100 kb) enhancer, and distal female-biased CTCF binding sites. Together, these findings support the proposal that CTCF and cohesin contribute in both direct and indirect ways to the formation of sex-biased enhancer–promoter contacts in mouse liver (Fig. 6).

**Fig. 6:**
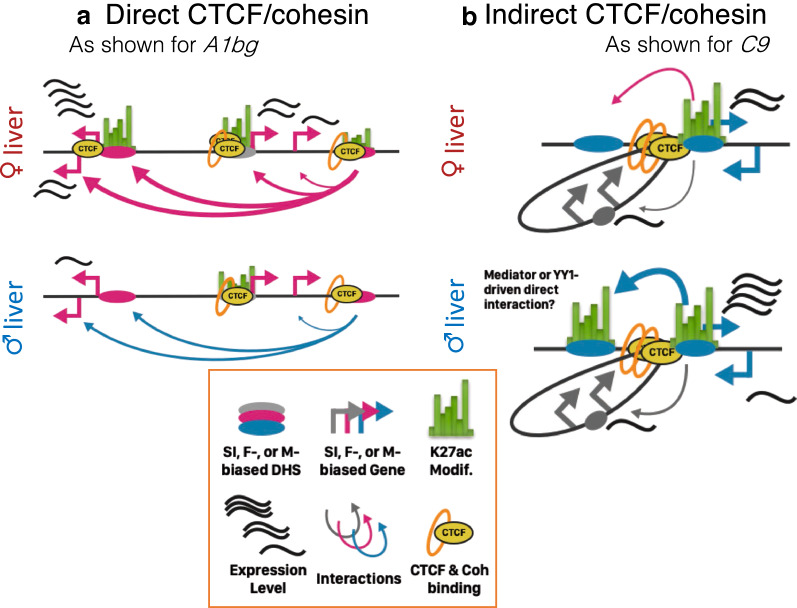
Model of the direct and indirect contribution of cohesin and CTCF to sex-biased liver gene expression. *A1bg* exemplifies direct regulation, where female-biased CTCF binding can explain the observed female-bias in looping interactions. *C9* is an example of intra-TAD loops present in male and female liver that contribute indirectly to sex-biased gene expression. Not only does the intra-TAD loop insulate the lowly expressed sex-independent gene *Dab2*; it also brings the distal male-biased enhancer into close proximity. Likely additional factors, such as Mediator, YY1, or eRNAs, can contribute directly to the interactions observed in male liver. SI, Sex-independent

Our analysis of the male-biased complement factor gene *C9* provides an interesting example of sex-independent CAC-looping that indirectly facilitates sex-biased enhancer–promoter contacts. *C9* interacts strongly with a distal (> 200 kb upstream) male-biased enhancer while bypassing the weakly expressed (and sex-independent) *Dab2* gene region, which is insulated by a nested pair of intra-TAD loops. These nested loops, in turn, bring the TSS of *C9* into much closer proximity to a cluster of far upstream male-biased enhancers than would be achieved based on linear genomic distance alone (Fig. 6b). Furthermore, we observed more frequent contacts between *C9* and the far upstream enhancers in male compared to female liver, despite the absence of any male-biased binding of CTCF or cohesin to help explain sex differences in contact frequency. Conceivably, the male-biased DHS located in the upstream region facilitate direct enhancer–promoter interactions specifically in male liver by working in the context of other known looping factors. Mechanistically, these interactions could be driven by proteins, such as YY1 [63] or Mediator [25], or by non-protein factors such as enhancer-RNAs (eRNAs) [75, 76]. Of note, 3 of the 4 male-biased enhancers far upstream of *C9* are actively transcribed to produce bidirectional eRNA transcripts in male mouse liver [77], and all four regions are bound by the protein YY1 [78] (Additional file 1: Figure S6E).

A majority of the 1847 sex-biased binding sites for CTCF and cohesin identified here are intergenic and distal to sex-biased genes and enhancers. Furthermore, many of these sex-biased binding sites are located in TADs without any known sex-biased genes. Although those sites lack any obvious link to sex-biased gene expression in untreated liver, they could have a priming effect and contribute to sex-specific responses reported for hepatic stressors, such as high fat diet [79] and xenobiotic exposure [80], which we recently showed can induce a sex-biased gene response in TADs whose genes do not show a sex-bias in expression in the unstressed state [81]. Just as short-term feeding of a high fat diet can leave a lasting epigenetic memory in the form of epigenetic modifications [82], sex-biased binding of CTCF and/or cohesin may differentially prime each sex for distinct looping patterns that enable the observed sex-biased responses to chemical exposure or dietary stressors.

While CAC sites at TAD and intra-TAD boundaries have a well-established role as anchors that enable loop domain-level nuclear organization [17, 26, 27, 31, 32], non-anchor CAC sites may directly link enhancers to promoters or to other enhancers, and thereby contribute to interactions governing tissue-specific gene expression [35, 40]. A majority of sex-differential CAC binding occurs at non-anchor CAC sites (Additional file 3: Table S1), a subset of which may mediate long-distance interactions involving sex-biased enhancers and gene promoters. Specific examples described here include the enhancer–enhancer and enhancer–promoter contacts that we identified by 4C-seq for *A1bg* in the context of female-biased CTCF binding. Similarly, more than half of male-biased liver CTCF binding occurred at Lone CTCF sites, which we found are closer than CAC sites to gene TSS, and can also play a non-canonical role in looping between enhancers and promoters [35].

4C-seq interactions between sex-biased enhancer viewpoints and distal sex-biased lncRNAs [9, 10] were found in three of the five sex-biased genomic regions we investigated. In one example, the highly female-biased gene *A1bg* is nearby several strongly female-biased, nuclear-enriched mono-exonic lncRNAs, several of which are transcribed from genomic loci that show female-specific interactions with the distal female-specific enhancer viewpoint that we interrogated. Enhancer-associated lncRNAs have been defined as intergenic transcripts with enhancer chromatin marks whose expression is tissue-restricted and is associated with increased expression of nearby expressed protein coding genes [83, 84]. Based on our findings, we suggest that functional enhancer-associated lncRNAs might be identified by their looping interactions with enhancer sequences, which can be determined globally using high throughput interaction methods, such as Hi-C [85].

The sex-biased cohesin and CTCF binding sites described here were discovered using livers from adult (8 week) mice, and likely encompass only a subset of all sex-differential cohesin and CTCF binding sites across the lifespan of a mouse, given the dramatic changes in sex-biased gene expression that occur during prenatal and especially postnatal liver development [86, 87]. The sex-biased binding of cohesin and CTCF to liver chromatin in adult liver is expected to be regulated by pituitary growth hormone secretion, which is sex-dependent and produces the sex-dependent plasma growth hormone profiles that regulate the vast majority of sex differences in the adult liver, including differences in gene expression [74, 88], transcription factor binding [89, 90], and chromatin states [14, 54]. Given that CTCF binding to DNA can be inhibited by DNA methylation [56, 57, 91], the hypomethylation of enhancer sequences seen in male compared to female liver [58] could contribute to male-specific CTCF binding at such sites. Such an effect is expected to become more pronounced with age, given the increased male hypomethylation reported in older mice [58, 92].

The sex-specific patterns of pituitary growth hormone secretion regulating sex-biased liver gene expression emerge at puberty, and have been implicated in the dynamic regulation of liver chromatin states in both male and female adult mouse liver [54, 74]. We do not know when during mouse liver development the sex-differential chromatin interactions described here are first established, whether they constitute a relatively fixed (static) 3D framework governing transcription in male and female nuclei, or alternatively, whether they respond dynamically to the temporal changes in plasma growth hormone profiles that regulate sex differences in liver chromatin states. The potential for dynamic, reversible changes in DNA looping was demonstrated in a study where auxin-induced cohesin degradation led to a loss of virtually all DNA loops after 40 min, followed by their reestablishment within one hour of auxin withdrawal and cohesin reintroduction [22]. Extensive changes in chromatin interactions also occur during circadian oscillations in mouse liver [93–95] and during macrophage differentiation [96]. Our finding that the expression of distally regulated male-biased genes is highly sensitive to cohesin depletion illustrates the importance of distal enhancer–promoter interactions in maintaining male-biased gene expression. Of note, however, this response is largely not a direct result of a loss of sex differential cohesin and/or CTCF binding at distal male-biased enhancers, as only 5 of 32 distally regulated male-biased genes have male-biased CTCF/cohesin binding at their distal male-biased enhancers. Alternatively, the sex-biased enhancer–promoter and enhancer–enhancer loops that we describe here might be determined by intrinsic sex differences [88], or might be established by early postnatal hormone exposures that program liver gene expression [97]. Studies to detect dynamic changes in DNA looping and quantify changes in chromatin interaction strength, e.g., during the course of a male plasma growth hormone pulse [74], will likely require improvements to the 4C-seq protocol, including the use of unique molecular identifiers for more accurate quantification of interactions [69] and the elimination of any PCR artifacts associated with over-amplification, which are difficult to address using conventional 4C-seq methods [45] and may have decreased the magnitude of the apparent sex differences in chromatin interactions seen in our work.

In conclusion, we employed the mouse liver model with its extensive sex differences in gene expression to study sex differences in nuclear organization and DNA looping interactions in a non-reproductive tissue exposed to sex-unique patterns of hormone stimulation. We determined that male-biased genes with distal but not proximal sex-biased enhancers are particularly sensitive to the loss of cohesin binding. Furthermore, while most sex-biased binding sites for CTCF and cohesin were found to be distal from sex-biased genes, a subset likely contributes to sex-biased looping between regulatory elements in *cis*, as exemplified by the female-biased DNA looping interactions observed for *A1bg*. In addition, sex-independent CAC-looping may indirectly provide sex specificity to chromatin interactions by insulating male-biased genes such as *Nudt7*, or by bringing a sex-biased gene into closer proximity to a cluster of sex-biased enhancers, as demonstrated for *C9*. Together, these findings illustrate the direct and indirect contributions that cohesin and CTCF can make to sex-biased gene expression in the liver, and may be broadly applicable to other biological systems where distal regulation of gene expression is of interest.

## Supplementary information

**Additional file 1: Figure S1**. Consistency of biological replicates and additional features of sex-biased differential CTCF/cohesin peaks. A-D. Consistency of biological replicate ChIP-seq samples, with merged tracks and annotations as in Figs. 2 and 3. Here, we additionally show all cohesin (n = 3 per sex) and CTCF ChIP-seq replicates (n = 4 per sex). Blue, samples from male mouse liver; red, samples from female mouse liver are shown in red. A. Biological replicates for a male-biased “Lone CTCF” site nearby *Mir2136*. B. Biological replicates for two female-biased CAC(ΔCoh) peaks nearby *5530601H04Rik*. Higher cohesin signal is observed across replicates for both the weaker upstream peak and a strong downstream peak. CTCF signal is not significantly different at either peak. C. Biological replicates for a female-biased CAC peak (ΔCoh AND ΔCTCF) upstream of strong sex-independent peak in an intron of *Moh9*. D. Biological replicates for several sex-independent CAC peaks of various peak strengths. Replicates are consistent at all sites regardless of peak strength. E. The limited overlap of sex-biased CTCF and sex-biased cohesin binding, seen in Fig. 1B, is not an artifact of the thresholds used for peak filtering. In the data shown here, similar to Fig. 1B, the overlap of sex-biased CTCF and sex-biased cohesin binding sites is limited. Shown are Venn diagrams with the number of overlapping sex-biased cohesin (*Left*; blue) and CTCF sites (*Right*; purple) for the following groups (top to bottom): (1) All sex-differential sites output by diffReps without filtering for overlap of a MACS2 ChIP-seq peak; (2) All sex-differential diffReps sites (rather than *peaks,* which may contain multiple sites) from diffReps that overlap a MACS2 peak for a given factor; (3) All sex-differential hotspots identified by diffReps, which is an alternate method in the diffReps software package to identify differential sites. Specifically, this last approach looks for clusters of differentially co-regulated sites that might be missed by simple overlap analysis. Overlap for all Venn diagrams is defined as ≥ 1 bp overlapping using bedtools. In some cases, two Rad21 peaks overlap a CTCF peak, or vice versa, and therefore, the number of overlapping cohesin (Rad21) sites does not necessarily equal the number of CTCF sites (hence, two numbers in the Venn overlap). F. Pie charts showing the class distribution of each sex-biased CTCF/cohesin peak set (from top to bottom): male-biased ΔCohesin peaks, female-biased ΔCohesin peaks, male-biased ΔCTCF peaks, and female-biased ΔCTCF peaks. For each of these four groups, the fraction of peaks at CAC sites is shown in purple while the fraction of peaks at either CNC (for ΔCohesin) or Lone CTCF (for ΔCTCF) is shown in blue. The total number of differential peaks in each group is indicated below each chart. Overall, female-biased sites comprised a higher percentage of CAC sites than male-biased sites. Consequently, a larger percentage of male-biased peaks are CNC peaks (for ΔCohesin peaks) and Lone CTCF peak (for ΔCTCF peaks). Peak numbers here differ slightly from Fig. 1B for cohesin differential peaks, but not CTCF, because of our approach to categorizing peaks as CNC or CAC for cohesin peaks (see “Materials and methods”). For CTCF we defined CAC peaks as genomic regions bound by CTCF that were also bound by cohesin in a majority of individual cohesin replicates (2 or 3 out of a total n = 3 per sex). Using the same approach for cohesin, we defined CAC peaks as genomic regions bound by cohesin that were also bound by CTCF in a majority of individual CTCF replicates (3 or 4 out of a total n = 4 per sex). If a peak was bound by none or only a minority of replicates for the opposite factor then it was considered Lone CTCF (in the case of CTCF; 0 or 1 cohesin replicates overlapping) or CNC (in the case of cohesin; 0 or 1 CTCF replicates overlapping). As CTCF has n = 4 replicates, if a cohesin peak is bound by exactly 2 individual CTCF replicates (of the same sex) then it is not classified and is excluded from downstream analyses. 54 male-biased cohesin peaks overlap 2 male CTCF replicates and 36 female-biased cohesin peaks overlap 2 female CTCF replicates (value of 2 in column H of Additional file 3: Table S1B). All overlaps were performed using bedtools with a minimum overlap of 1 bp, and all comparisons were made separately for males and females. **Figure S2.** Comparison of sex-biased CTCF/cohesin peaks. A. Female-biased CTCF and cohesin peaks tend to be stronger than male-biased peaks. Shown here are box plots for ChIP-seq signal for CTCF and cohesin for both ΔCohesin and ΔCTCF peaks. These plots differ from those presented in Fig. 2A, which present normalized ChIP signal for the factor with differential signal (i.e., male and female cohesin ChIP-seq signal for ΔCohesin peaks). In aggregate, CAC peaks with significant sex-biased cohesin binding show the same directionality of sex-bias for CTCF (and vice versa), albeit at a reduced magnitude (see also Fig. 1C). The y-axis shows normalized ChIP-seq signal for the groups indicated along the x-axis. Peaks with male-biased and female-biased cohesin binding (*Left*) and CTCF binding (*Right*) are presented separately. Each group of 4 box plots represents the male and female ChIP-seq signal for cohesin, followed by the corresponding ChIP-seq signals for CTCF for the same set of peaks. Each plot represents all differential peaks for a given sex (male or female) and factor (CTCF or cohesin). These four datasets are further divided by peak type (CAC or CNC for ΔCohesin peaks, and CAC or Lone CTCF for ΔCTCF peaks), as indicated below the x-axis. Peak scores are calculated by average intra-peak ChIP signal, normalized by the total sequence reads per million in peak (RIPM; see “Materials and methods”). B. Female-biased CAC peaks contain higher quality CTCF motifs than male-biased CAC peaks [p = 0.0212 for CAC(ΔCoh) and p = 0.0023 for CAC(ΔCTCF) peaks; M-W *t* test], as reflected by the FIMO motif score. This log-likelihood ratio score is a reflection of how close the best intra-peak motif matches the canonical core CTCF motif MA0139.1. There is no significant difference between motif scores for male-biased and female-biased Lone CTCF, or for male-biased and female-biased CNC peaks (p = 0.7671 and p = 0.1329; M-W t-test). The dashed line at FIMO score = 10 reflects the cutoff used to define the presence or absence of a motif in Additional file 1: Figure S2C. C. CTCF Motif frequency, based on presence of CTCF motif (MA0139.1) as identified by FIMO, with a minimum score of 10. The y-axis shows the percent of peaks in each group (separately for male-biased, female-biased, and sex-independent) found to have a CTCF motif within the peak region. A larger fraction of female-biased than male-biased CAC peaks was found to contain a CTCF binding motif. In contrast, a larger fraction of male-biased Lone CTCF peaks contain a CTCF motif, despite no significant difference in peak strength between male-biased and female-biased Lone CTCF peaks. A larger fraction of female-biased CNC peaks contain a CTCF motif, however, the vast majority do not contain CTCF motifs, as expected (< 20% for all groups). In all cases, the percent for each group is comparable to a matched set of sex-independent peaks. D. Proportion of male-biased and female-biased CTCF peaks that have: no CTCF motif (gray), a CTCF motif lacking a CpG dinucleotide (orange), or a CTCF motif containing a CpG dinucleotide (orange). “All” indicates any male-biased or female-biased CTCF peak. E. Female-biased intra-TAD on Chr19 that contains 12 sex-biased genes, shown in blue and red boxes, some of which are lncRNA genes (ncRNA gene designations, in green). Inset at bottom left of the Figure shows CTCF and cohesin (Rad21) ChIP-seq tracks for male and female mouse liver surrounding the 3′ boundary of the female-biased intra-TAD. F. Intra-TAD loops and loop anchors are mostly shared between male and female mouse liver. Using a computational intra-TAD loop prediction algorithm [31], we used the cohesin and CTCF ChIP-seq datasets for male and female mouse liver to identify 9543 intra-TAD loops in male liver [31] and 9724 loops in female liver, respectively. 87.9% of the intra-TAD loops in male liver were also identified in female liver (*left)*, and 93.4% of the male intra-TAD loop anchors are also predicted to be loop anchors in female liver. This finding is consistent with there being a limited number of autosomal CAC peaks with sex differences in CTCF and cohesin binding (53 total) (Additional file 3: Table S1C) To account for nested loop structures, shared loops were defined as loops with a reciprocal overlap of 80% or greater between the loops, as implemented in prior studies of CAC-mediated insulating loops [26, 31]. **Figure S3.** Tissue conservation of liver sex-differential CTCF and cohesin peaks in ENCODE mouse consortium datasets. A. The x-axis indicates the number of male mouse tissues other than liver where CTCF is bound, out of 15 tissues examined by the ENCODE Consortium. A value of 15 indicates tissue-ubiquitous CTCF binding, and a value of 0 indicates liver-specific CTCF binding. The y-axis shows the proportion of male-biased peaks (blue) or female-biased peaks (red) that fall into a given bin. P-values comparing the distribution of tissue-specificity values for CTCF binding between males and females are indicated in the upper *left* corner of each plot (KS t-test). Results show that CAC sites (upper panels) are much less tissue-specific than Lone CTCF and CNC sites (lower panels). Further, female-biased CAC peaks are less tissue-specific than male-biased CAC peaks, while male-biased Lone CTCF peaks are less liver-specific than female-biased peaks of the same class. The greater tissue ubiquity of CTCF binding for female-biased CAC peaks could be due to the fact that female-biased CTCF peaks are stronger and contain higher quality CTCF motifs, insofar as stronger peaks show greater conservation for both sex-differential and all CTCF peaks (see panel B, below); however, male-biased Lone CTCF peaks are not significantly stronger, nor do they contain higher quality motifs than the female-biased Lone CTCF peaks. The apparent difference could be due to the fact that the CTCF ChIP-seq data from the non-liver, non-reproductive tissues examined here was obtained by the ENCODE consortium from male mice [60]. Very few male-biased and female-biased CNC peaks were bound by CTCF in other any other mouse tissues (< 20% of the total sex-biased liver CNC sites). This finding provides additional evidence that CNC sites are found at liver-specific *cis* regulatory elements, and that these sites do not act as insulators in other non-liver tissues (i.e., CTCF binding is lost in liver or gained in some other tissue). B. There is a strong association between CTCF peak strength and tissue conservation of CTCF binding, which likely explains the modestly higher tissue conservation of female-biased CTCF and cohesin peaks seen in panel A. Shown on the y-axis are reads-in-peaks normalized ChIP-seq data for all CTCF peaks, male-biased CTCF peaks, and female-biased CTCF peaks. These are grouped according to the number of non-liver ENCODE tissues with a CTCF peak, where 0 indicates a peak is liver-specific and 15 means all male mouse tissues with ENCODE datasets have CTCF bound at that position, as in panel A. C. The tissue specificity of neighboring genes varies significantly with the class of CTCF/cohesin binding site. Shown are Tau values, where a value close to 1 indicates the pattern of expression across mouse ENCODE RNA-seq datasets is highly tissue-specific, and where Tau values less than ~ 0.3 indicate housekeeping genes. Nearest genes (within 20 kb) were defined based on distance to the TSS, and only liver-expressed genes were considered (FPKM > 1). Tau values were calculated based on the average of two replicates from all tissues except testis, using expression data generated by the ENCODE consortium. Both female-biased and male-biased CNC sites are near genes that generally are more tissue-specific than liver-expressed genes. In addition, genes near female-biased CNC sites are significantly different than genes near similarly sex-biased CACs (p = 0.007; M-W test). This difference is not a reflection of the male-biased or female-biased CAC group used in the comparison, insofar as genes near female-biased CNCs are significantly more liver-specific than genes near male-biased CAC sites (p = 0.0171; M-W test), while the opposite comparison for male-biased CNCs vs female-biased CACs is still not significant (p = 0.07; M-W test). For these analyses, liver-expressed genes are defined by a liver expression value of FPKM > 1 (8810 genes in total) and mapping was based on the closest TSS within 20 kb of a peak. **Figure S4.** Screenshot of TAD containing C8a/C8b, and cohesin depletion effects. A. Shown is a screenshot with proposed model linking the distal male-biased enhancers and component complement genes *C8a* and *C8b* within a single TAD on mouse chromosome 4. This screenshot spans chr4:102960671-104603975. The tracks, normalization, and annotations are as described in Fig. 3. B. For the proximally regulated male-biased genes shown in Fig. 3B (*Nat8* and *Cml5*), depletion of cohesin does not significantly impact gene expression. **Figure S5.** Quality control of 4C-seq library. A. Agarose gel analysis for quality control of ligated, digested, and re-ligated 4C samples. Lane (i) analyzes a sample after proximity ligation, lane (ii) shows the sample after digestion with the restriction enzyme Csp6i, and lane (iii) shows the sample after self-circularization ligation. Lane (iii) represents the final material used as input for inverse PCR with viewpoint-specific primers (Additional file 2: Table S3A). DNA fragment sizes (in kb) are marked on the *left* of the gel. B. Agarose gel analysis for quality control of final 4C-seq libraries after the inverse PCR step. A diverse mixture of PCR products is present, as indicated by a smear on the gel, with sizes primarily below ~ 1 kb, which indicate a high-quality library and which allows for efficient sequencing. DNA fragment sizes (in kb) are marked on the *right* of the gel. C. Shown is RNA-seq expression data for *A1bg* and 12 mono-exonic lncRNAs (see Fig. 4A), obtained in six separate RNA-seq datasets from CD-1 mouse liver, and one RNA-seq dataset from C57/Bl6 mouse liver. The first two columns indicate the maximum expression (in FPKM) for male and female liver across these datasets. Following this from left to right, the columns indicate the mean expression level of each gene in female liver (FPKM values) for: Total PolyA + unstranded RNA-seq [sequencing series G83; [54]], Total PolyA + unstranded RNA-seq [sequencing series G85; [74]], Total PolyA + stranded RNA-seq [sequencing series G118; [54]], Nuclear PolyA + stranded RNA-seq [sequencing series G119; [54]], Total Ribosomal RNA-depleted stranded RNA-seq [sequencing series G118; [54]], Nuclear Ribosomal RNA-depleted stranded RNA-seq [sequencing series G119; [54]], and Total Ribosomal RNA-depleted stranded RNA-seq [from C57Bl6/J, all others CD-1; [98]]. The final columns indicate the nuclear enrichment for PolyA + RNA datasets and for Ribosomal RNA-depleted RNA-seq datasets (linear scale). Specifically, for PolyA + datasets, this is the FPKM value in data column 6 (“Nuclear Poly A Strnd”) divided by the FPKM value in data column 5 (“Total Poly A Strnd”). Similarly, the final column is calculated for Ribosomal RNA-Depleted Nuclear versus total RNA-seq expression (FPKM in data column 8 “Nuclear RiboM Strnd” divided by the FPKM value in data column 7 “Total RiboM Strnd”). D. Shown are the log2 male/female expression ratios for *A1bg* and the 12 mono-exonic lncRNAs (Fig. 4A) for the seven RNA-seq datasets described in panel C. Fold change is calculated by EdgeR for all datasets and the order of datasets is the same as in panel C. The final column indicates the number of datasets in which the sex differences indicated are significant (FDR < 0 0.05; EdgeR). **Figure S6.** 4C-seq data tracks for individual male and female mouse livers. Shown are 4C-seq data for the same genomic regions presented in Fig. 4, but showing the individual 4C-seq data for each of 3 male liver and 3 female liver biological replicates per viewpoint. The gene tracks and sex-biased sites are as described in Fig. 4. These bed file tracks are as follows (from top to bottom): sex-biased H3K27ac peaks, sex-biased DHS, sex-biased cohesin peaks, and sex-biased CTCF peaks. Protein coding genes, sex-biased lncRNA genes, and intra-TAD loops are also shown, where present. A. All six biological replicates for the *A1bg* enhancer viewpoint (chr15:60733512-60954051). B. All six biological replicates for the *Gm4794* enhancer viewpoint (chr10:33418446-33680888). C. All six biological replicates for the *C9* promoter viewpoint (chr15:6147917-6461799). D. All six biological replicates for the *Nudt7* enhancer viewpoint (chr8:116592444-116707613). E. Distal enhancer regions from panel C with bidirectional eRNA loci and YY1 binding sites indicated in relation to male-biased enhancers (chr15:6,164,877–6,184,670). **Figure S7.** High expression of *Nox4* in hepatocellular carcinoma and 4C-seq biological replicates. A. *Nox4* is highly upregulated in tumor relative to normal healthy tissue of mice that spontaneously develop tumors (mouse strain C3H; [53]) (p = 0.0006, M-W t-test). B. In human patient samples, *Nox4* is consistently upregulated in tumor tissue relative to normal controls, including in hepatocellular carcinoma (marked by thick black line). Only data for cancer types with matched primary tumor and normal tissue controls are shown, with *Nox4* showing significant up regulation in tumors for 14 of 18 matched tissue pairs. Expression datasets are from The Cancer Genome Atlas (TCGA) and were analyzed by the Tumor IMmune Estimation Resource (TIMER) webtool (https://cistrome.shinyapps.io/timer/) with default parameters [52]. The significance of comparisons between Normal and Tumor tissue was calculated by Wilcoxon test and is indicated on the chart as: 0 ≤ *** < 0.001 ≤ ** < 0.01 ≤ * < 0.05. For example, the difference between liver tumor versus normal tissue (p = 1.35E − 25) is indicated as ***. C. Chromatin state key for *top* browser track in Fig. 5A, which is based on chromatin states in both male and female mouse liver, which were determined for the entire genome based on a 14-state model of chromatin states developed in [14]. D. Male and female 4C-seq biological replicates for the *Nox4* enhancer-1 viewpoint (chr7:94248242-94726358). Tracks are as described in Additional file 1: Figure S6. “SB Peaks” indicate the male-biased (blue) and female-biased (pink) for the indicated factor or assay and a darker color indicates a more stringently defined sex-biased region (cutoffs differ for each factor; see “Materials and methods”). These tracks, from top to bottom, are as follows: H3K27ac ChIP-seq, DNase-seq, Rad21 ChIP-seq, and CTCF ChIP-seq and are as described in Fig. 3 and Fig. 4. A complete listing of all such peaks is provided in Additional file 5: Tables S2D and E (K27ac ChIP-seq and DNase-seq) and in Additional file 3: Tables S1D, and 1E (CTCF and cohesin ChIP-seq peaks). E. Male and female 4C-seq biological replicates for the *Nox4* enhancer-2 viewpoint (chr7:94248242-94726358). Tracks are as described in Additional file 1: Figure S6 and in panel D of this Figure. F. Three separate models of regulatory domain prediction support the model that *Nox4* enhancer-1 viewpoint and enhancer-2 viewpoint (VP1, VP2) do not interact. The position of enhancer-1 viewpoint is indicated by a red arrow, and the position of enhancer-2 viewpoint is indicated by a green arrow. From *top* to *bottom*: Enhancer Promoter Units (EPUs) are domains based on the pan-tissue correlation of ChIP-seq signal at enhancer and promoters [60]; intra-TAD loops are computationally predicted based on CTCF and cohesin ChIP-seq data for male mouse liver [31]; cohesin ChIA-PET loops show cohesin-anchored interactions from mouse embryonic stem cells [26].

**Additional file 2: Table S3.** A. 4C-seq Primer Sequences. B. ChIP-seq Stats. C. 4C-seq Stats.

**Additional file 3: Table S1.** A. CTCF Sex Differential Peaks. B. Cohesin Sex Differential Peaks. C. CAC Sex Differential Peaks. D. CTCF Trackline. E. Cohesin Trackline. F. Male CTCF Peaks. G. Female CTCF Peaks. H. Male Coh peaks. I. Female Coh peaks. J. M/F iTADs. K. F iTAD Anchors.

**Additional file 4: Table S4.** 4CSeq.

**Additional file 5: Table S2.** A. PCG Coh Depl Expr. B. lncRNA Coh Depl Expr. C. M-biased Genes CohDepl. D. H3K27ac trackline. E. DHS trackline.

## Data Availability

The datasets generated and/or analyzed during the current study are included in this published article and its supplementary information files. Raw and processed sequencing files generated in this study are available at GEO under accession numbers GSE130908, GSE102997, and GSE130911.

# Supplementary material for: Impact of 3D genome organization, guided by cohesin and CTCF looping, on sex-biased chromatin interactions and gene expression in mouse liver
**Source:** Epigenetics Chromatin. 2020 Jul 17;13:30. doi: 10.1186/s13072-020-00350-y
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Consistency of biological replicates and additional features of sex-biased differential CTCF/cohesin peaks. A-D. Consistency of biological replicate ChIP-seq samples, with merged tracks and annotations as in Figs. 2 and 3. Here, we additionally show all cohesin (n = 3 per sex) and CTCF ChIP-seq replicates (n = 4 per sex). Blue, samples from male mouse liver; red, samples from female mouse liver are shown in red. A. Biological replicates for a male-biased “Lone CTCF” site nearby Mir2136. B. Biological replicates for two female-biased CAC(ΔCoh) peaks nearby 5530601H04Rik. Higher cohesin signal is observed across replicates for both the weaker upstream peak and a strong downstream peak. CTCF signal is not significantly different at either peak. C. Biological replicates for a female-biased CAC peak (ΔCoh AND ΔCTCF) upstream of strong sex-independent peak in an intron of Moh9. D. Biological replicates for several sex-independent CAC peaks of various peak strengths. Replicates are consistent at all sites regardless of peak strength. E. The limited overlap of sex-biased CTCF and sex-biased cohesin binding, seen in Fig. 1B, is not an artifact of the thresholds used for peak filtering. In the data shown here, similar to Fig. 1B, the overlap of sex-biased CTCF and sex-biased cohesin binding sites is limited. Shown are Venn diagrams with the number of overlapping sex-biased cohesin (Left; blue) and CTCF sites (Right; purple) for the following groups (top to bottom): (1) All sex-differential sites output by diffReps without filtering for overlap of a MACS2 ChIP-seq peak; (2) All sex-differential diffReps sites (rather than peaks, which may contain multiple sites) from diffReps that overlap a MACS2 peak for a given factor; (3) All sex-differential hotspots identified by diffReps, which is an alternate method in the diffReps software package to identify differential sites. Specifically, this last approach looks for clusters of differentially co-regul

# **Impact of 3D genome organization, guided by cohesin and CTCF looping, on sex-biased chromatin interactions and gene expression in mouse liver**

Bryan J. Matthews and David J. Waxman

## **Listing of Supplemental Materials**

### **Additional file 1: contains Figures S1-S7**

Figure S1: Consistency of biological replicates and additional features of sex-biased differential CTCF/cohesin peaks

Figure S2: Comparison of sex-biased CTCF/cohesin peaks

Figure S3: Tissue conservation features of sex-differential peaks

Figure S4: Additional C8a/C8b screenshot and cohesin depletion effects

Figure S5: Quality control of 4C-seq Samples and A1bg lncRNA analysis

Figure S6: Additional 4C-seq screenshots with replicates

Figure S7: High expression of Nox4 in HCC (both human and mouse model) and other Nox4 screenshots

### **Additional file 2: Table S3**

### **Additional file 3: Table S1**

### **Additional file 4: Table S4**

### **Additional file 5: Table S2**

### **Supplemental References**

## Supplemental figure legends

### Fig. S1 – Consistency of biological replicates and additional features of sex-biased differential CTCF/cohesin peaks

**A-D.** Consistency of biological replicate ChIP-seq samples, with merged tracks and annotations as in Figures 2 and 3. Here, we additionally show all cohesin (n=3 per sex) and CTCF ChIP-seq replicates (n=4 per sex). Blue, samples from male mouse liver; red, samples from female mouse liver are shown in red.

**A.** Biological replicates for a male-biased “Lone CTCF” site nearby *Mir2136*.

**B.** Biological replicates for two female-biased CAC( $\Delta$ Coh) peaks nearby *5530601H04Rik*. Higher cohesin signal is observed across replicates for both the weaker upstream peak and a strong downstream peak. CTCF signal is not significantly different at either peak.

**C.** Biological replicates for a female-biased CAC peak ( $\Delta$ Coh AND  $\Delta$ CTCF) upstream of strong sex-independent peak in an intron of *Moh9*.

**D.** Biological replicates for several sex-independent CAC peaks of various peak strengths. Replicates are consistent at all sites regardless of peak strength.

**E.** The limited overlap of sex-biased CTCF and sex-biased cohesin binding, seen in Fig. 1B, is not an artifact of the thresholds used for peak filtering. In the data shown here, similar to Fig. 1B, the overlap of sex-biased CTCF and sex-biased cohesin binding sites is limited. Shown are Venn diagrams with the number of overlapping sex-biased cohesin (*Left*; blue) and CTCF sites (*Right*; purple) for the following groups (top to bottom): (1) All sex-differential sites output by diffReps without filtering for overlap of a MACS2 ChIP-seq peak; (2) All sex-differential diffReps sites (rather than *peaks*, which may contain multiple sites) from diffReps that overlap a MACS2 peak for a given factor; (3) All sex-differential hotspots identified by diffReps, which is an alternate method in the diffReps software package to identify differential sites. Specifically, this last approach looks for clusters of differentially co-regulated sites that might be missed by simple overlap analysis. Overlap for all Venn diagrams is defined as  $\geq 1$  bp overlapping using bedtools. In some cases, two Rad21 peaks overlap a CTCF peak, or vice versa, and therefore, the number of overlapping cohesin (Rad21) sites does not necessarily equal the number of CTCF sites (hence, two numbers in the Venn overlap).

**F.** Pie charts showing the class distribution of each sex-biased CTCF/cohesin peak set (from top to bottom): male-biased  $\Delta$ Cohesin peaks, female-biased  $\Delta$ Cohesin peaks, male-biased  $\Delta$ CTCF peaks, and female-biased  $\Delta$ CTCF peaks. For each of these four groups, the fraction of peaks at CAC sites is shown in purple while the fraction of peaks at either CNC (for  $\Delta$ Cohesin) or Lone CTCF (for  $\Delta$ CTCF) is shown in blue. The total number of differential peaks in each group is indicated below each chart. Overall, female-biased sites are comprised of a higher percentage of CAC sites than male-biased sites. Consequently, a larger percentage of male-biased peaks are CNC peaks (for  $\Delta$ Cohesin peaks) and Lone CTCF peak (for  $\Delta$ CTCF peaks). Peak numbers here differ slightly from Fig. 1B for cohesin differential peaks, but not CTCF, because of our approach to categorizing peaks as CNC or CAC for cohesin peaks (see Methods). For CTCF we defined CAC peaks as genomic regions bound by CTCF that were also bound by cohesin in a majority of individual cohesin replicates (2 or 3 out of a total n=3 per sex). Using the same approach for cohesin, we defined CAC peaks as genomic regions bound by cohesin that were also bound by CTCF in a majority of individual CTCF replicates (3 or 4 out of a total n=4 per sex). If a peak was bound by none or only a minority of replicates for the opposite factor then it was considered Lone CTCF (in the case of CTCF; 0 or 1 cohesin replicates overlapping) or CNC (in the case of cohesin; 0 or 1 CTCF replicates overlapping). As CTCF has n=4 replicates, if a cohesin peak is bound by exactly 2 individual CTCF replicates (of the same sex) then it is not classified and is excluded from downstream analyses. 54 male-biased cohesin peaks overlap 2 male CTCF replicates and 36 female-biased cohesin peaks overlap 2 female CTCF replicates (value of 2 in column H of Table S1B). All overlaps were performed using bedtools with a minimum overlap of 1 bp, and all comparisons were made separately for males and females.

Fig. S1A-S1D

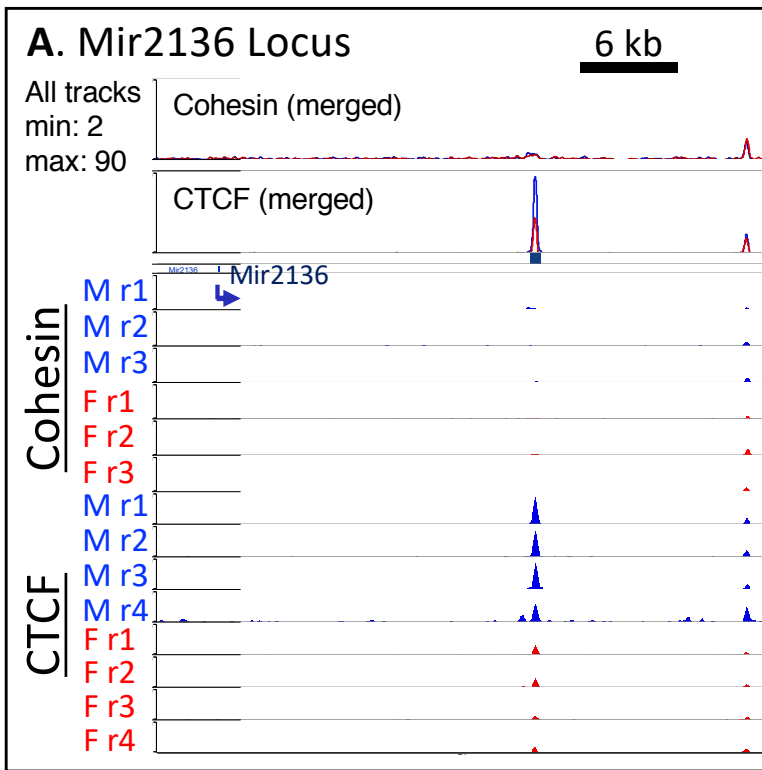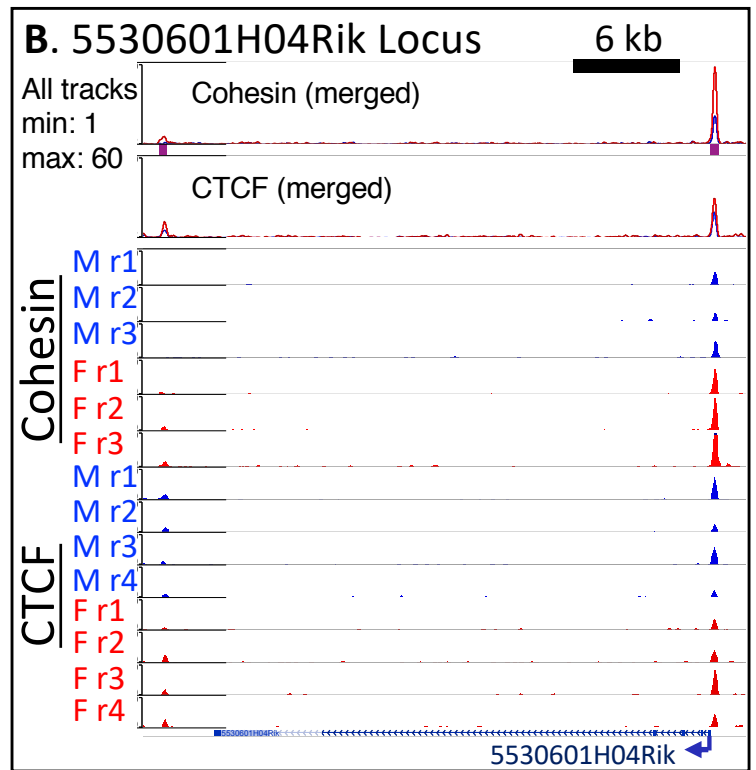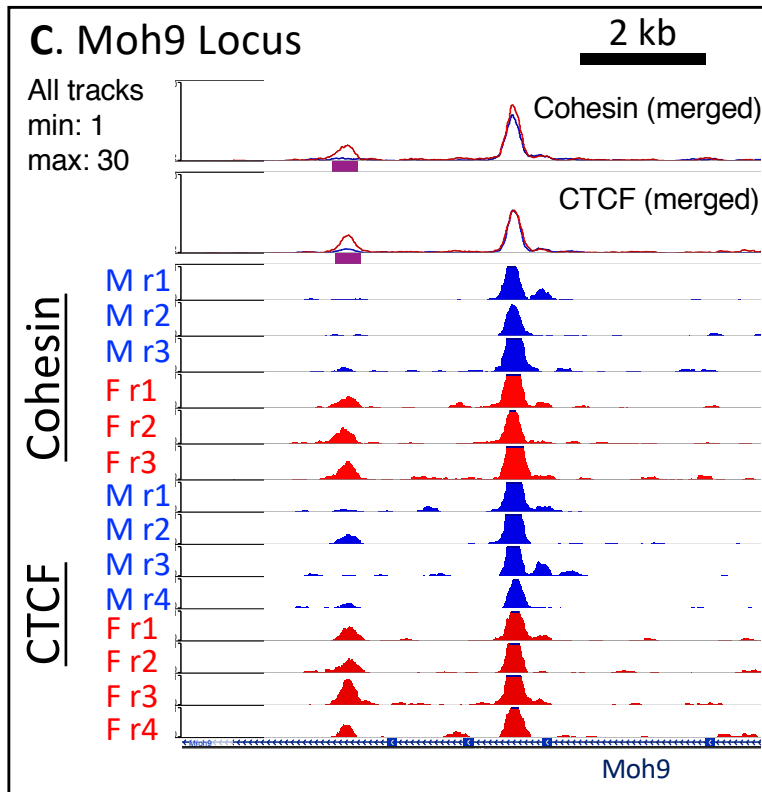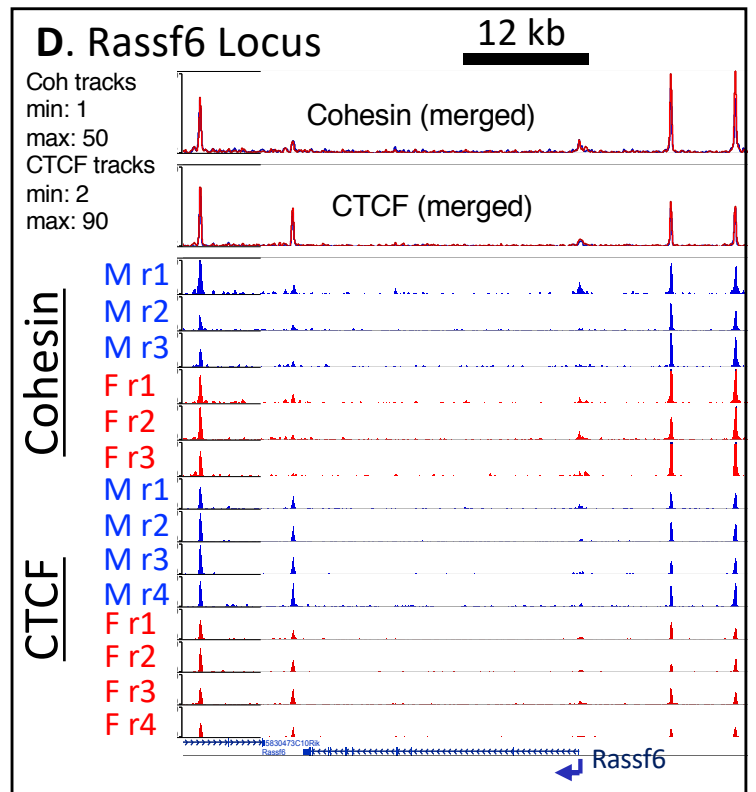

Fig. S1EF

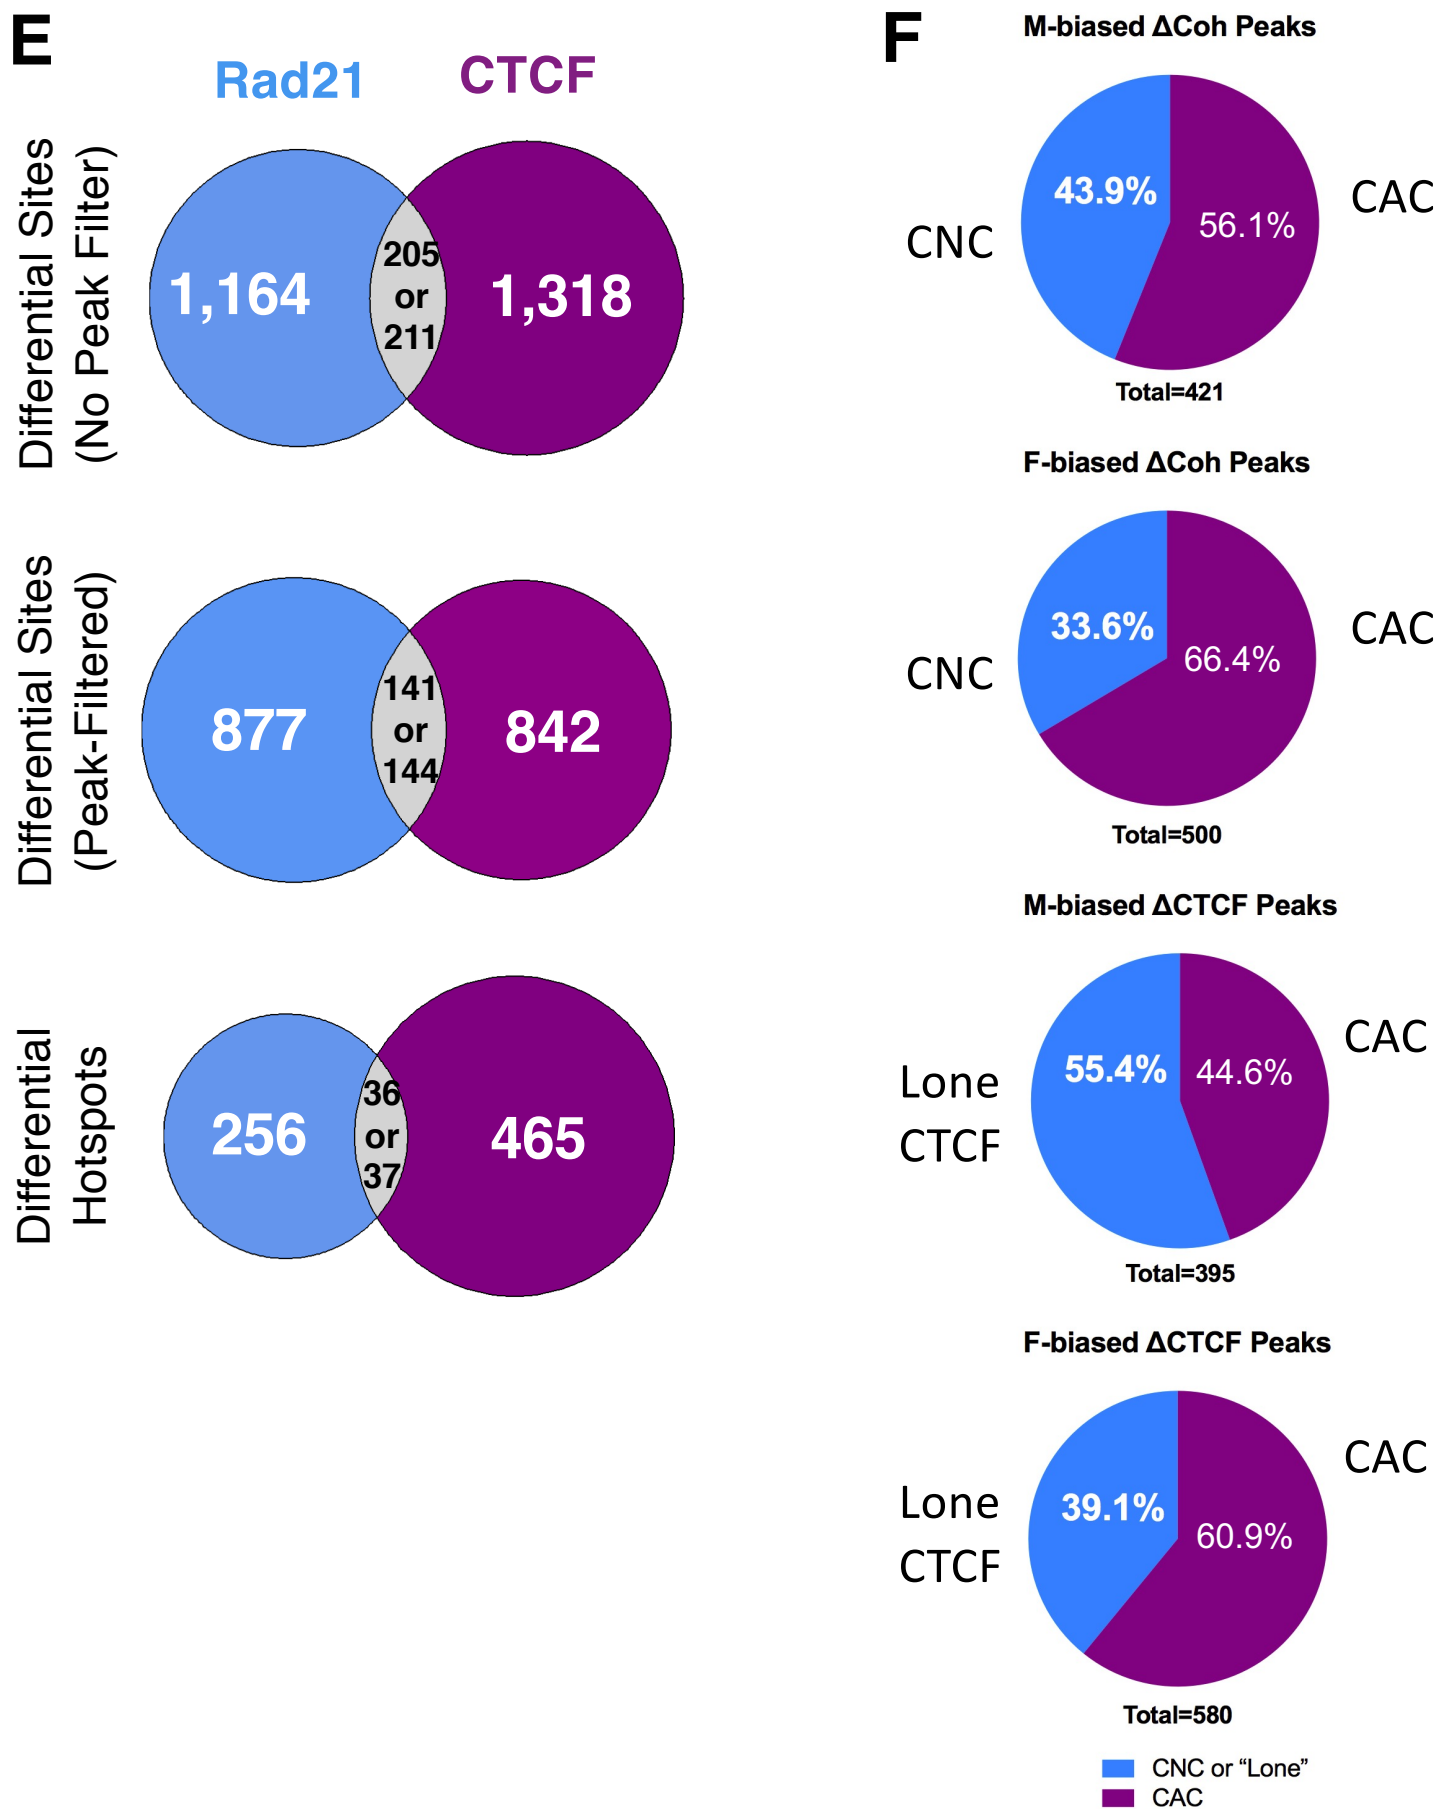

## Fig. S2 – Comparison of sex-biased CTCF/cohesin peaks

**A.** Female-biased CTCF and cohesin peaks tend to be stronger than male-biased peaks. Shown here are box plots for ChIP-seq signal for CTCF and cohesin for both  $\Delta$ Cohesin and  $\Delta$ CTCF peaks. These plots differ from those presented in Fig. 2A, which present normalized ChIP signal for the factor with differential signal (i.e. male and female cohesin ChIP-seq signal for  $\Delta$ Cohesin peaks). In aggregate, CAC peaks with significant sex-biased cohesin binding show the same directionality of sex-bias for CTCF (and vice versa), albeit at a reduced magnitude (see also Fig. 1C). The y-axis shows normalized ChIP-seq signal for the groups indicated along the x-axis. Peaks with male-biased and female-biased cohesin binding (*Left*) and CTCF binding (*Right*) are presented separately. Each group of 4 box plots represents the male and female ChIP-seq signal for cohesin, followed by the corresponding ChIP-seq signals for CTCF for the same set of peaks. Each plot represents all differential peaks for a given sex (male or female) and factor (CTCF or cohesin). These four datasets are further divided by peak type (CAC or CNC for  $\Delta$ Cohesin peaks, and CAC or Lone CTCF for  $\Delta$ CTCF peaks), as indicated below the x-axis. Peak scores are calculated by average intra-peak ChIP signal, normalized by the total sequence reads per million in peak (RIPM; see Methods).

**B.** Female-biased CAC peaks contain higher quality CTCF motifs than male-biased CAC peaks [ $p=0.0212$  for CAC( $\Delta$ Coh) and  $p=0.0023$  for CAC( $\Delta$ CTCF) peaks; M-W t-test], as reflected by the FIMO motif score. This log-likelihood ratio score is a reflection of how close the best intra-peak motif matches the canonical core CTCF motif MA0139.1. There is no significant difference between motif scores for male-biased and female-biased Lone CTCF, or for male-biased and female-biased CNC peaks ( $p=0.7671$  and  $p=0.1329$ ; M-W t-test). The dashed line at FIMO score = 10 reflects the cutoff used to define the presence or absence of a motif in Fig. S2C.

**C.** CTCF Motif frequency, based on presence of CTCF motif (MA0139.1) as identified by FIMO, with a minimum score of 10. The y-axis shows the percent of peaks in each group (separately for male-biased, female-biased, and sex-independent) found to have a CTCF motif within the peak region. A larger fraction of female-biased than male-biased CAC peaks was found to contain a CTCF binding motif. In contrast, a larger fraction of male-biased Lone CTCF peaks contain a CTCF motif, despite no significant difference in peak strength between male-biased and female-biased Lone CTCF peaks. A larger fraction of female-biased CNC peaks contain a CTCF motif, however, the vast majority do not contain CTCF motifs, as expected (< 20% for all groups). In all cases, the percent for each group is comparable to a matched set of sex-independent peaks.

**D.** Proportion of male-biased and female-biased CTCF peaks that have: no CTCF motif (gray), a CTCF motif lacking a CpG dinucleotide (orange), or a CTCF motif containing a CpG dinucleotide (orange). “All” indicates any male-biased or female-biased CTCF peak.

**E.** Female-biased intra-TAD on Chr19 that contains 12 sex-biased genes, shown in blue and red boxes, some of which are lncRNA genes (lncRNA gene designations, in green). Inset at bottom left of the Figure shows CTCF and cohesin (Rad21) ChIP-seq tracks for male and female mouse liver surrounding the 3' boundary of the female-biased intra-TAD.

**F.** Intra-TAD loops and loop anchors are mostly shared between male and female mouse liver. Using a computational intra-TAD loop prediction algorithm [1], we used the cohesin and CTCF ChIP-seq datasets for male and female mouse liver to identify 9,543 intra-TAD loops in male liver [1] and 9,724 loops in female liver, respectively. 87.9% of the intra-TAD loops in male liver were also identified in female liver (*left*), and 93.4% of the male intra-TAD loop anchors are also predicted to be loop anchors in female liver. This finding is consistent with there being a limited number of autosomal CAC peaks with sex differences in CTCF and cohesin binding (53 total) (Table S1C). To account for nested loop structures, shared loops were defined as loops with a reciprocal overlap of 80% or greater between the loops, as implemented in prior studies of CAC-mediated insulating loops [1, 2].

Fig. S2ABCD

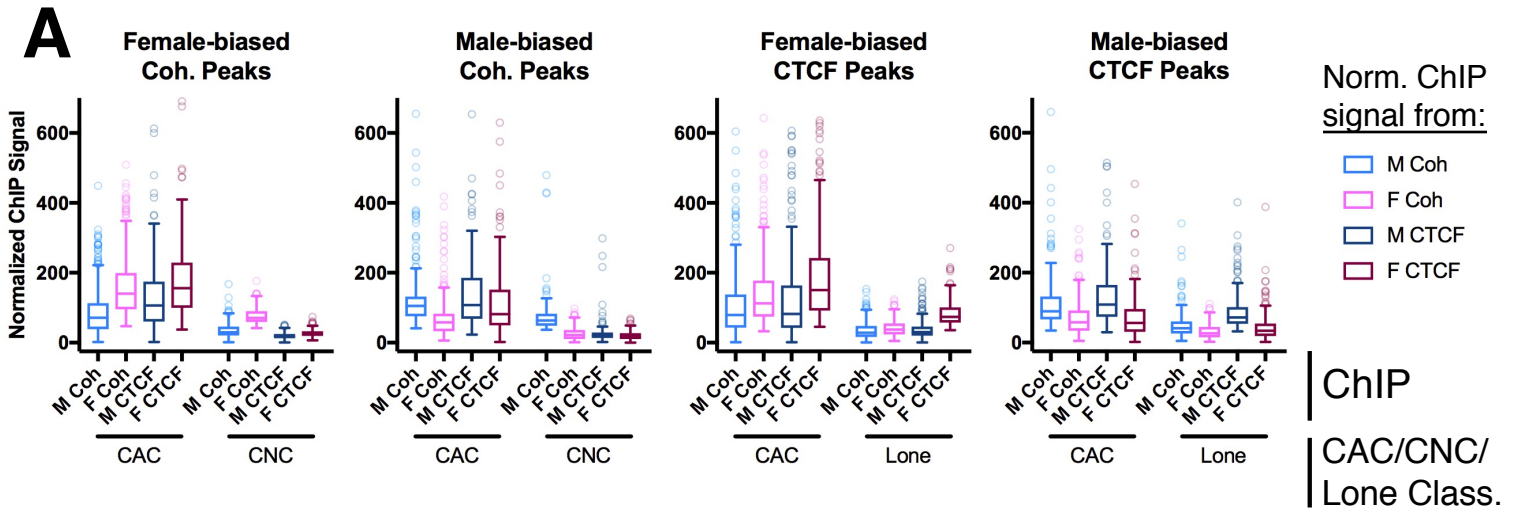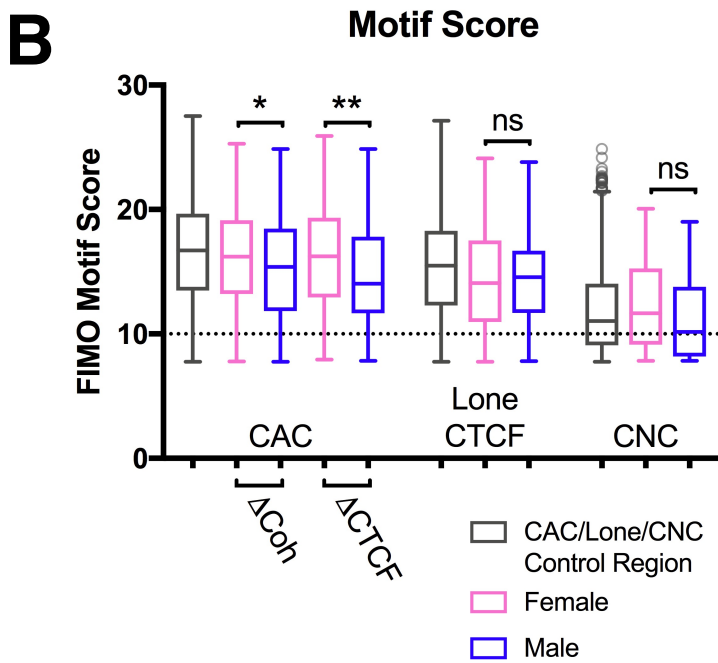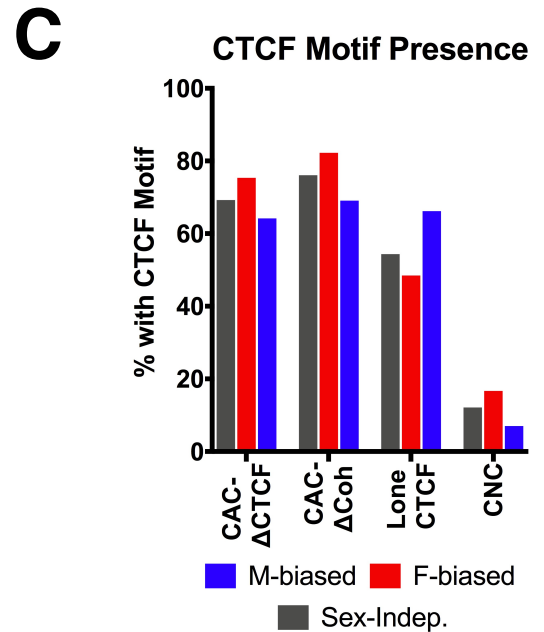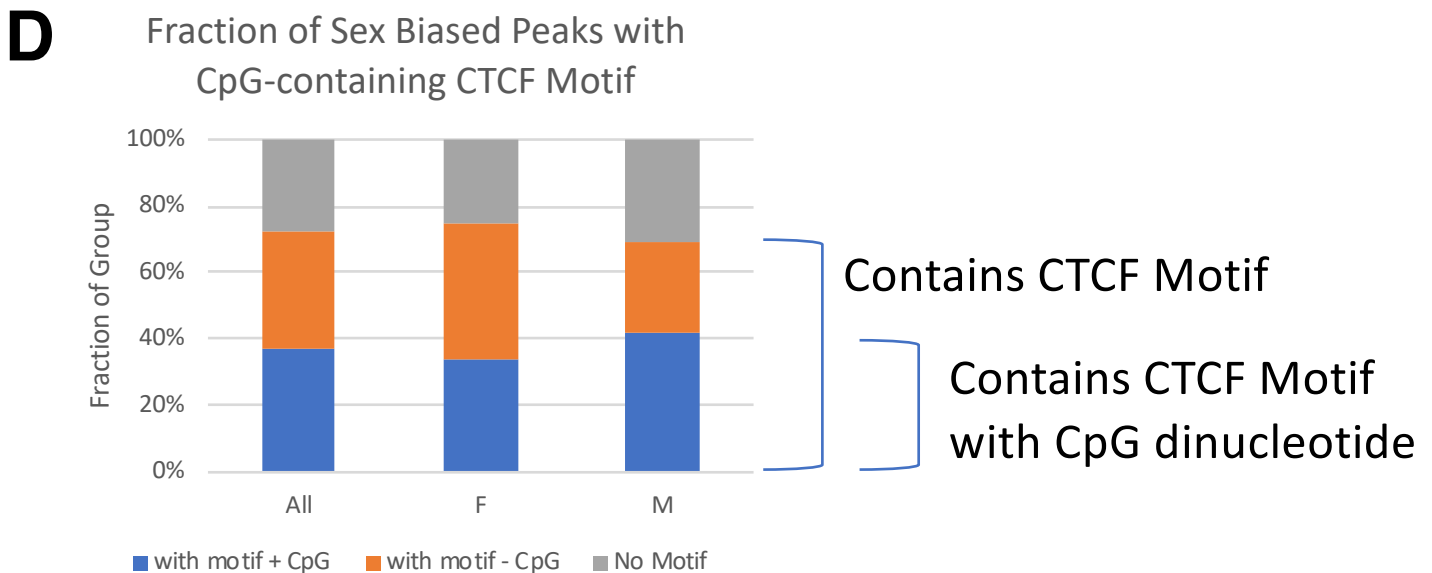

**E** Female-biased intra-TAD containing 12 sex-biased genes

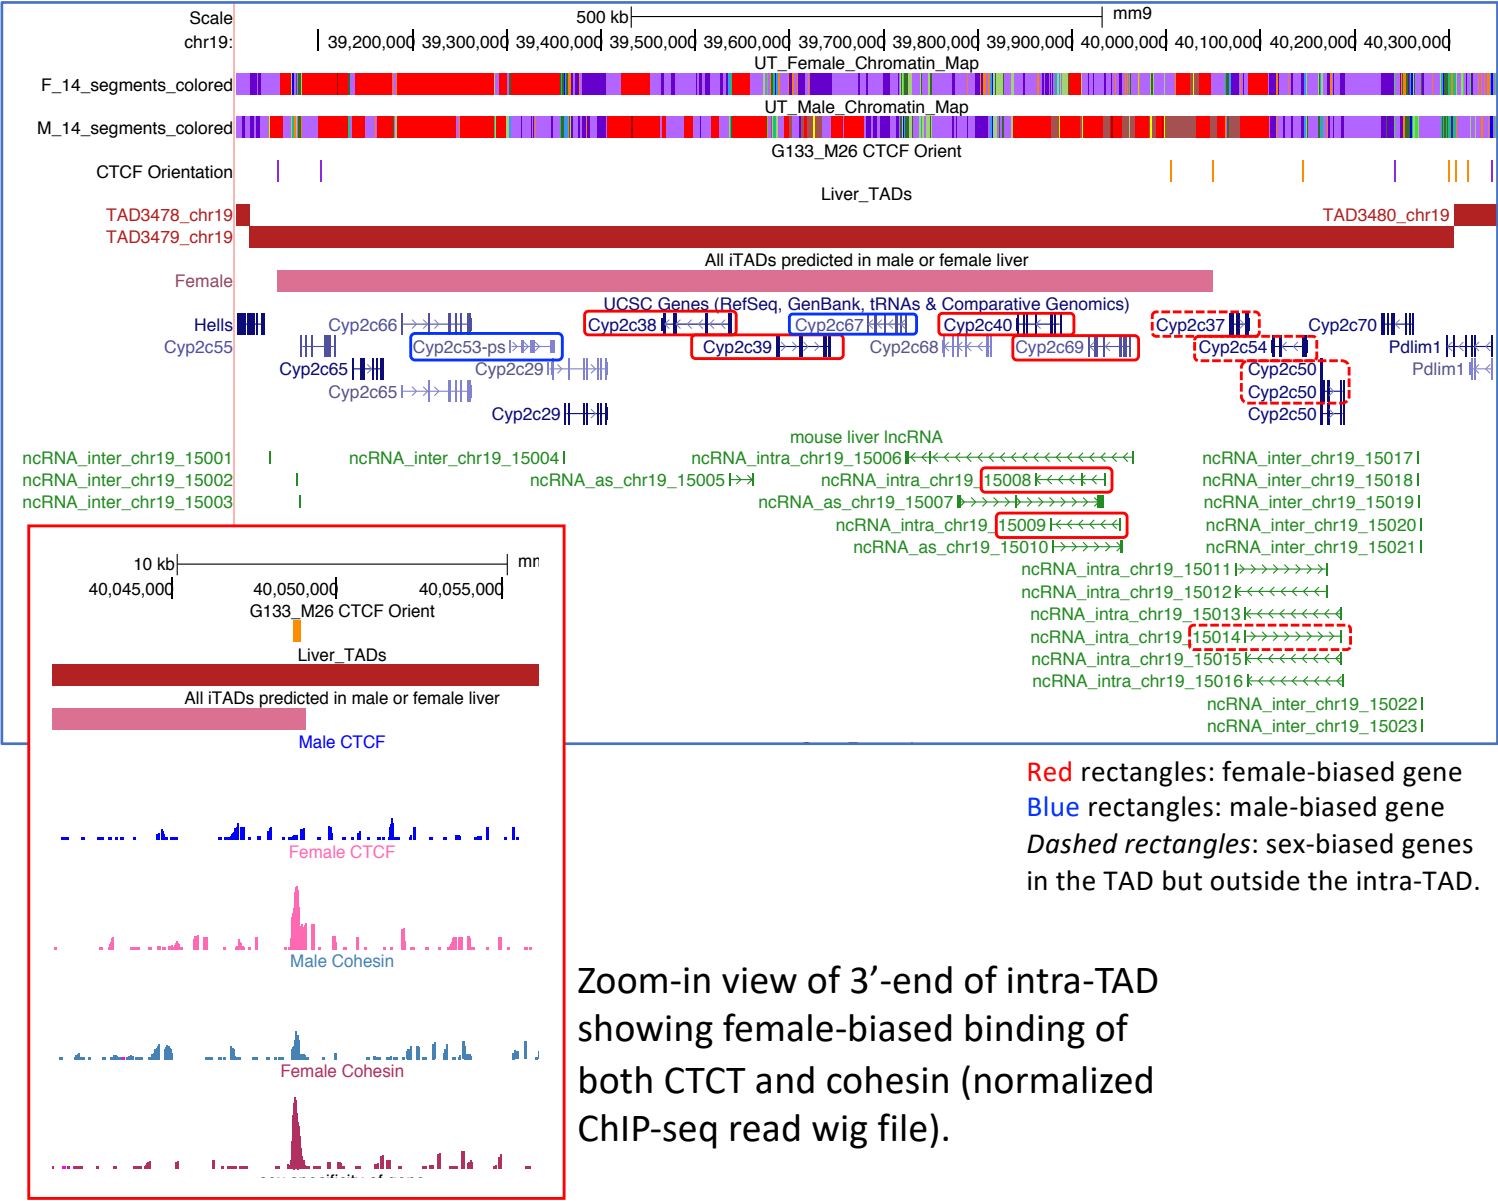

**F** Loop Overlap

12.1%

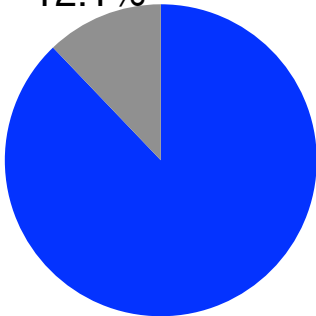

Total=9543  
Male intra-TAD loops

Found in Female  
Not found in Female

Anchor Overlap

6.4%

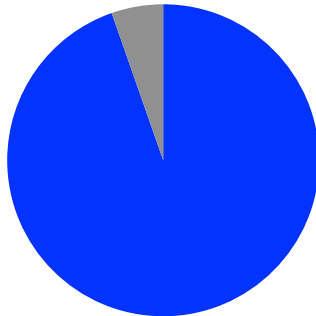

Total=9052  
Male intra-TAD loop anchors

Found in Female  
Not found in Female

**Fig. S3 – Tissue conservation of liver sex-differential CTCF and cohesin peaks in ENCODE mouse consortium datasets.**

**A.** The x-axis indicates the number of male mouse tissues other than liver where CTCF is bound, out of 15 tissues examined by the ENCODE Consortium. A value of 15 indicates tissue-ubiquitous CTCF binding, and a value of 0 indicates liver-specific CTCF binding. The y-axis shows the proportion of male-biased peaks (blue) or female-biased peaks (red) that fall into a given bin. P-values comparing the distribution of tissue-specificity values for CTCF binding between males and females are indicated in the upper *left* corner of each plot (KS t-test). Results show that CAC sites (upper panels) are much less tissue-specific than Lone CTCF and CNC sites (lower panels). Further, female-biased CAC peaks are less tissue-specific than male-biased CAC peaks, while male-biased Lone CTCF peaks are less liver-specific than female-biased peaks of the same class. The greater tissue ubiquity of CTCF binding for female-biased CAC peaks could be due to the fact that female-biased CTCF peaks are stronger and contain higher quality CTCF motifs, insofar as stronger peaks show greater conservation for both sex-differential and all CTCF peaks (see panel B, below); however, male-biased Lone CTCF peaks are not significantly stronger, nor do they contain higher quality motifs than the female-biased Lone CTCF peaks. The apparent difference could be due to the fact that the CTCF ChIP-seq data from the non-liver, non-reproductive tissues examined here was obtained by the ENCODE consortium from male mice [3]. Very few male-biased and female-biased CNC peaks were bound by CTCF in other any other mouse tissues (<20% of the total sex-biased liver CNC sites). This finding provides additional evidence that CNC sites are found at liver-specific *cis* regulatory elements, and that these sites do not act as insulators in other non-liver tissues (i.e., CTCF binding is lost in liver or gained in some other tissue).

**B.** There is a strong association between CTCF peak strength and tissue conservation of CTCF binding, which likely explains the modestly higher tissue conservation of female-biased CTCF and cohesin peaks seen in panel A. Shown on the y-axis are reads-in-peaks normalized ChIP-seq data for all CTCF peaks, male-biased CTCF peaks, and female-biased CTCF peaks. These are grouped according to the number of non-liver ENCODE tissues with a CTCF peak, where 0 indicates a peak is liver-specific and 15 means all male mouse tissues with ENCODE datasets have CTCF bound at that position, as in panel A.

**C.** The tissue specificity of neighboring genes varies significantly with the class of CTCF/cohesin binding site. Shown are Tau values, where a value close to 1 indicates the pattern of expression across mouse ENCODE RNA-seq datasets is highly tissue-specific, and where Tau values less than ~0.3 indicate housekeeping genes. Nearest genes (within 20 kb) were defined based on distance to the TSS, and only liver-expressed genes were considered (FPKM > 1). Tau values were calculated based on the average of two replicates from all tissues except testis, using expression data generated by the ENCODE consortium. Both female-biased and male-biased CNC sites are near genes that generally are more tissue-specific than liver-expressed genes. In addition, genes near female-biased CNC sites are significantly different than genes near similarly sex-biased CACs ( $p=0.007$ ; M-W test). This difference is not a reflection of the male-biased or female-biased CAC group used in the comparison, insofar as genes near female-biased CNCs are significantly more liver-specific than genes near male-biased CAC sites ( $p=0.0171$ ; M-W test), while the opposite comparison for male-biased CNCs vs female-biased CACs is still not significant ( $p=0.07$ ; M-W test). For these analyses, liver-expressed genes are defined by a liver expression value of FPKM > 1 (8,810 genes in total) and mapping was based on the closest TSS within 20 kb of a peak.

Fig. S3

A.

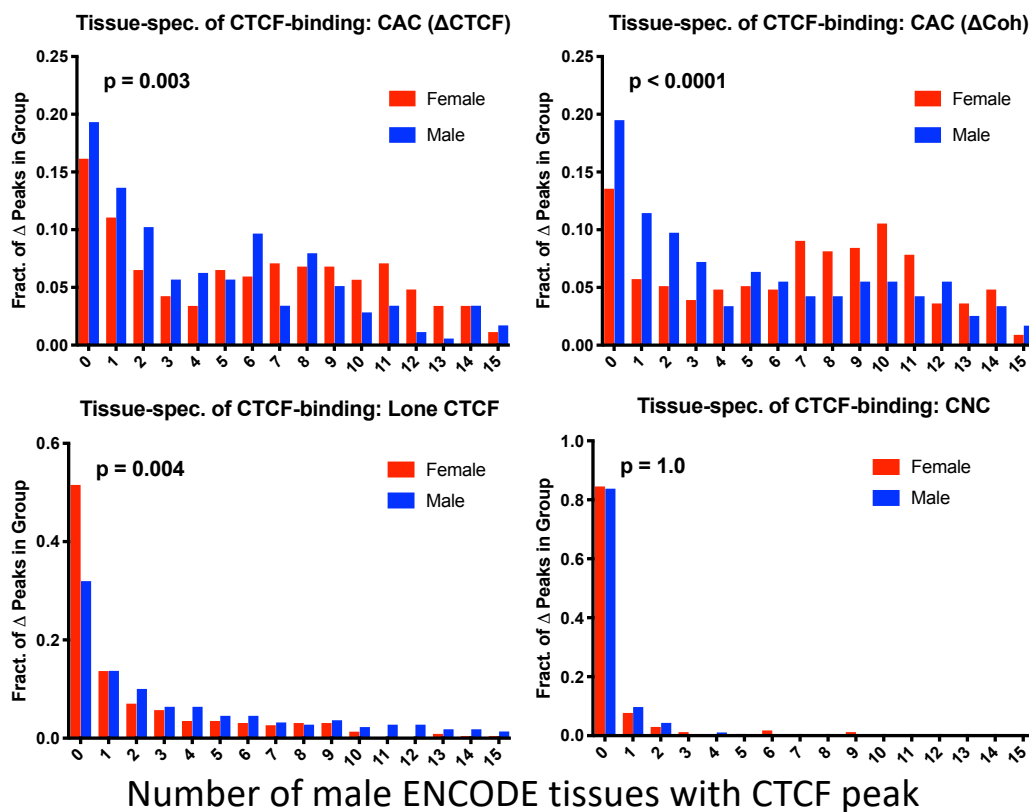

B.

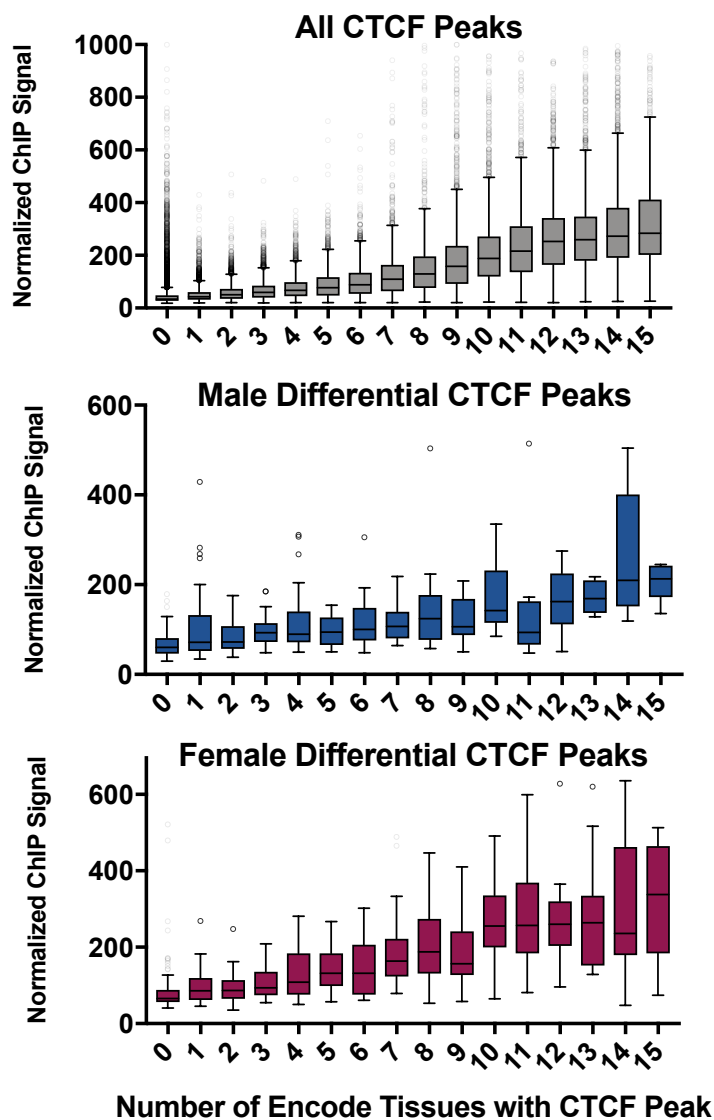

C.

Tissue Specificity of Nearest Expr. Gene ( $\leq 20$  kb TSS)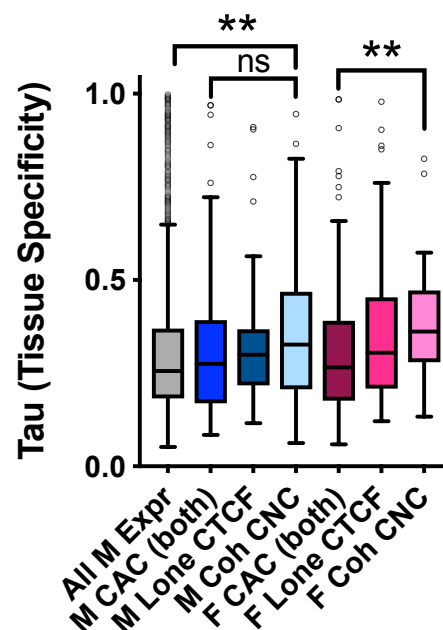

Higher value = more tissue specific

**Fig. S4 – Screenshot of TAD containing C8a/C8b, and cohesin depletion effects**

**A.** Shown is a screenshot with proposed model linking the distal male-biased enhancers and component complement genes *C8a* and *C8b* within a single TAD on mouse chromosome 4. This screenshot spans chr4:102960671-104603975. The tracks, normalization, and annotations are as described in Fig. 3.

**B.** For the proximally-regulated male-biased genes shown in Fig. 3B (*Nat8* and *Cml5*), depletion of cohesin does not significantly impact gene expression.

Fig. S4

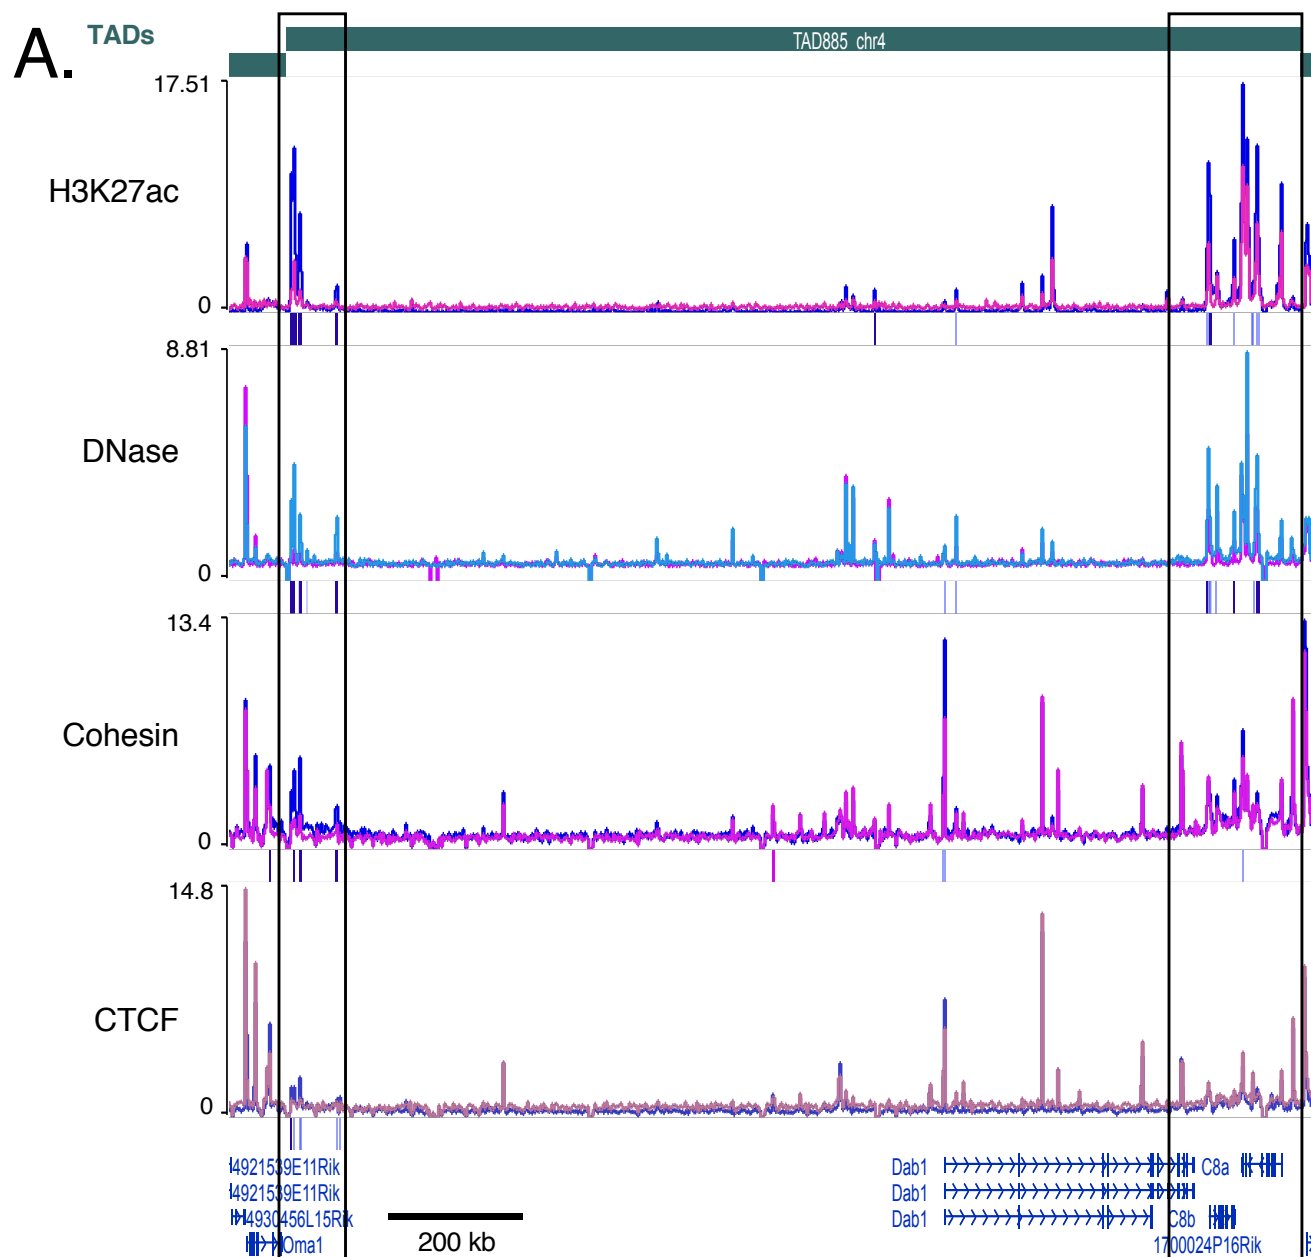

### Region A:

Distal, highly male-biased enhancers (Figure 3C)

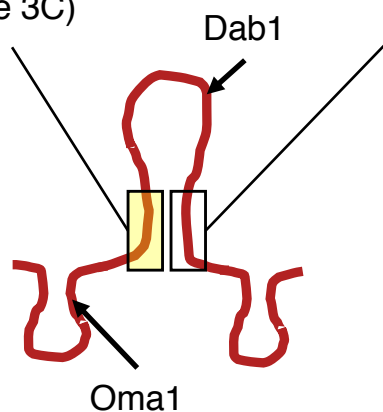

### Region B:

C8a, C8b, and proximal, modestly sex-biased enhancers

### B. Expression After Cohesin Depl.

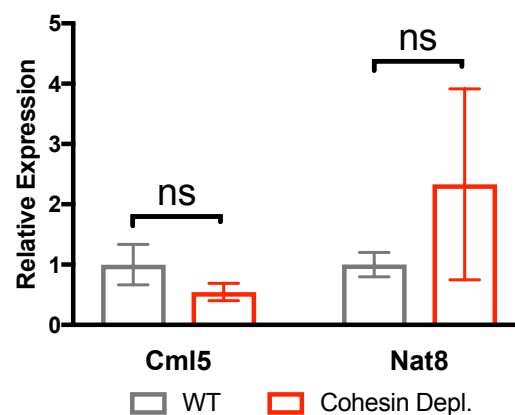

### Fig. S5 – Quality control of 4C-seq library and expression data for A1bg region

**A.** Agarose gel analysis for quality control of ligated, digested, and re-ligated 4C samples. Lane (i) analyzes a sample after proximity ligation, lane (ii) shows the sample after digestion with the restriction enzyme Csp6i, and lane (iii) shows the sample after self-circularization ligation. Lane (iii) represents the final material used as input for inverse PCR with viewpoint-specific primers (Table S3A). DNA fragment sizes (in kb) are marked on the *left* of the gel.

**B.** Agarose gel analysis for quality control of final 4C-seq libraries after the inverse PCR step. A diverse mixture of PCR products is present, as indicated by a smear on the gel, with sizes primarily below ~1 kb, which indicate a high-quality library and which allows for efficient sequencing. DNA fragment sizes (in kb) are marked on the *right* of the gel.

**C.** Shown is RNA-seq expression data for *A1bg* and 12 mono-exonic lncRNAs (see Fig. 4A), obtained in six separate RNA-seq datasets from CD-1 mouse liver, and one RNA-seq dataset from C57/Bl6 mouse liver. The first two columns indicate the maximum expression (in FPKM) for male and female liver across these datasets. Following this from left to right, the columns indicate the mean expression level of each gene in female liver (FPKM values) for: Total PolyA+ unstranded RNA-seq [sequencing series G83; [4]], Total PolyA+ unstranded RNA-seq [sequencing series G85; [5]], Total PolyA+ stranded RNA-seq [sequencing series G118; [4]], Nuclear PolyA+ stranded RNA-seq [sequencing series G119; [4]], Total Ribosomal RNA-depleted stranded RNA-seq [sequencing series G118; [4]], Nuclear Ribosomal RNA-depleted stranded RNA-seq [sequencing series G119; [4]], and Total Ribosomal RNA-depleted stranded RNA-seq [from C57Bl6/J, all others CD-1; [6]]. The final columns indicate the nuclear enrichment for PolyA+ RNA datasets and for Ribosomal RNA-depleted RNA-seq datasets (linear scale). Specifically, for PolyA+ datasets, this is the FPKM value in data column 6 (“Nuclear Poly A Strnd”) divided by the FPKM value in data column 5 (“Total Poly A Strnd”). Similarly, the final column is calculated for Ribosomal RNA-Depleted Nuclear versus total RNA-seq expression (FPKM in data column 8 “Nuclear RiboM Strnd” divided by the FPKM value in data column 7 “Total RiboM Strnd”).

**D.** Shown are the log<sub>2</sub> male/female expression ratios for *A1bg* and the 12 mono-exonic lncRNAs (Fig. 4A) for the seven RNA-seq datasets described in panel C. Fold change is calculated by EdgeR for all datasets and the order of datasets is the same as in panel C. The final column indicates the number of datasets in which the sex differences indicated are significant (FDR < 0.05; EdgeR).

Fig. S5

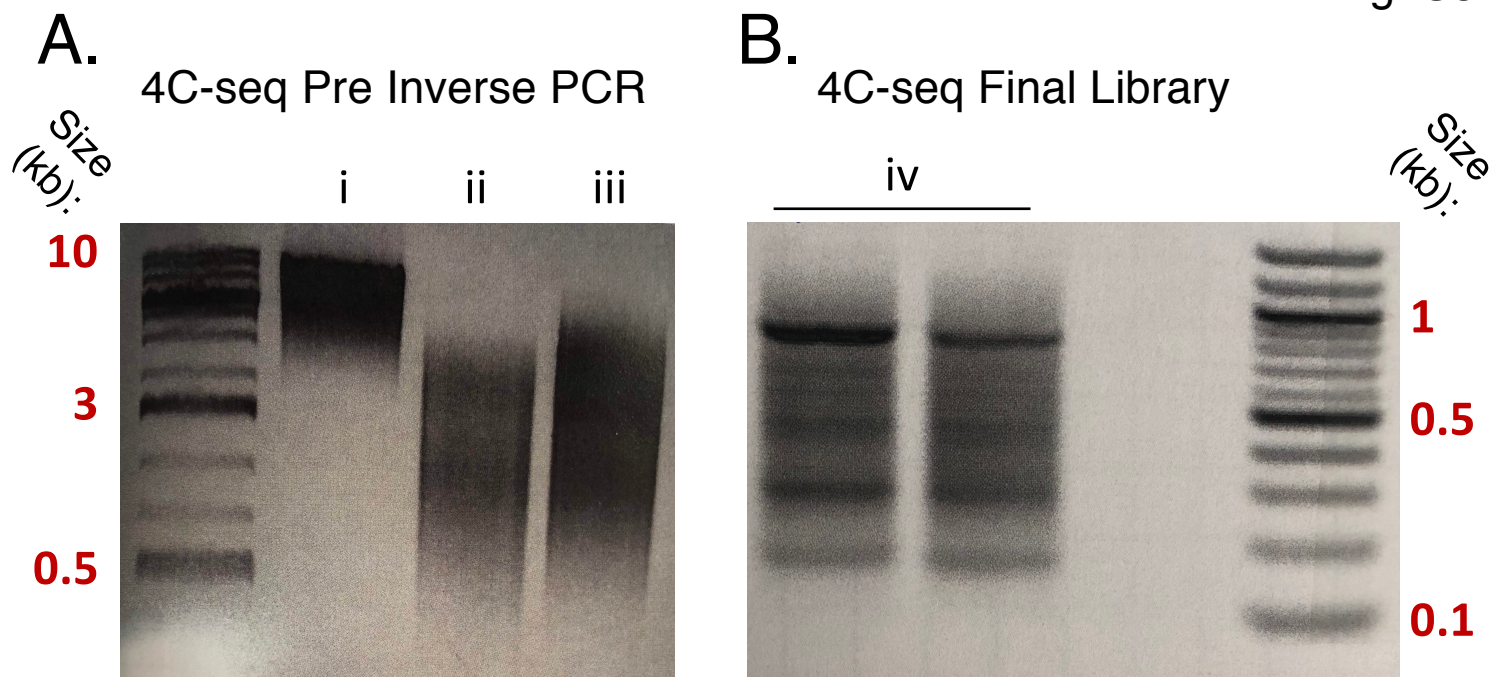

**C.** Expression Across Datasets (F FPKM)

|                         | Max FPKM Male | Max FPKM Female | Total PolyA Unstr F (G83) | PolyA Unstr F (G85) | Total PolyA Strnd F | Nuclear PolyA Strnd F | Total RiboM Strnd F | Nuclear RiboM Strnd F | B6 Total RiboM Strnd F | Nuclear Enrichment         |                            |
|-------------------------|---------------|-----------------|---------------------------|---------------------|---------------------|-----------------------|---------------------|-----------------------|------------------------|----------------------------|----------------------------|
|                         |               |                 |                           |                     |                     |                       |                     |                       |                        | Nuclear Enrichment (PolyA) | Nuclear Enrichment (RiboM) |
| ncRNA_inter_chr15_12590 | 0.01          | 2.71            | 0.62                      | 1.30                | 0.54                | 2.57                  | 0.67                | 2.71                  | 0.13                   | 4.8                        | 4.1                        |
| ncRNA_inter_chr15_12591 | 0.01          | 2.11            | 0.35                      | 0.97                | 0.50                | 1.15                  | 0.53                | 2.11                  | 0.18                   | 2.3                        | 4.0                        |
| ncRNA_inter_chr15_12592 | 0             | 0.99            | 0.25                      | 0.35                | 0.06                | 0.22                  | 0.29                | 0.99                  | 0.07                   | 3.6                        | 3.5                        |
| ncRNA_inter_chr15_12593 | 0             | 1.80            | 0.06                      | 0.19                | 0.09                | 1.06                  | 0.31                | 1.80                  | 0.12                   | 11.4                       | 5.9                        |
| ncRNA_inter_chr15_12595 | 0.01          | 1.13            | 0.01                      | 0.01                | 0.01                | 0.33                  | 0.23                | 1.13                  | 0.03                   | 38.8                       | 5.0                        |
| ncRNA_inter_chr15_12596 | 0.02          | 1.77            | 0.02                      | 0                   | 0.03                | 0.24                  | 0.15                | 1.77                  | 0.07                   | 9.3                        | 11.8                       |
| ncRNA_inter_chr15_12597 | 0             | 0.91            | 0.01                      | 0.03                | 0.02                | 0.34                  | 0.09                | 0.91                  | 0.04                   | 15.0                       | 9.9                        |
| ncRNA_inter_chr15_12598 | 0             | 0.87            | 0.06                      | 0.00                | 0.07                | 0.68                  | 0.11                | 0.87                  | 0.02                   | 9.2                        | 8.1                        |
| ncRNA_inter_chr15_12599 | 0.02          | 0.81            | 0.02                      | 0.04                | 0.03                | 0.81                  | 0.09                | 0.73                  | 0.01                   | 27.9                       | 7.8                        |
| ncRNA_inter_chr15_12600 | 0             | 0.37            | 0                         | 0                   | 0.02                | 0                     | 0.03                | 0.37                  | 0                      | 0.0                        | 11.8                       |
| ncRNA_inter_chr15_12601 | 0.01          | 0.31            | 0                         | 0                   | 0                   | 0.06                  | 0.00                | 0.31                  | 0                      | inf                        | inf                        |
| ncRNA_inter_chr15_12602 | 0             | 0.34            | 0                         | 0                   | 0.01                | 0.03                  | 0.02                | 0.34                  | 0                      | 2.6                        | 15.1                       |
| A1bg                    | 4.35          | 1,422.30        | 846.40                    | 1,422.30            | 1,238.83            | 382.97                | 250.99              | 37.52                 | 522.16                 | 0.31                       | 0.15                       |

Highlighting = relative within column for lncRNAs only (excluding A1bg)

NE = (Female Nuclear FPKM / Female Total FPKM)

**D.** FC of Significant Sex Bias (log<sub>2</sub>; M/F)

|                         | Log <sub>2</sub> FC (M/F) from EdgeR |                     |                     |                       |                     |                       |                        | # of datasets sign. in |
|-------------------------|--------------------------------------|---------------------|---------------------|-----------------------|---------------------|-----------------------|------------------------|------------------------|
|                         | PolyA Unstr F (G83)                  | PolyA Unstr F (G85) | Total PolyA Strnd F | Nuclear PolyA Strnd F | Total RiboM Strnd F | Nuclear RiboM Strnd F | B6 Total RiboM Strnd F |                        |
| ncRNA_inter_chr15_12590 | -6.519                               | -6.870              | -8.203              | -10.232               | -7.557              | -9.850                | -4.453                 | 7                      |
| ncRNA_inter_chr15_12591 | -4.937                               | -8.111              | -5.436              | -8.313                | -6.344              | -8.715                | -4.078                 | 7                      |
| ncRNA_inter_chr15_12592 | -6.358                               | -6.359              | ns                  | -5.682                | -5.331              | -7.359                | ns                     | 5                      |
| ncRNA_inter_chr15_12593 | ns                                   | ns                  | ns                  | -7.893                | -5.347              | -8.189                | -3.330                 | 4                      |
| ncRNA_inter_chr15_12595 | ns                                   | ns                  | ns                  | -6.804                | -5.586              | -6.170                | ns                     | 3                      |
| ncRNA_inter_chr15_12596 | ns                                   | ns                  | ns                  | -5.284                | ns                  | -7.703                | ns                     | 2                      |
| ncRNA_inter_chr15_12597 | ns                                   | ns                  | ns                  | -6.741                | ns                  | -7.682                | ns                     | 2                      |
| ncRNA_inter_chr15_12598 | ns                                   | ns                  | ns                  | -6.147                | ns                  | -6.023                | ns                     | 2                      |
| ncRNA_inter_chr15_12599 | ns                                   | ns                  | ns                  | -7.073                | ns                  | -6.459                | ns                     | 2                      |
| ncRNA_inter_chr15_12600 | ns                                   | ns                  | ns                  | ns                    | ns                  | -5.199                | ns                     | 1                      |
| ncRNA_inter_chr15_12601 | ns                                   | ns                  | ns                  | ns                    | ns                  | -5.464                | ns                     | 1                      |
| ncRNA_inter_chr15_12602 | ns                                   | ns                  | ns                  | ns                    | ns                  | -5.388                | ns                     | 1                      |
| A1bg                    | -7.620                               | -10.348             | -8.914              | -9.734                | -7.278              | -7.964                | -12.38                 | 7                      |

Highlighting = relative within table for sex bias and relative within column for "# of datasets sign. in"

"# of datasets..." = the number of RNA-seq datasets (left) in which significant sex bias is observed (max of 7)

### **Fig. S6 – 4C-seq data tracks for individual male and female mouse livers**

Shown are 4C-seq data for the same genomic regions presented in Fig. 4, but showing the individual 4C-seq data for each of 3 male liver and 3 female liver biological replicates per viewpoint. The gene tracks and sex-biased sites are as described in Fig. 4. These bed file tracks are as follows (from top to bottom): sex-biased H3K27ac peaks, sex-biased DHS, sex-biased cohesin peaks, and sex-biased CTCF peaks. Protein coding genes, sex-biased lncRNA genes, and intra-TAD loops are also shown, where present.

- A.** All six biological replicates for the *A1bg* enhancer viewpoint (chr15:60733512-60954051).
- B.** All six biological replicates for the *Gm4794* enhancer viewpoint (chr10:33418446-33680888).
- C.** All six biological replicates for the *C9* promoter viewpoint (chr15:6147917-6461799).
- D.** All six biological replicates for the *Nudt7* enhancer viewpoint (chr8:116592444-116707613).
- E.** Distal enhancer regions from panel C with bidirectional eRNA loci and YY1 binding sites indicated in relation to male-biased enhancers (chr15:6,164,877-6,184,670).

Fig. S6A-S6D

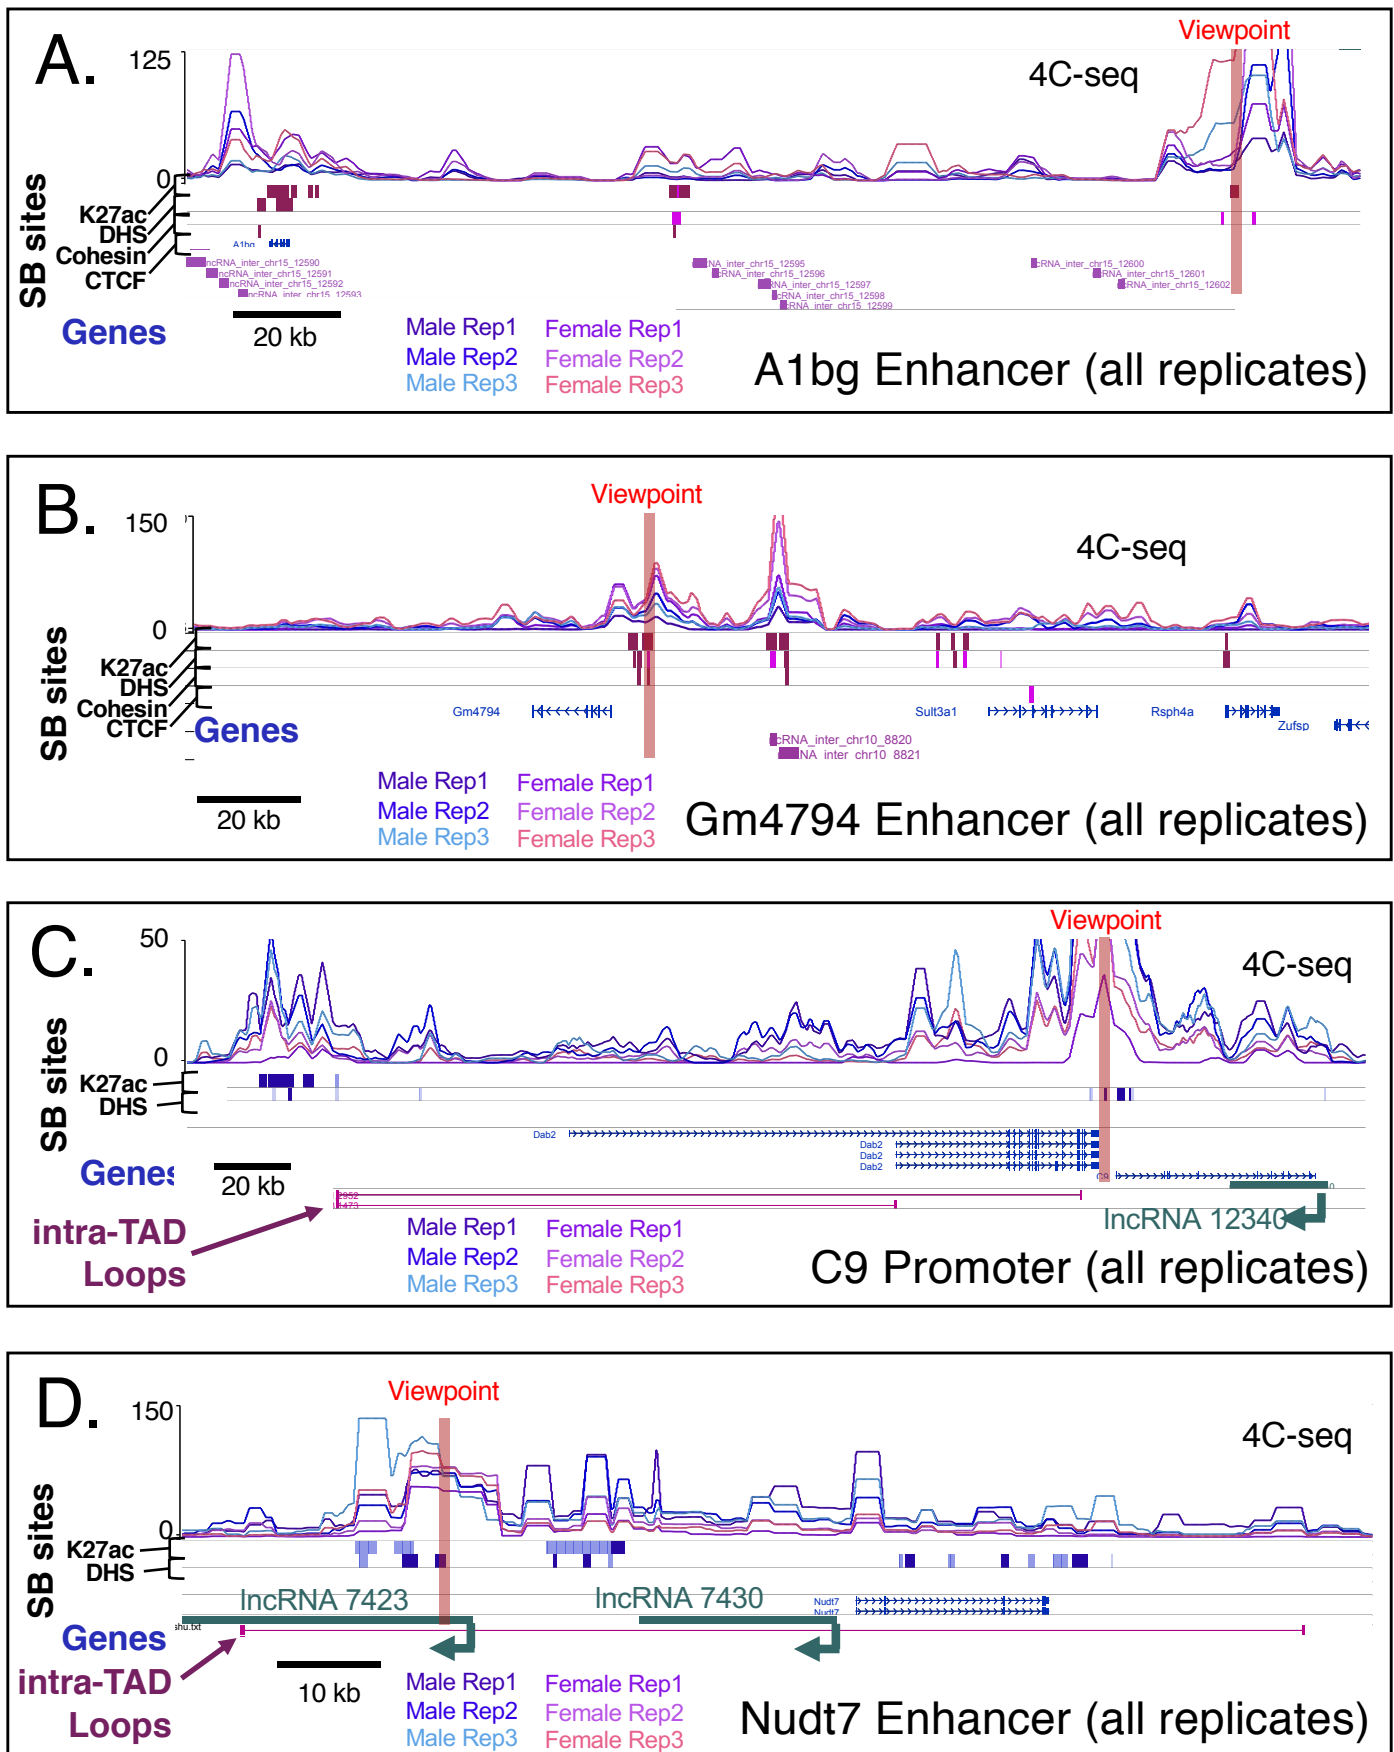

Fig. S6E

E.

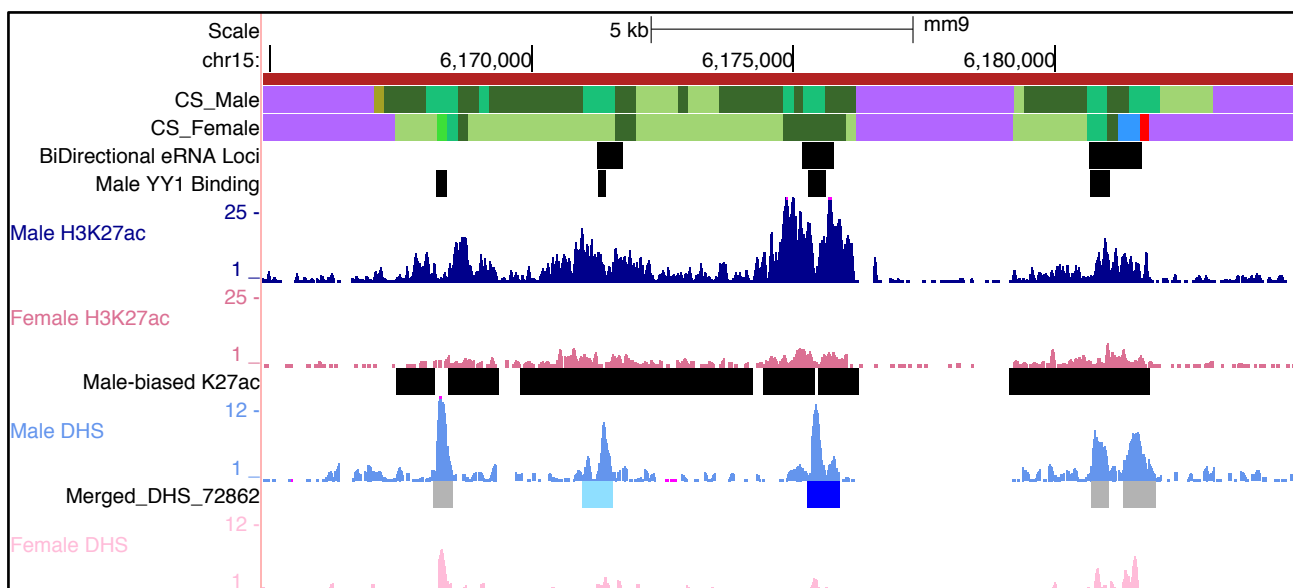

**Fig. S7 – High expression of *Nox4* in hepatocellular carcinoma and 4C-seq biological replicates**

- A.** *Nox4* is highly up regulated in tumor relative to normal healthy tissue of mice that spontaneously develop tumors (mouse strain C3H; [7]) ( $p=0.0006$ , M-W t-test).
- B.** In human patient samples, *Nox4* is consistently up regulated in tumor tissue relative to normal controls, including in hepatocellular carcinoma (marked by thick black line). Only data for cancer types with matched primary tumor and normal tissue controls are shown, with *Nox4* showing significant up regulation in tumors for 14 of 18 matched tissue pairs. Expression datasets are from The Cancer Genome Atlas (TCGA) and were analyzed by the Tumor Immune Estimation Resource (TIMER) webtool (<https://cistrome.shinyapps.io/timer/>) with default parameters [8]. The significance of comparisons between Normal and Tumor tissue was calculated by Wilcoxon test and is indicated on the chart as:  $0 \leq *** < 0.001 \leq ** < 0.01 \leq * < 0.05$ . For example, the difference between liver tumor versus normal tissue ( $p = 1.35E-25$ ) is indicated as \*\*\*.
- C.** Chromatin state key for *top* browser track in Fig. 5A, which is based on chromatin states in both male and female mouse liver, which were determined for the entire genome based on a 14-state model of chromatin states developed in [9].
- D.** Male and female 4C-seq biological replicates for the *Nox4* enhancer-1 viewpoint (chr7:94248242-94726358). Tracks are as described in Fig. S6. “SB Peaks” indicate the male-biased (blue) and female-biased (pink) for the indicated factor or assay and a darker color indicates a more stringently-defined sex-biased region (cutoffs differ for each factor; see Methods). These tracks, from top to bottom, are as follows: H3K27ac ChIP-seq, DNase-seq, Rad21 ChIP-seq, and CTCF ChIP-seq and are as described in Fig. 3 and Fig. 4. A complete listing of all such peaks is provided in Tables 2D and 2E (K27ac ChIP-seq and DNase-seq) and in Tables 1D, and 1E (CTCF and cohesin ChIP-seq peaks).
- E.** Male and female 4C-seq biological replicates for the *Nox4* enhancer-2 viewpoint (chr7:94248242-94726358). Tracks are as described in Fig. S6 and in panel D of this Figure.
- F.** Three separate models of regulatory domain prediction support the model that *Nox4* enhancer-1 viewpoint and enhancer-2 viewpoint (VP1, VP2) do not interact. The position of enhancer-1 viewpoint is indicated by a red arrow, and the position of enhancer-2 viewpoint is indicated by a green arrow. From *top* to *bottom*: Enhancer Promoter Units (EPUs) are domains based on the pan-tissue correlation of ChIP-seq signal at enhancer and promoters [3]; intra-TAD loops are computationally predicted based on CTCF and cohesin ChIP-seq data for male mouse liver [1]; cohesin ChIA-PET loops show cohesin-anchored interactions from mouse embryonic stem cells [2].

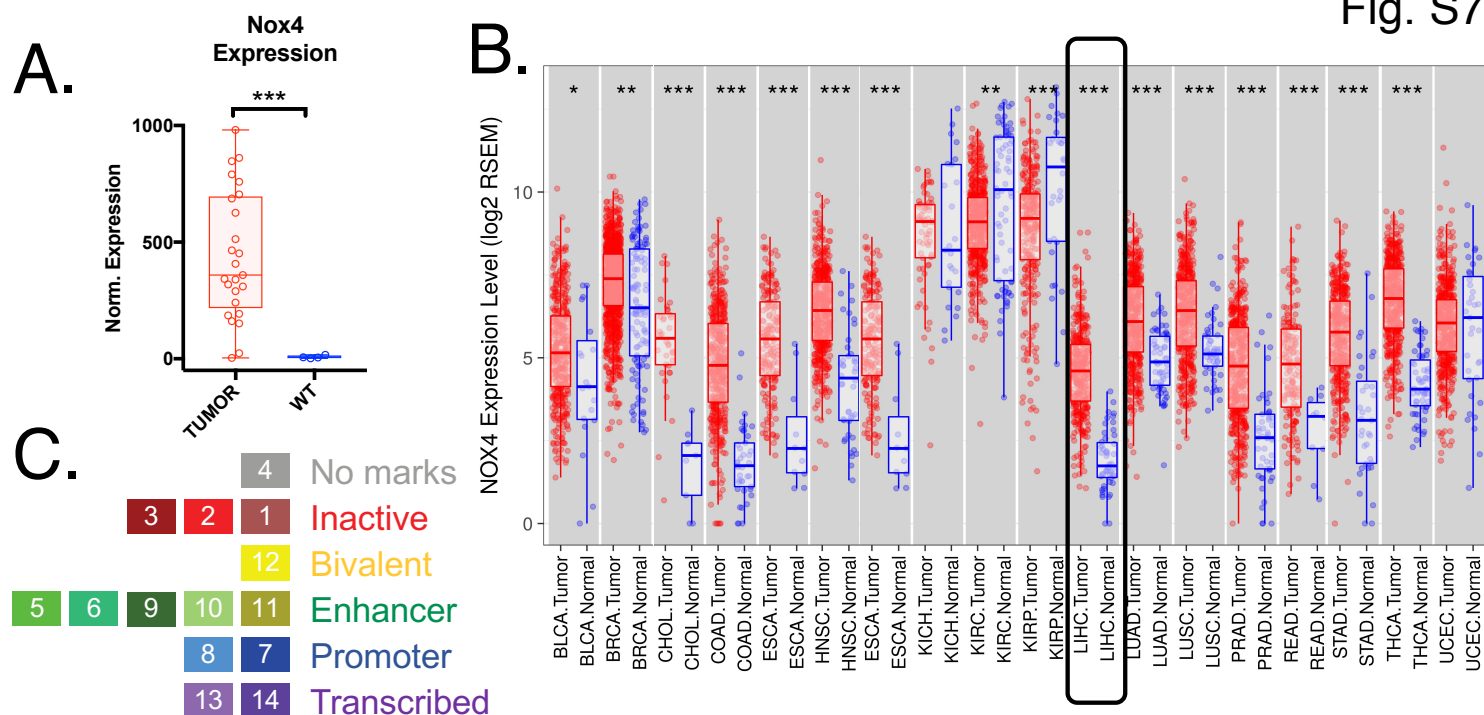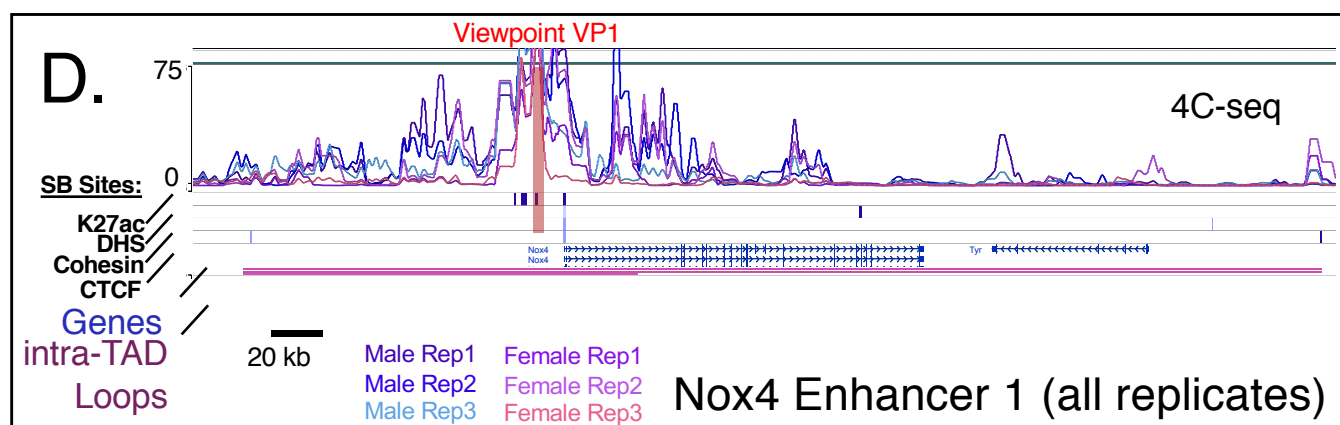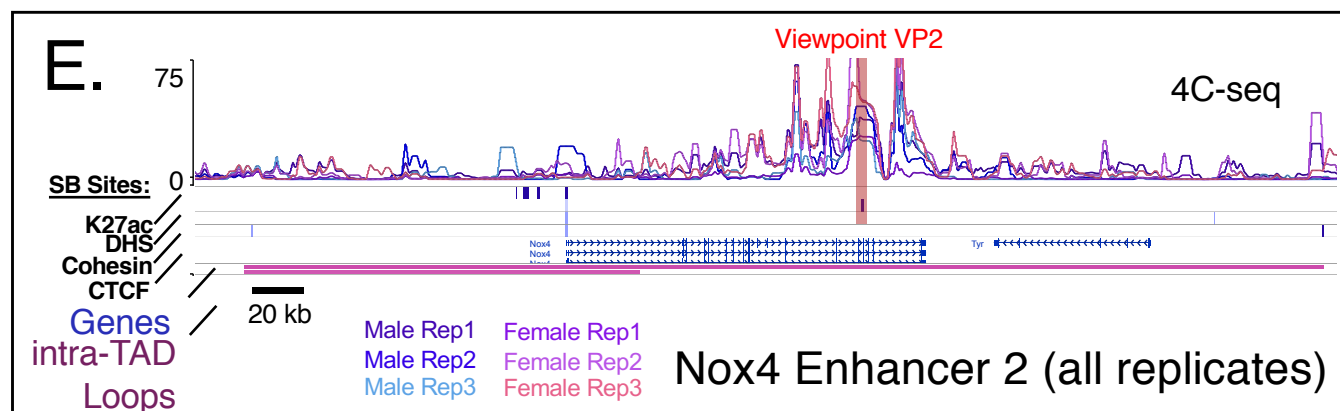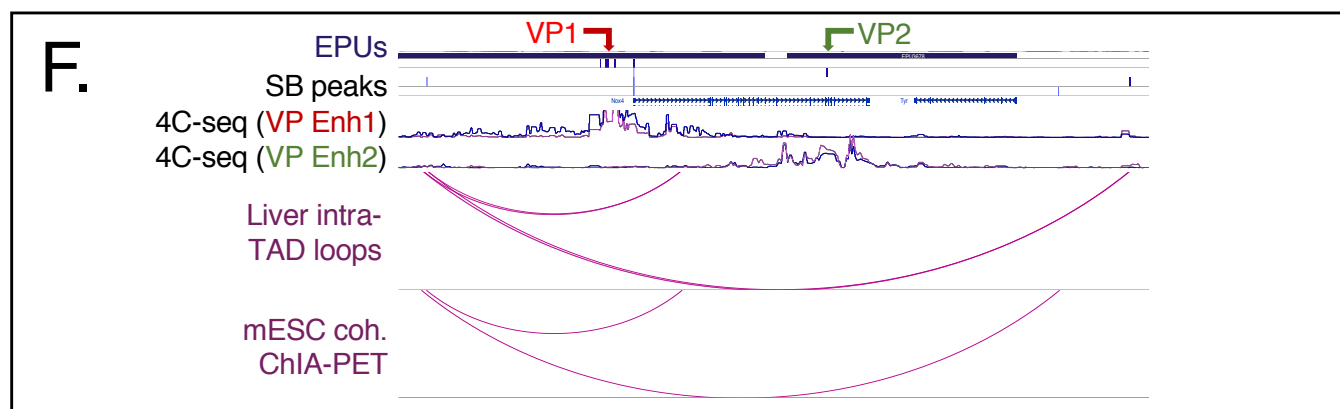

## References for Supplemental Figure legends

1. Matthews BJ, Waxman DJ: **Computational prediction of CTCF/cohesin-based intra-TAD loops that insulate chromatin contacts and gene expression in mouse liver.** *eLife* 2018, **7**.
2. Downen JM, Fan ZP, Hnisz D, Ren G, Abraham BJ, Zhang LN, Weintraub AS, Schuijers J, Lee TI, Zhao K *et al*: **Control of cell identity genes occurs in insulated neighborhoods in mammalian chromosomes.** *Cell* 2014, **159**(2):374-387.
3. Shen Y, Yue F, McCleary DF, Ye Z, Edsall L, Kuan S, Wagner U, Dixon J, Lee L, Lobanenko VV *et al*: **A map of the cis-regulatory sequences in the mouse genome.** *Nature* 2012, **488**(7409):116-120.
4. Lau-Corona D, Suvorov A, Waxman DJ: **Feminization of Male Mouse Liver by Persistent Growth Hormone Stimulation: Activation of Sex-Biased Transcriptional Networks and Dynamic Changes in Chromatin States.** *Mol Cell Biol* 2017, **37**(19).
5. Connerney J, Lau-Corona D, Rampersaud A, Waxman DJ: **Activation of Male Liver Chromatin Accessibility and STAT5-Dependent Gene Transcription by Plasma Growth Hormone Pulses.** *Endocrinology* 2017, **158**(5):1386-1405.
6. Lowe R, Gemma C, Rakyan VK, Holland ML: **Sexually dimorphic gene expression emerges with embryonic genome activation and is dynamic throughout development.** *BMC Genomics* 2015, **16**(1):295.
7. Aitken SJ, Ibarra-Soria X, Kentepozidou E, Flicek P, Feig C, Marioni JC, Odom DT: **CTCF maintains regulatory homeostasis of cancer pathways.** *Genome Biol* 2018, **19**(1):106.
8. Li T, Fan J, Wang B, Traugh N, Chen Q, Liu JS, Li B, Liu XS: **TIMER: A Web Server for Comprehensive Analysis of Tumor-Infiltrating Immune Cells.** *Cancer Res* 2017, **77**(21):e108-e110.
9. Sugathan A, Waxman DJ: **Genome-wide analysis of chromatin states reveals distinct mechanisms of sex-dependent gene regulation in male and female mouse liver.** *Mol Cell Biol* 2013, **33**(18):3594-3610.

How the deposited data were processed for this re-analysis (not part of the article)

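The data were ChIP-seq peak lists of liver from 8-week-old female CD-1 mice, with 4 CTCF libraries and 3 Rad21 libraries. The authors mapped the reads to mm9 with Bowtie2, kept uniquely mapped reads, pooled the libraries of each antibody and called peaks with MACS2, after which they removed peaks in blacklisted regions and peaks made only of identical reads. Pooling means that the variation between mice cannot be estimated from the lists. Peak calling by a threshold means that a region without a peak can still be bound, and a deeper pool gives more peaks. No column of the lists belongs to a single library, and no per-library column was left unused.

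In each of the 2 deposited lists the authors give, for every peak, a fold enrichment at the summit over the local background (a ratio), −log10 values of p and q, a score made from them, and the summit position. These values were used as deposited, to describe, rank or filter peaks within a list. CTCF and Rad21 values were not compared with each other. Read depths are the paper's, from its Table S3B. Intervals of shares are Wilson intervals at the 95% level, and they cover counting error only. Where a count was 0, the upper limit is 3 of the total.

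Overlaps were computed with bedtools 2.31.1, with at least 1 bp shared. CTCF peaks that overlap a Rad21 peak are CAC, the others Lone CTCF, and Rad21 peaks that overlap no CTCF peak are CNC. This differs from the paper's classes of sex-differential sites, which use peaks of single libraries that were not analysed here. Intervals of the ratios of medians are from 1000 bootstrap resamples, and intervals of medians are from order statistics. Genome sequence and GENCODE annotation of the same build were read with samtools 1.23.1 and pysam 0.24.0. The chromosome lengths were compared with the peak coordinates before use.

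The motif matrix is 20 bp wide. It was learned from the sequence within 50 bp of the summits of 1000 CTCF peaks on odd-numbered autosomes and scored on both strands on even-numbered autosomes, with windows 1000 bp to either side of the summits as background. Motif calls in the browser windows and on other chromosomes use the same matrix and threshold. Its scores are not those of FIMO, which the authors used.

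Counts were compared with Fisher's exact test, and medians with two-sided permutation tests of 100000 resamples, in scipy 1.17.1 with numpy 2.4.6 and pandas 2.3.3. Plots were drawn with matplotlib 3.10.9. Table S1C was used in full. Of the lenient and strict sites in Tables S1A and S1B only part was read, so these were used for single sites and not for tests on sets. Relative expression after cohesin depletion was taken from Table S2C. It is a ratio to control liver that the authors computed, and it was analysed on the log10 scale after 1e-06 was added.

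Steps that compute statistics over many sites were tested on simulated data. Overlaps of 2000 intervals had 0 wrong calls in each mode. The permutation test called 12 of 200 comparisons without a difference and 196 of 200 with a difference of 1.5 SD between normal values. It was not tried on smaller differences or on skewed values, so its power for those is unknown. The motif learner recovered 478 of 480 planted motifs and called 2 of 120 sequences without one.

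The alternatives tried were a minimum −log10 q of 10, a minimum fold enrichment of 5, overlap of at least 50%, summits within 100 bp, autosomes or all chromosomes, −log10 q in place of fold enrichment, a 5% background rate and 50 bp around the summit for the motif, and other groupings of the genes of Table S2C. These were set before the data were examined, except those for Table S2C, which had been read by then, and of which 1 grouping was added at the end. Sites named in the text were chosen by a rule set at the same time. They are the peaks in the browser windows that overlap a sex-differential site or carry both factors, the sites at anchors predicted in female liver only, and the autosomal peak of highest fold enrichment in each list. Outside this rule, further peaks in the window of Fig. 4b, and sites without a female peak on chromosome 17 and in the windows of Fig. 3b and 4c, were named after their values were seen. Male peak lists, 4C-seq, DNase-seq and histone data were not analysed here.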

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

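The tests below were chosen after the result was seen. Mitochondrial DNA, which the paper does not discuss, holds 7 CTCF peaks and 9 Rad21 peaks in the female lists. This corresponds to 429 CTCF peaks per Mb and 552 Rad21 peaks per Mb, against 27.1 and 27.2 on autosomes, and the peaks cover 31.1% and 30.8% of the molecule. Their median fold enrichments are low, 3.44 and 3.28. Table S1C also lists 3 female-biased sites there.

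Neither explanation that was tested is settled. For CTCF bound at its motif, 0 of the 7 CTCF peaks carry a motif, compared with 16.6% of 9367 CAC peaks of even-numbered autosomes in the same range of fold enrichment (Fisher's exact test, two-sided, p = 0.609). With so few peaks, a count of 0 does not separate them from weak nuclear peaks. For uneven coverage that both antibodies share, all 7 overlap a Rad21 peak. When the CTCF peaks were rotated around the circular molecule, all 7 overlapped one in 719 of 16299 positions (exact test over all rotations, one-sided, p = 0.0441), and the median was 4. The overlap was what prompted this test and the value is close to the threshold of 0.05, so it is not support for that explanation. The peaks lie on 1 small molecule and are not independent. Another version of each test was also run, against shares of 46.9% for the motif and 56.9% for overlap with Rad21. Both versions passed the threshold of 0.05. They are not relied on, because 46.9% is the share of CAC peaks of any fold enrichment, and the second made no use of rotations. Differences in mitochondrial content between preparations also stay open, and an input control was not used here. No biological explanation was tested.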

How the results depend on the processing

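The alternatives were set before the data were examined, apart from those for Table S2C. That table had been read when its alternatives were set, and 1 grouping of its genes was chosen after the results were seen. Of 75 alternative values for 34 results, 38 stayed within the limits set for them. No paired analysis was possible because each deposited list pools the libraries of an antibody, and for the same reason no library could be left out in turn.

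The numbers of peaks depend most on the threshold. With −log10 q of at least 10, the CTCF list was within 1.5 times its full size but the Rad21 list fell to 44099 peaks. With fold enrichment of at least 5, the lists held 40133 and 33510 peaks. Rad21 peaks per Mb fell to 17.5 on autosomes and 5.59 on the X chromosome with −log10 q of at least 10. A stricter threshold removes peaks by construction.

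CAC shares moved beyond their narrow intervals under every alternative except autosomes only. They were 72.3% of CTCF and 72.0% of Rad21 peaks with overlap of at least 50% of either peak, 60.8% and 60.8% with summits within 100 bp, and 71.2% and 80.7% with −log10 q of at least 10 in both lists. The ratio of the median fold enrichment of CAC peaks to that of Lone CTCF or CNC peaks stayed above 1 in all of these. It was 2.28 and 1.81 with 50% overlap, 2.70 and 1.95 with the summit rule, and 2.28 and 1.75 with −log10 q of at least 10. Taken on −log10 q itself, the ratios were 5.76 and 3.74, a different scale.

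For the motif, a 5% background rate gave 64.5% of CAC and 57.9% of Lone CTCF peaks, and 62.1% of CAC and 9.43% of CNC peaks in the Rad21 list, which follows from the lower threshold. With 50 bp around the summit the first 3 shares were 49.9%, 38.2% and 43.2%. The threshold was set again for this window and fell from 13.7 to 11.5 bits. A narrower window alone can only lower a share and a lower threshold can only raise it. The rise of the first share therefore comes from the threshold, and the falls of the others from the window. The order of the classes within each list was the same in these settings. Measured from the nearest edge in place of the summit, the median distance of CAC peaks to a TSS was 7473 bp for CTCF and 7386.5 bp for Rad21, shorter by construction.

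The test planned for the share of female-biased and male-biased sites of Table S1C with both peaks is not used in any setting. The coordinates of the female-biased sites are those of female peaks, which fixed their share. The difference in median CTCF fold enrichment was not past the threshold of 0.05 in any setting and was −0.112 (permutation test, two-sided, p = 0.962), the opposite sign, with overlap of at least 50% of the site. For Rad21 the difference became significant on −log10 q (22.1, permutation test, p = 0.00018) and over all chromosomes (5.52, p = 4.0e-05). The latter adds 35 female-biased sites on the X chromosome and 3 on mitochondrial DNA, but no male-biased site with a peak. Many of these X sites lie in 1 stretch, from 47902981 to 47976636, and are not independent. The sexes also differ in copies of the X chromosome, so that p-value is not relied on. The cause of the former was not tested.

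The difference in log10 relative expression between distal and proximal genes was no longer significant with 1 value per TAD (−0.400, permutation test, two-sided, p = 0.179), a setting with fewer values, 21 and 22. It stayed past the threshold in the others. Among single windows, 5 of 20 values changed by more than 1.5 times, all of them counts of a few peaks that became smaller. The total of Rad21 CAC peaks over the 9 windows was 37, with 29 and 33 under the alternatives.

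Depth limits what an absent peak means. A site without a female peak was not detectable above the threshold in pools of 59576988 CTCF and 48223544 Rad21 reads.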

Differences from the paper's values

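Table S3B of the paper gives the reads behind the share of reads in peaks. In the male CTCF pool they give 28.2%, against the 17% that the paper's results section states for male and female samples. The paper's methods also give a range of this share over all samples, and 28.2% lies within that range. None of the alternatives set before the data were examined bears on this value. For the female pools the same calculation gave 20.3% for CTCF and 17.8% for Rad21, and for the male Rad21 pool 17.4%.

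The results section places 53 of the jointly sex-differential sites on autosomes, and the methods give 50. Table S1C holds 50 on autosomes and 3 on mitochondrial DNA, which makes 53 that are not on the X or Y chromosome.

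The paper describes the region of Fig. 4b as having no CAC insulator elements. The female lists hold 5 CAC peaks in the window shown, and 4 with −log10 q of at least 10, although none in the stretch between Gm4794 and Sult3a1. The definitions are unlike. A CAC peak here is any overlap between the pooled lists, and no motif was called at 4 of the 5. The paper speaks of insulators in connection with its predicted intra-TAD loops, so its statement is not contradicted. The paper describes the stretch around Sult3a1 as lacking cohesin. The female Rad21 list has 1 weak peak there (fold enrichment 3.65), which is gone with −log10 q of at least 10.

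The paper calls the TSS of Slc22a29 to which the enhancer of Fig. 3a is upstream the closest TSS. In the annotation used here that TSS is 33.3 kb from the CTCF summit, while a TSS of longer Slc22a29 transcripts is 10.4 kb away, and the site is in an intron of these. The paper describes the Fig. 4c region as free of sex-biased CTCF and cohesin binding. Its Table S1B lists a lenient male-biased cohesin site there, on chromosome 15 from 6181276 to 6181590, with a log2 male/female ratio of 1.02, and neither female list has a peak at it. The paper describes the Nat8 site as CAC. In the female lists it is a Lone CTCF peak, but the paper's class rests on single libraries of the sex with more binding, and male lists were not used here.

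For Table S2C, the methods describe distal genes as over 20 kb from both kinds of male-biased region. That rule gives 18 genes, with a median relative expression of 0.0418. The groups marked in the table hold 32 distal genes, the number the paper gives, with a median of 0.0675 against the paper's 0.07. With proximal genes taken as those under 20 kb from either kind, a setting chosen after seeing the values, the medians were 0.0418 and 0.452, against the paper's 0.042 and 0.45 for its relaxed definition.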

Other observations

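Tests on the X chromosome, and that on promoters, were set down before their results were seen. The test on fold enrichment of weak peaks was chosen after the result was seen, and the test without the Mup cluster was set before the peak lists were examined but after Table S2C had been read. The shares by strength, the shares by chromosome and the comparison of motif sites per Mb are descriptions made afterwards.

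The X chromosome has fewer peaks per Mb than autosomes in the female lists. CTCF had 9.90 peaks per Mb on the X chromosome and 27.1 on autosomes, a ratio of 2.74, and Rad21 had 8.51 and 27.2, a ratio of 3.19. The lowest autosome had 20.9 CTCF peaks per Mb. With −log10 q of at least 10, the ratios were 2.57 and 3.12. The paper does not report this. Strong motif sites (at least 17.9 bits) were called unique where their surrounding 51 bp occurred once among such sites in the genome. Copies in the opposite orientation were missed by this rule, so some sites called unique may be repeated. Sites called unique were rarer on the X chromosome, 3.91 per Mb against 7.96 on even-numbered autosomes, a ratio of 2.04. Of the 3 explanations tested, fewer motifs as the whole cause and weaker binding are not settled. The values argue against repeated sequence as the whole cause at strong motif sites. For fewer motifs as the whole cause, 54.3% of all strong motif sites on the X chromosome carried a CTCF peak (95% Wilson interval 50.8 to 57.8%) against 67.7% on even-numbered autosomes (66.7 to 68.6%), but chromosome 12 had 55.0%, which lies inside the interval of the X chromosome. The X chromosome had the lowest share, but it is not separated from chromosome 12. For repeated sequence, in which reads cannot be placed, the shares at sites called unique were 62.5% and 70.9% (Fisher's exact test, p = 1.07e-05). This gap is smaller, and chromosome 12 had 60.9%, below the X chromosome. Unique sites with a CTCF peak were rarer on the X chromosome, 2.44 per Mb against 5.64, a ratio of 2.31. That ratio does not test repeated sequence, since more repeats leave fewer unique sites per Mb. Among all strong motif sites, repeated or not, the densities with a peak were 2.49 and 5.71. With or without a peak, the X chromosome held only 4.58 strong motif sites per Mb, below this 5.71. Missing peaks in repeated sequence are therefore unlikely to be the whole cause at such sites, but a partial contribution stays open. For weaker binding, the median fold enrichment at unique sites with a peak was 14.2 on the X chromosome and 14.3 on even-numbered autosomes (difference −0.142, permutation test, two-sided, p = 0.843), but sites bound too weakly for a peak are not in this comparison, so it cannot exclude weaker binding. Chromatin accessibility and X inactivation were not tested, and no male list was used here.

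Weak CTCF peaks that overlap Rad21 carry a CTCF motif less often than weak Lone CTCF peaks. At fold enrichment up to 3.85, the median of Lone CTCF peaks, 7.89% of 4146 CAC peaks on even-numbered autosomes had a motif (95% Wilson interval 7.11 to 8.75%), against 26.5% of 4118 Lone CTCF peaks (25.2 to 27.9%). Promoters do not account for this. Of the weak CAC peaks, 32.1% lie within 1 kb of a TSS, against 14.8% of the weak Lone CTCF peaks, but among peaks over 1 kb from a TSS the shares were 9.66% and 28.7%. A difference in fold enrichment does not account for it either, since after matching in bins of 0.25 the shares were 7.95% and 26.6%, and the share was lower in CAC peaks in 9 of 9 bins. A hypothesis is that many weak CTCF peaks at cohesin sites reflect indirect recovery with cohesin or open chromatin and not CTCF at its motif. It was not tested, since no accessibility data were used here.

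Distances to the nearest TSS also differ by class. The median was 7710 bp for CAC and 9394.5 bp for Lone CTCF peaks of the CTCF list, and 7613.5 bp for CAC and 13362 bp for CNC peaks of the Rad21 list. Within 1 kb of a TSS were 27.2% and 14.5% in the CTCF list and 27.5% and 15.8% in the Rad21 list. These are all female peaks, not the sex-biased sites of Fig. 2c.

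The female lists hold 0 peaks on the Y chromosome, which female liver lacks. None of the 43 male-biased Y sites of Table S1C therefore overlaps a female peak.

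In Table S2C, relative expression after cohesin depletion was lower for 32 distal than for 29 proximal male-biased genes, with medians of 0.0675 and 0.690 (difference of medians −1.01 on the log10 scale, permutation test, two-sided, p = 0.00126). The values are the paper's, and genes of one TAD are not independent. The TAD of the Mup cluster holds 13 of the 61 genes, 12 of them distal, with a median of 0.0327. Without this TAD the medians were 0.273 for 20 distal and 0.784 for 28 proximal genes, a difference of −0.467 (permutation test, two-sided, p = 0.0462). The difference is smaller without the cluster, and its p is too close to the threshold of 0.05 to say whether the cluster is the whole cause. With 1 value per TAD the difference was −0.400 (permutation test, two-sided, p = 0.179), so whether it holds across TADs is not settled.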
